# Evolution and function of developmentally dynamic pseudogenes in mammals

**DOI:** 10.1186/s13059-022-02802-y

**Published:** 2022-11-08

**Authors:** Sheng Hu Qian, Lu Chen, Yu-Li Xiong, Zhen-Xia Chen

**Keywords:** Pseudogene, Developmentally dynamic expression, Mammals, Evolution, Iso-seq

## Abstract

**Background:**

Pseudogenes are excellent markers for genome evolution, which are emerging as crucial regulators of development and disease, especially cancer. However, systematic functional characterization and evolution of pseudogenes remain largely unexplored.

**Results:**

To systematically characterize pseudogenes, we date the origin of human and mouse pseudogenes across vertebrates and observe a burst of pseudogene gain in these two lineages. Based on a hybrid sequencing dataset combining full-length PacBio sequencing, sample-matched Illumina sequencing, and public time-course transcriptome data, we observe that abundant mammalian pseudogenes could be transcribed, which contribute to the establishment of organ identity. Our analyses reveal that developmentally dynamic pseudogenes are evolutionarily conserved and show an increasing weight during development. Besides, they are involved in complex transcriptional and post-transcriptional modulation, exhibiting the signatures of functional enrichment. Coding potential evaluation suggests that 19% of human pseudogenes could be translated, thus serving as a new way for protein innovation. Moreover, pseudogenes carry disease-associated SNPs and conduce to cancer transcriptome perturbation.

**Conclusions:**

Our discovery reveals an unexpectedly high abundance of mammalian pseudogenes that can be transcribed and translated, and these pseudogenes represent a novel regulatory layer. Our study also prioritizes developmentally dynamic pseudogenes with signatures of functional enrichment and provides a hybrid sequencing dataset for further unraveling their biological mechanisms in organ development and carcinogenesis in the future.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02802-y.

## Background

Pseudogenes are defined as genomic regions that resemble functional genes, contain gene-disabling mutations, and lack regulatory elements required by transcription or translation [1]. Different pseudogenes are categorized based on their origination mechanisms: (1) unprocessed pseudogenes which are derived from segmental duplication and subsequent mutations; (2) processed pseudogenes which are formed through retrotransposition of processed mRNA; (3) unitary pseudogenes which are directly originated from inactivated functional genes through mutations; (4) polymorphic pseudogenes which segregate in the population both as a pseudogenised and an intact allele.

Moreover, pseudogenes are precious markers of genome remodeling and dynamics. This would be exemplified by processed pseudogenes which offer a perspective into the evolution of ancient transcriptome and activity of transposable elements [2–4]. The previous study has deduced the historical expression levels of the parent genes in human and mouse and found that 3% of them have been prominently changed during the evolution course [5]. Unprocessed pseudogenes disclose the gene duplication process which is the main source of the generation of new genes [6]. Nevertheless, pseudogenization is the eventual fate for the majority of duplicated genes, and certain copies can be retained in the genome to sustain ancestral function or obtain new function [7, 8]. Besides, unitary pseudogenes not only represent natural loss-of-function events that silence ancestral genes, but also elucidate gain-of-function mutations that confer novel function [9]. Polymorphic pseudogenes represent a relaxed selection, and they are highly likely to be fixed as unitary pseudogenes.

Since the “pseudogene” was first introduced to describe a truncated ribosomal gene in *Xenopus laevis* in 1977 [10], this term has been gradually regarded as genomic relics and non-functional fossils. Pioneering works have rehabilitated a processed *Adh* gene (*jingwei*) as a functional copy [11, 12], instead of a defective pseudogene as previously reported. With the availability of high-throughput sequencing recently, a growing body of evidence has uncovered the functions of some pseudogenes under physiological and pathological conditions [13–18]. For example, some studies showed that pseudogenes played important roles in cancer progression and could stratify the subtype of kidney cancer [19, 20]. Furthermore, pseudogenes were reported to exhibit tissue-specific expression, suggesting their distinct regulatory programs [21, 22]. Nevertheless, the studies of pseudogene transcription were precluded by the limited capacity of short-read sequencing. A recent work applied long-read PacBio sequencing to identify functional human pseudogenes and provided the evidence that pseudogenes regulated the cellular transcriptomes [23]. Although above findings significantly advanced our knowledge about pseudogene functions, the majority of these studies focused on the function of pseudogenes in the disease context. Also, most of them were limited to the interplay between pseudogenes and their parent coding genes like competing endogenous RNAs (ceRNA) behavior, where pseudogene transcripts could regulate parent mRNAs by competing for identical microRNAs [18, 24]. Moreover, only a subset of tissue expression data were covered in their analysis, which might unavoidably underrate pseudogene expression abundance due to the spatiotemporal gene expression pattern [25, 26]. Meanwhile, there were limited systematic functional characterizations of mammalian pseudogenes. In particular, the contribution of pseudogenes to organ development is largely unknown. Here, we thus systematically inferred the origin time of human and mouse pseudogenes and characterized their evolutionary pattern. Using PacBio full-length sequencing data, we identified full-length pseudogene transcripts. In combination with deep Illumina sequencing data and public developmental RNA-seq data [25], we dramatically expanded the analyzed dataset and profiled genome-wide pseudogene expression patterns. Additionally, we prioritized developmentally dynamic pseudogenes (DDPs) with signatures of functional enrichment, found that they might represent an additional regulatory layer, and determined their implications in disease. Coding potential evaluation showed that over 19% of all pseudogenes were translated and encoded potentially functional peptides. Taken together, our hybrid sequencing data and a multitude of expressed pseudogenes with functional features will provide resources and reference for determining biological relevance and biomedical application of these pseudogenes, especially the DDPs.

## Results

### Accelerated acquisition of pseudogenes in human and mouse lineage

We dated the origin time of pseudogenes and assigned 14,136 human and 13,685 mouse pseudogenes annotated by GENCODE project [27] into different branches based on the presence and absence of orthologs in the vertebrate phylogenetic tree (Fig. 1a, b) (See “Methods”). In line with the previous report, we identified 2069 orthologous pseudogenes between human and mouse, and the sensitivity was similar (2069 vs 2237 from Gentree) [28]. Meanwhile, we observed the age distribution of pseudogenes with one peak at the dawn of primate lineage, which might mainly result from retrotransposition events (Fig. 1a) [29]. There was an accelerated acquisition of pseudogenes in rodent lineage (Fig. 1b), which was confirmed by one previous report on a recent successive burst of mouse processed pseudogenes based on the analysis of transposable elements [9]. The results recapitulated the above peak of pseudogenes when we only focused on processed pseudogenes (Additional file 1: Fig. S1). The larger proportion of inferred young pseudogenes might be due to fast sequence evolution. Alternatively, it might be due to the possibility that the phylogenetic distribution of species used skewed the distribution of estimated ages. To investigate these two possibilities, we examined the sequence conservation of human pseudogenes across vertebrates. We found that conservation was correlated with evolutionary age estimates and that the oldest pseudogenes had the highest levels of sequence conservation (median score ~ 0.78) (Fig. 1c), supporting that the recent gain of pseudogenes was owing to fast evolution. Notably, although young pseudogenes (evolutionary age < 18 myr) had lowest sequence conservation (median 0.1) among all pseudogenes with different ages, they still were more conserved than random intergenic regions (median 0.08, Wilcoxon test, *P* < 2 × 10^−16^), indicating the evolutionary constraint of these young pseudogenes. For example, *METTL21EP*, a duplicated pseudogene derived from methyltransferase *METTL21E*, originated prior to the divergence of tetrapods and teleost and harbored conserved exons in nearly all vertebrates including zebrafish (Fig. 1d).

**Fig. 1:**
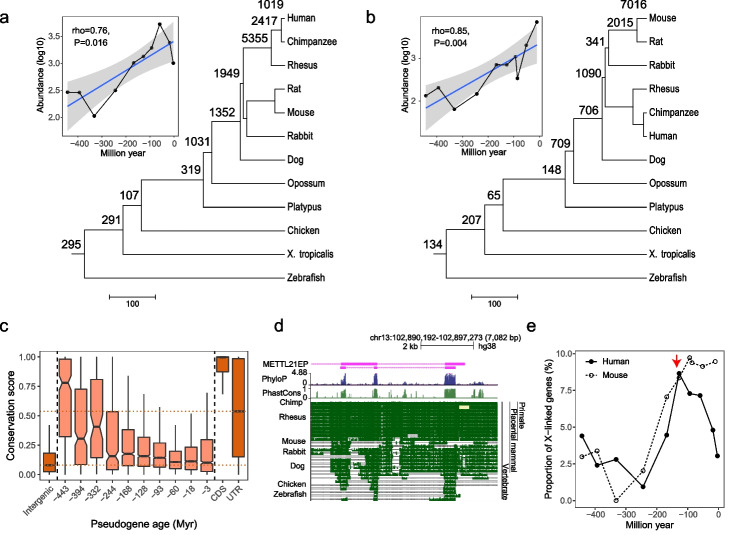
Phylogenetic distribution and genomic characteristics of pseudogenes. **a**, **b** show the assignments of pseudogenes to the branches of phylogenetic tree of human and mouse, respectively. Scatter plot represents the relationship between evolution branch and the corresponding number of pseudogenes in this branch. The evolutionary time (myr) is defined as the middle point of each branch. **c** Sequence conservations of randomly shuffled intergenic regions, pseudogenes with different ages, CDS, and untranslated terminal regions. **d** Genomic profile of the chromosome q33.1 locus. The enlarged picture depicts a highly conserved exon from the pseudogene *METTL21EP*. The Multiz alignment of 28 vertebrate species, the per-base phastCons, and the phyloP conservation scores are presented. **e** Proportions of X-linked pseudogenes originating in each phylogenetic branch

We next tracked the chromosomal distribution of pseudogene within 450 myr prior to divergence between tetrapod and teleost, and observed one peak on the X chromosome (Fig. 1e, indicated by red arrow). This burst of pseudogenes occurred after the divergence of eutherian and marsupial (195 myr), which coincided with the first burst of protein-coding genes [30]. Besides, the contribution of this burst of X-linked pseudogenes to the genome (8.65% for human and 8.36% for mouse) was similar to that of protein-coding genes (8~14%). The consistency in time and size of burst between protein-coding genes and pseudogenes suggested that similar to protein-coding genes, some pseudogenes might have function, and this burst might be attributed to the emergence of X chromosome and subsequent recruitment of genes [30, 31]. Additionally, we found an accelerated accumulation of pseudogenes in rodent lineage instead of primate lineage, presumably due to the faster evolution of rodent genome [32]. Based on the distribution of the parent coding genes of pseudogenes, we found an excess recruitment of pseudogenes on the X chromosome (Fisher’s exact test, *P* < 1.6 × 10^−5^, Additional file 2: Table S1), which probably accounted for the burst of X-linked pseudogenes. Consistently, this gene recruitment pattern has also been reported in some previous studies of protein-coding genes [33, 34]. In all, above features including such nonrandom chromosomal distribution imply their functionality and inspire us for further analysis.

### Expressed pseudogenes contribute to organ identity

Although the high-throughput RNA sequencing (RNA-seq) has revolutionized the manner of biological study, the short-read lengths hind their application in pseudogene transcriptome [1]. 

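RNA from brain, cerebellum, heart and colon of adult mice of both sexes, and from ovary and testis, was sequenced as 29 RNA-seq libraries. They form 10 groups of one tissue and sex, with 3 libraries in each group except male heart, which had 2. Ribosomal RNA was removed before strand-specific library construction. In Iso-seq, full-length cDNA molecules are read from end to end on the PacBio platform, and 6 flow cells were run on RNA of the gonads and of somatic tissues pooled in each sex. The Iso-seq data used here are the deposited transcript models on mouse genome GRCm38.p6. By the Methods, the authors added to them the ENSEMBL genes that no Iso-seq transcript overlapped on the same strand. The deposited annotation also keeps ENSEMBL genes with such an overlap, among them 16 pseudogenes that the paper lists as detected by Iso-seq. This combined annotation held 55356 genes, of which 9905 had no count in any library. For RNA-seq, the authors deposited the number of reads counted on each of these genes, without normalization. The Methods state that only uniquely mapped reads were retained, so reads that fit a pseudogene and its parent gene equally well were not counted. The paper's text does not state whether the counting used the strand, which leaves the counts of genes with overlapping exons uncertain. The total count per library ranged from 11742417 to 36194255, with a median of 24403774. In females, it ranged from 25738429 to 28509973 in brain (median 27267381), from 24123497 to 27087240 in cerebellum (median 25660200), from 24010606 to 25062064 in heart (median 24318955), from 11742417 to 17079891 in colon (median 14730776) and from 18035978 to 28081608 in ovary (median 24893580). In males, it ranged from 24403774 to 36194255 in brain (median 25702504), from 19075669 to 24522801 in cerebellum (median 23644196), from 13334331 to 18890658 in colon (median 18801502) and from 28459258 to 30925443 in testis (median 30760150), and the 2 male heart libraries held 19590147 and 20622258 counts. Pseudogenes took 0.107% to 0.775% of these counts, so that most single pseudogenes rested on few reads. The 28 pairs of libraries within a group all differed by more than the sampling noise, with a chi-square per gene of 11.1 to 323, and 0 pairs held identical counts. The labels were checked with 16 genes of known sex or tissue, and each was higher in every library of its labelled sex or tissue than in every other library. The female transcript *Xist*, for example, was at 10.9 FPKM or more in every female library and at 0.0948 FPKM or less in every male library. FPKM was computed here from the deposited counts, the total count of the library and the length of the union of a gene's exons. Libraries of both sexes were averaged per tissue, which gave 6 tissue means, and the highest of them was taken as the expression level of a gene. Differences between groups were tested on the counts with edgeR's quasi-likelihood test, in one fit over the 29 libraries with TMM normalization, on the 29911 genes that passed edgeR's filter on low counts.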

To accurately characterize and quantify the pseudogene transcription, we conducted PacBio Isoform Sequencing (Iso-seq) and sample-matched RNA-seq by using C57BL/6J male and female adult mouse tissues, including brain, cerebellum, heart, colon, and gonad (Fig. 2a). 

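The combined annotation held 49206 transcripts from Iso-seq at 13045 loci and 66542 ENSEMBL transcripts of 42311 genes. The median length of an Iso-seq transcript, summed over its exons, was 2990 bases (quartiles 2417 and 3521). That of an ENSEMBL transcript was 814 bases (quartiles 438 and 1774), a difference of 0.57 on the log10 scale (permutation test over transcripts, two-sided, 100000 resamples, P = 1e-05, the smallest they can give). Transcripts are not independent replicates, so this P describes the annotation and not a difference between animals. The authors' processing kept clustered transcripts longer than 300 bases, and 9 Iso-seq transcripts in the annotation were shorter. Among ENSEMBL transcripts of at least 300 bases, the median was 972 bases. With only the longest transcript of each gene, the medians were 3139 bases for Iso-seq and 756 bases for ENSEMBL (difference 0.62 on the log10 scale). The ENSEMBL transcripts kept in the annotation belong to genes without Iso-seq transcripts, and their median length was 1373 bases for protein-coding genes, 785 bases for lncRNAs, 592 bases for pseudogenes and 132 bases for other genes. The comparison moved most when it was restricted to genes with transcripts of both kinds, where the Iso-seq median of 2990 bases stood against 1225 bases in the GENCODE reference (difference 0.39 on the log10 scale). At the 12266 loci matched to 1 reference gene, the longest Iso-seq transcript was longer than the longest reference transcript of the same gene at 3114 loci (25.4%) and shorter at 9083, with a median ratio of 0.953.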

As expected, the transcripts detected by Iso-seq were longer than those annotated by ENSEMBL (Fig. 2b). We identified 177 pseudogenes, each of which was supported by at least one full-length read (Additional file 3: Table S2). Among them, 114 (64%) were processed pseudogenes (Fig. 2c). 

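The 177 pseudogenes of Table S2 were looked up in the combined annotation and in the counts. Of these, 162 were counted under their ENSEMBL gene and 15 under an Iso-seq locus. Reads were counted on 160 of them, 127 reached a tissue mean of 1 FPKM or more, and 111 reached 2 FPKM or more. The other 17 had no count in any of the 29 libraries, and 11 of these shared exon bases with another gene on the same strand, against 7 of the 160 with counts (Fisher's exact test, two-sided, P = 3.18e-09). On the same strand, 16 of the 177 shared exon bases with a protein-coding gene, and 141 shared none with any gene on either strand. The highest tissue mean was in testis for 100 of the 177 (56.5%). The 3 with the highest tissue means were all highest in testis. *BC106175* (ENSMUSG00000112657, processed, chromosome 12, 8478874 to 8482157, 6 exons) was at 382 ± 59.3 FPKM (SD, n = 3), *1700031M16Rik* (ENSMUSG00000099353, unitary, chromosome 15, 98398438 to 98415379, 9 exons) at 287 ± 29.8 FPKM (SD, n = 3) and *Gm11780* (ENSMUSG00000085155, processed, chromosome 4, 4528204 to 4528719, 1 exon) at 241 ± 18.3 FPKM (SD, n = 3). Outside testis, the highest single library was at 0.371 FPKM for *BC106175*, 0.647 FPKM for *1700031M16Rik* and 0.66 FPKM for *Gm11780*. The most Iso-seq transcripts, 4, came from one locus on chromosome 9 (41474822 to 41658013) that carries *3110039I08Rik*, *Gm8707*, *Gm28119* and *Gm49317*, at 5.34 ± 0.766 FPKM in cerebellum (SD, n = 6) and 0.383 ± 0.0753 FPKM in testis (SD, n = 3). These values are of the whole locus and not of a single pseudogene. The 15 pseudogenes counted under Iso-seq loci lie at 15 loci, so its 4 genes are not all in Table S2. Its span also covers *Mirlet7a-2*, *Mir100* and *Mir125b-1*, outside its exons. *Thap6* (chromosome 5, 91962882 to 91972065), which shares exon bases with *Rchy1*, had 3 Iso-seq transcripts and a mean of 2.80 ± 0.134 FPKM in testis (SD, n = 3) and 1.14 ± 0.214 FPKM in brain (SD, n = 6). The number of pseudogenes depends on how they are assigned, since only 27 pseudogenes are named in the deposited map from ENSEMBL genes to Iso-seq loci.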

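By the biotypes of Table S2, 114 of the 177 pseudogenes were processed, a share of 64.4% (95% Wilson interval 57.1% to 71.1%), 49 were unprocessed, 7 unitary and 4 polymorphic, and 3 had a biotype without a type. A processed pseudogene is a copy of a spliced mRNA that was inserted back into the genome, whereas an unprocessed one arose by duplication, a unitary one by loss of function of a single-copy gene, and a polymorphic one is intact in some strains or individuals. Among the 13240 annotated pseudogenes of these 4 types that are not in Table S2, 76.9% were processed, so that processed pseudogenes were less frequent among those detected by Iso-seq (odds ratio 0.57, Fisher's exact test, two-sided, P = 0.000763). The median of the highest tissue mean was 3.93 FPKM for the 114 processed, 3.66 FPKM for the 49 unprocessed, 10.5 FPKM for the 7 unitary and 8.03 FPKM for the 4 polymorphic pseudogenes.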

In line with previous report [23], most transcribed pseudogenes identified by Iso-seq were absent from GENCODE annotation and only 56 (31.6%) pseudogenes were shared between them (Fig. 2d). 

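In Table S2, 56 of the 177 pseudogenes (31.6%) carried a biotype that already marks them as transcribed and 121 did not. In GENCODE release M21, which was used here as the reference on GRCm38, 174 of the 177 gene identifiers were found, and 48 had a transcribed biotype. The other direction gave a smaller share, since 518 of the 566 pseudogenes that this release marks as transcribed were not in Table S2. In the RNA-seq libraries, the median of the highest tissue mean was 6.13 FPKM for the 56 pseudogenes with a transcribed biotype and 2.70 FPKM for the 121 others (permutation test over genes, two-sided, P = 0.00556).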

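The loci were placed on GRCm38.p6 by the deposited Iso-seq transcript models. *4933401B06Rik* (ENSMUSG00000055700), a processed pseudogene, lies on the plus strand of chromosome X from 107542548 to 107543802, as 1 exon of 1255 bases. The nearest other gene in GENCODE is *Tbx22*, at a distance of 124162 bases. *Gm13857* (ENSMUSG00000084965), also processed, lies on the minus strand of chromosome 6 from 34441364 to 34445459, with 2 exons that sum to 2799 bases, and *Akr1b7* is 18222 bases away. In GENCODE the same gene spans 34419396 to 34445436, which reaches past the nearer end of *Akr1b7*. *4632415L05Rik* (ENSMUSG00000048106), an unprocessed pseudogene, lies on the plus strand of chromosome 3 from 19894910 to 19898985, as 1 exon of 4076 bases, 14811 bases from *Gm37523*. For each of these loci, 0 other GENCODE genes and 0 other loci of the combined annotation lay within the span on either strand, introns included. Each was represented by 1 Iso-seq transcript.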

Illustrative examples were the transcribed pseudogenes *4933401B06Rik*, *Gm13857*, and *4632415L05Rik*, which do not overlap with any other gene structures. 

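In the RNA-seq libraries, *4933401B06Rik* was at 9.90 ± 0.416 FPKM in testis (SD, n = 3), from 341 to 402 counts per library, and had 0 counts in the 26 other libraries. A library elsewhere allowed up to 0.204 FPKM at a limit of 3 counts, against which every testis library was at least 46.9-fold higher. The log2 difference between testis and the mean of the other groups was 11.42 (standard error 0.34, adjusted P = 4.05e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 0 counts elsewhere, the size of this log2 difference comes from the fit, and the counts give only the bound of 46.9-fold. No other choice of 3 libraries gave as large a difference in FPKM (exact permutation test over every choice of 3 among 29 libraries, two-sided, P = 0.000274). *Gm13857* was at 2.32 ± 0.503 FPKM in testis (SD, n = 3), from 152 to 219 counts per library. Elsewhere it had 7 counts, in 1 male brain library and 1 male colon library, so that testis held 98.8% of its counts. Every testis library was at least 19.3-fold above the limit of 3 counts elsewhere, and the log2 difference was 9.74 (standard error 0.52, adjusted P = 1.79e-09 from the same edgeR test; P = 0.000274 in the exact permutation test). With DESeq2 in place of edgeR, the adjusted P of *Gm13857* was 0.0699, the highest over its 5 alternatives, of which the lowest was 4.24e-13. *4632415L05Rik* was found in all 29 libraries. Its mean was 5.69 ± 0.627 FPKM in brain (SD, n = 6), 7.84 ± 0.48 FPKM in cerebellum (SD, n = 6) and 6.28 ± 1.59 FPKM in ovary (SD, n = 3). It was 2.16 ± 0.791 FPKM in heart (SD, n = 5), 2.73 ± 0.356 FPKM in colon (SD, n = 6) and 1.02 ± 0.175 FPKM in testis (SD, n = 3). The mean of brain and ovary stood above the mean of cerebellum, heart, colon and testis by 0.90 on the log2 scale (standard error 0.083, adjusted P = 1.31e-09 from edgeR's test). This difference was 1.52 with cerebellum counted with brain in place of with the other tissues. Tissue by tissue, brain was above heart by 1.06, above colon by 1.20 and above testis by 2.27, and ovary was above heart by 0.76, above colon by 0.90 and above testis by 1.97 on the log2 scale. Against cerebellum, brain differed by -0.33 (standard error 0.115, adjusted P = 0.0339) and ovary by -0.63 (standard error 0.144, adjusted P = 0.000547 from edgeR's test), both lower than cerebellum. Because of cerebellum, the 9 brain and ovary libraries (4.69 to 7.86 FPKM) overlapped the 20 others (0.817 to 8.36 FPKM; permutation test over libraries, two-sided, P = 0.0445).

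**Figure D1:**
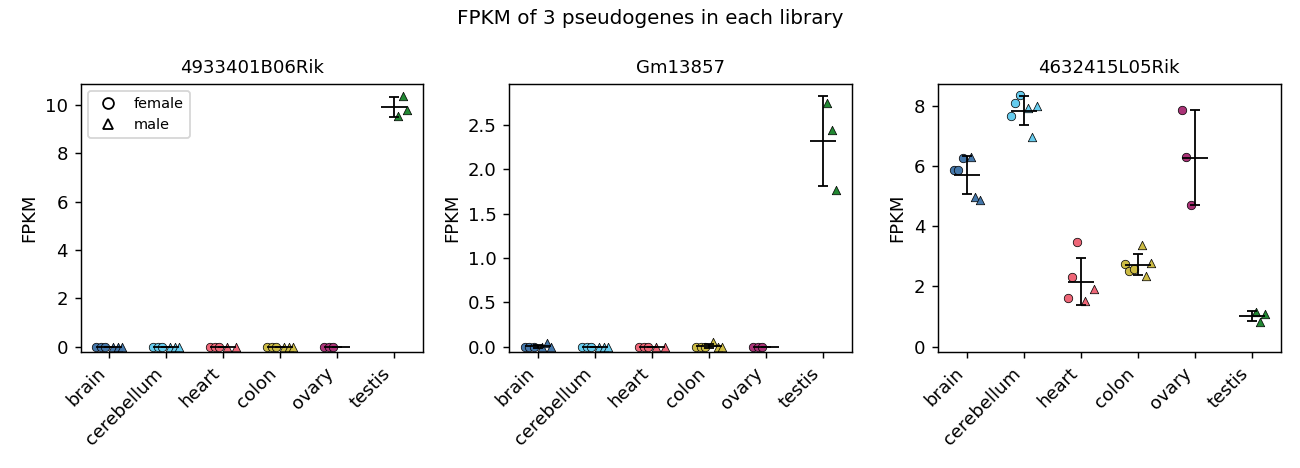
Expression of *4933401B06Rik*, *Gm13857* and *4632415L05Rik* in FPKM (vertical axes) in each RNA-seq library, by tissue (horizontal axes). Circles are female and triangles male libraries, bars are tissue means and whiskers the SD; the first pair of loci is near 0 outside testis, while cerebellum has the highest mean of *4632415L05Rik*.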

The first two were exclusively expressed in testis, while the third one (*4632415L05Rik*) exhibited a higher expression level in brain and ovary than in other tissues (Fig. 2e, Additional file 1: Fig. S2). A small number of pseudogenes was detected by Iso-seq, which might be due to the high tissue specificity of pseudogenes and the low throughput of Iso-seq [1]. Therefore, we combined our RNA-seq data with developmental transcriptome data [25] and integrated Iso-seq transcripts with ENSEMBL-annotated transcripts to systematically characterize pseudogenes. Interestingly, the pseudogenes detected by Iso-seq (median FPKM value, 8.5) showed significantly higher expression level than other pseudogenes (median, 0.33) (*P* = 2.2 × 10^−16^) (Fig. 2f). 

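The public developmental libraries that the paper combined with its own are not analysed here, so the levels below come from the 29 adult libraries alone. The highest tissue mean had a median of 3.81 FPKM over the 177 pseudogenes detected by Iso-seq (quartiles 0.692 and 11.73). Over the 13240 other processed, unprocessed, unitary and polymorphic pseudogenes, the median was 0.0363 FPKM (quartiles 0 and 0.242), and 36.4% of these had no count in any library. The difference of 3.78 FPKM was at the limit of the permutation test over genes (two-sided, 100000 resamples, P = 1e-05, the smallest they can give), in which genes are not independent replicates. It moved most with the mean over all libraries in place of the highest tissue mean, which gave medians of 0.784 and 0.00676 FPKM. Without the pseudogenes that share exon bases with a protein-coding gene on the same strand, the difference was 4.62 FPKM. The share of pseudogenes at 1 FPKM or more was higher for those detected by Iso-seq in each of the 6 tissues. It was 60.5% against 4.11% in testis, 24.9% against 3.09% in ovary, 22.0% against 1.37% in brain, 21.5% against 1.62% in cerebellum, 20.9% against 3.26% in colon and 19.8% against 1.06% in heart.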

To further evaluate the accuracy of quantification, we compared the expression level between pseudogenes and their parent coding cognates and found that the correlation between them was negligible (Additional file 1: Fig. S3), which was consistent with the previous study [20]. Given that most pseudogenes have no expression, the expression correlation between pseudogenes and coding genes might be underrated when using all pseudogenes. Therefore, we performed the same analysis with only expressed ones and still observed only weak expression correlation (Additional file 1: Fig. S4). We further examined the correlation between these two types of genes in different tissues separately and obtained the similar results (Additional file 1: Fig. S5), demonstrating that the pseudogenes have acquired independent transcription programs. Given that the abundance of rRNA and mRNA led to the relatively small number of sequencing reads in pseudogenes and other non-coding RNAs, we applied a series of expression cutoffs to estimate the proportion of expressed pseudogenes (Fig. 2g). 

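Over the 29 adult RNA-seq libraries, without the public developmental libraries, which are not analysed here, 666 of 13414 pseudogenes had a tissue mean of 2 FPKM or more in at least 1 of the 6 tissues. This is a share of 4.96% (95% Wilson interval 4.61% to 5.35%, which covers counting error only). At 1 FPKM the share was 9.49% (1273 pseudogenes) and at 0.5 FPKM, where it moved most in percentage points, it was 16.8% (2256 pseudogenes). With the highest single library in place of the highest tissue mean, the share at 2 FPKM was 8.25%. With the mean over all libraries, it fell to 1.10% (148 pseudogenes). No count was found for 4832 of the 13414 pseudogenes in any library. At the same level of 2 FPKM, the share was 72.0% for 21652 protein-coding genes and 30.2% for 9956 lncRNAs. By tissue, 366 pseudogenes reached 2 FPKM in testis, 194 in colon, 182 in ovary, 112 in cerebellum, 106 in brain and 90 in heart. Of the 666, 517 (77.6%) reached it in 1 tissue only, and for 299 of these the tissue was testis, while 33 reached it in all 6 tissues. Leaving out each library in turn gave shares from 4.85% to 5.13%.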

Our data showed that even we set FPKM ≥ 2 as cutoff, the proportion of detected pseudogenes was far higher than that pseudogenes expressed in human (16.8 vs 10%) and mouse (17 vs 5%) in ENSEMBL [35]. We next determined whether the expression of these pseudogenes was non-autonomous or function-driven. We performed a principle component analysis (PCA) and found that the tissue samples at different development stages clustered by the germ layer from which the tissues originate in human (Fig. 2h). In mouse, the tissues at early stage were clustered, suggesting strong commonalities, while these tissues gradually showed divergence with development (Additional file 1: Figs. S6-S7). The mature testis was separated from other tissues in both human and mouse. These observations suggested that the expressed pseudogenes contributed to organ development and identity. 

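For the adult mouse tissues, principal components were computed from log2 CPM (TMM normalized, prior count 2) of the 500 pseudogenes with the largest variance over the 29 libraries. Component 1 held 61.3% and component 2 held 21.3% of the variance. On component 1, the mean score of the 3 testis libraries lay 3.22 standard deviations from that of the other 26 libraries, where 3 of 29 libraries can lie at most 3.23 apart, and no other choice of 3 libraries gave as large a distance (exact permutation test over every choice of 3 among 29 libraries, two-sided, P = 0.000274). Component 1 was computed from these same libraries and held fixed in the test, so this P describes the axis and is no independent test of the separation. Of the 2180 pseudogenes in the count test, 1049 differed between testis and the mean of the other groups at an adjusted P under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested), 882 higher and 167 lower in testis. Adjusted over the list alone, the count was 1009. The median log2 difference of all 29911 genes was 0.11, so directions are relative to this shift, and it was 0.24 with DESeq2-style size factors and -0.12 with library size only. The share of genes called was 48.1% of pseudogenes, 75.6% of protein-coding genes and 65.8% of lncRNAs. The count moved most without the filter on low counts, where 2748 of 8582 pseudogenes were called. The testis libraries lay wholly above the other libraries for 684 and wholly below them for 15 of the 2180 pseudogenes. Chance gives 0.0547% of genes for 3 libraries against 26 only if all 29 libraries are exchangeable. Libraries of the same tissue are alike, so this value understates how often a whole tissue stands apart by chance. The smallest adjusted P among those higher were of *1700001J11Rik* (log2 difference 14.01, standard error 0.21, adjusted P = 2.07e-25), *BC106175* (13.54, standard error 0.24, adjusted P = 7.85e-25) and *Dynlt1-ps1* (4.04, standard error 0.088, adjusted P = 2.43e-23, all from the edgeR test). Among those lower they were of *4632415L05Rik* (log2 difference -1.81, standard error 0.15), *Gm5113* (-2.11, standard error 0.19) and *Gm5831* (-1.40, standard error 0.13), with adjusted P of 2.43e-11, 1.94e-10 and 4.31e-10 from the same test. *Gm5831* shares exon bases with *Arhgef12*, so its counts are uncertain. From the way tissues separate, the paper proposes that expressed pseudogenes contribute to organ development and identity.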

Although there was no noteworthy difference in pseudogene expression between male and female, the pseudogenes contributed considerable proportion to sex differential transcriptome (Additional file 1: Fig. S8). To our surprise, PCA analysis of orthologous pseudogenes separated the samples by species (50% explained variance) (Fig. 2i), and differences in organs and developmental stages among samples were less striking. Such pattern of pseudogenes was different from that of protein-coding genes (Additional file 1: Fig. S9) [25], but similar to that of lncRNAs [36], indicating rapid evolution of pseudogene expression.

**Fig. 2:**
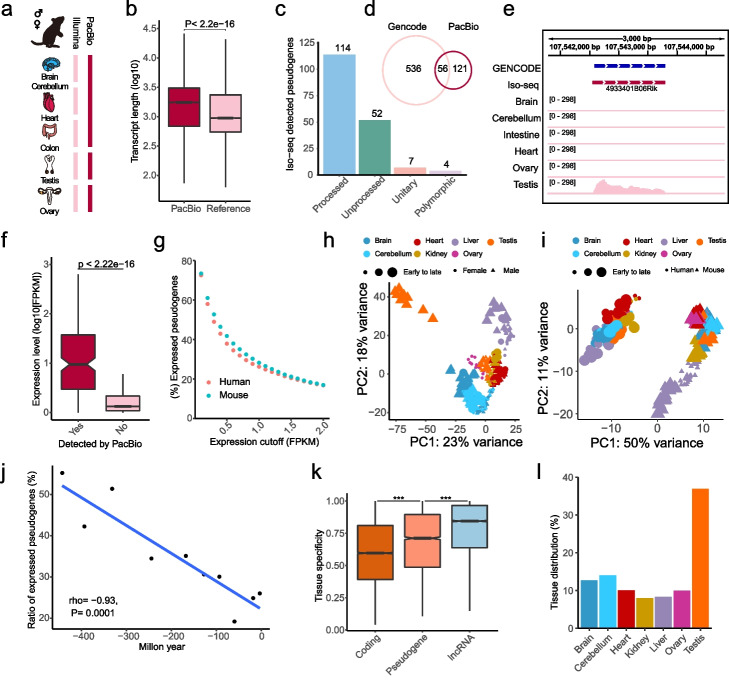
Tissue specificity of pseudogene expression. **a** Tissue samples from mouse. Somatic tissues were pooled into one sample for library preparation for each sex. **b** Length distribution of transcripts in ENSEMBL annotation and PacBio sequencing. **c** Biotype of pseudogenes detected by Iso-seq. **d** Venn plot shows the overlap between Iso-seq detected pseudogenes and transcribed pseudogenes annotated by GENCODE. **e** Expression pattern of Iso-seq detected pseudogene *4933401B06Rik*. **f** Expression level of Iso-seq detected pseudogenes and other pseudogenes. **g** Proportion of expressed pseudogenes under different thresholds. **h** Principal component analysis (PCA) of human pseudogenes. **i** PCA of 1:1 orthologous pseudogenes between human and mouse. **j** Proportion of human expressed pseudogenes with different evolutionary ages. **k** Tissue specificity of human pseudogene expression. **l** Distribution of the tissue with maximum expression level of human pseudogenes

Besides, the expression proportion of pseudogenes exhibited an age-dependent manner (Fig. 2j), suggesting a gradual acquisition of expression regulation after birth and the old pseudogene preservation in the genome induced by selective constraints at the transcriptional level. We further investigated pseudogene expression by origination mechanism and found that a higher proportion of pseudogenes were expressed in unitary type than in other types in both human and mouse (Additional file 1: Fig. S10), implying that some of them retained residual transcriptional activity. 

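The mouse RNA-seq libraries analysed here are the 29 adult ones. A tissue mean of 1 FPKM or more was reached by 25 of 74 unitary pseudogenes (33.8%, 95% Wilson interval 24.0% to 45.1%) and by 1248 of 13340 processed, unprocessed and polymorphic pseudogenes taken as one set (9.36%), an odds ratio of 4.94 (Fisher's exact test, two-sided, P = 7.76e-09). By type, 972 of 10298 processed (9.44%), 265 of 2954 unprocessed (8.97%) and 11 of 88 polymorphic pseudogenes (12.5%) reached this level. The difference from unitary pseudogenes held in each of the 3 comparisons, with P adjusted by Benjamini-Hochberg of 1.45e-08, 1.45e-08 and 0.00211 in Fisher's exact tests. With a cutoff of 0.5 FPKM the shares were 44.6% of unitary and 16.7% of the other pseudogenes, and with 2 FPKM they were 18.9% and 4.89%. From the higher share in the unitary type, the paper proposes that some of these pseudogenes kept residual transcriptional activity.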

Although large fraction of expressed human unitary pseudogenes were detected based on the expression dataset covering successive development stages across multiple tissues, few vomeronasal and olfactory receptor-related unitary pseudogenes were expressed (3 out of 39, Fisher’s exact test, *P* = 2 × 10^−11^), demonstrating permanent loss of some olfactory function in human at the transcriptional level, which corroborated the previous observations at the DNA level [37]. In addition, the pseudogene-parent coding genes showed pronouncedly higher expression levels than non-pseudogene-generating coding genes in all tissues and developmental stages, which was more remarkable when only processed pseudogenes were considered (Additional file 1: Fig. S11), implying that the pseudogenes were more likely to be generated by highly expressed genes. These results were in line with previous studies [3, 9]. In addition, there was no difference in the generation of pseudogene between X chromosome (1.9 per protein-coding gene) and autosomes (2.1 per protein-coding gene) (*P* = 0.72), which agreed with our previous report of balanced expression level between X chromosome and autosomes [38].

To gain a preliminary expression profile of pseudogenes, we applied two indexes: (1) tissue specificity, which was to determine whether a pseudogene was broadly expressed across tissues or expressed tissue specifically; (2) developmental stage specificity, which was to determine whether a pseudogene in a certain tissue was expressed only at a specific developmental stage or successively expressed throughout development. In coincidence with previous study [21], the pseudogenes showed higher tissue specificity than protein-coding genes in human and mouse (Wilcoxon test, *P* < 2.2 × 10^−16^) (Fig. 2k, Additional file 1: Fig. S12). It should be noted that the tissue specificity of pseudogenes was significantly lower than that of lncRNAs, suggesting the strong tissue specificity of lncRNAs. 

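In the 29 adult mouse libraries, tau was computed over the 6 tissue means in FPKM, without a log scale, for genes with a tissue mean of 1 FPKM or more in at least 1 tissue. Tau runs from 0 for even expression to 1 for expression in a single tissue. Its median was 0.880 for 1273 pseudogenes (quartiles 0.677 and 0.996) and 0.680 for 16516 protein-coding genes (quartiles 0.487 and 0.866). The difference of 0.201 was at the limit of the permutation test over genes (two-sided, 100000 resamples, P = 1e-05, the smallest they can give). The difference moved most on a log2(FPKM + 1) scale, where it was 0.414. The expressed pseudogenes had a median of 2.08 FPKM in their highest tissue, against 17.8 FPKM for protein-coding genes, and between 1273 pairs matched on this level the difference was 0.154. Without testis it was 0.125. By type, the median tau was 0.992 for 265 unprocessed, 0.908 for 25 unitary, 0.836 for 972 processed and 0.807 for 11 polymorphic pseudogenes.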

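Over the same tissues, the median tau of 4221 lncRNAs was 0.857 (quartiles 0.651 and 0.987). It was lower than that of the pseudogenes by 0.0232, a difference that the permutation test over genes did not separate from 0 (two-sided, P = 0.0509). The sign depended on the cutoff on expression. At 0.1 FPKM, the difference was -0.0118 (P = 0.0389), with lncRNAs higher, and at 5 FPKM it was 0.108 (P = 1e-05, the smallest that 100000 permutations can give), with pseudogenes higher. Under the other alternatives pseudogenes were higher as well. The difference ran from 0.0277 between genes matched on expression (P = 0.0396) to 0.0561 on the log2(FPKM + 1) scale (P = 0.00092, both from the permutation test). At 1 FPKM, the difference was 0.0371 without ovary replicate 1 and 0.0145 without ovary replicate 2, so that single libraries moved it by more than 1.5 times. From the comparison in its own set of libraries, the paper proposes a strong tissue specificity of lncRNAs.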

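In the adult mouse libraries, 534 of the 1273 pseudogenes with a tissue mean of 1 FPKM or more were highest in testis, a share of 41.9% (95% Wilson interval 39.3% to 44.7%). The next tissues were colon with 22.5% and ovary with 21.8%, followed by cerebellum with 5.42%, heart with 4.48% and brain with 3.77%. Of 16516 protein-coding genes, 25.0% were highest in testis, a share lower by 17.0 percentage points (odds ratio 2.17, Fisher's exact test, two-sided, P = 1.09e-36), and of 4221 lncRNAs 46.3%. The difference from protein-coding genes was 9.73 points at a cutoff of 0.1 FPKM and 36.7 points at 5 FPKM, the cutoffs that moved it most. The share of pseudogenes in brain was below that of protein-coding genes, which was 15.6%. The share in colon was above the 15.7% of protein-coding genes, and the share in ovary was close to their 23.1%. With TMM library sizes in place of total counts, ovary fell to 11.9% of 1240 pseudogenes and 11.0% of protein-coding genes, and heart rose to 8.15% of pseudogenes, above cerebellum with 5.16%. Testis was then at 48.2%, colon at 21.9% and brain at 4.68%. Per library, 669 ± 37.2 pseudogenes reached 1 FPKM in testis (SD, n = 3), from 630 to 704. The mean was 517 ± 67.7 in colon (SD, n = 6), 480 ± 151 in ovary (SD, n = 3), 295 ± 51.3 in cerebellum (SD, n = 6), 240 ± 26.1 in brain (SD, n = 6) and 218 ± 91.7 in heart (SD, n = 5). One library, ovary replicate 1 with 654, lay within the range of testis (exact permutation test of the means over every choice of 3 libraries, two-sided, P = 0.000547). With every library thinned at random to the smallest total count, testis libraries held 662 to 722 and the others at most 637 pseudogenes (exact permutation test, P = 0.000274). Pseudogenes took 0.733 ± 0.043% of the counts in testis (SD, n = 3), and from 0.131 ± 0.028% in heart (SD, n = 5) to 0.247 ± 0.021% in colon (SD, n = 6).

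**Figure D2:**
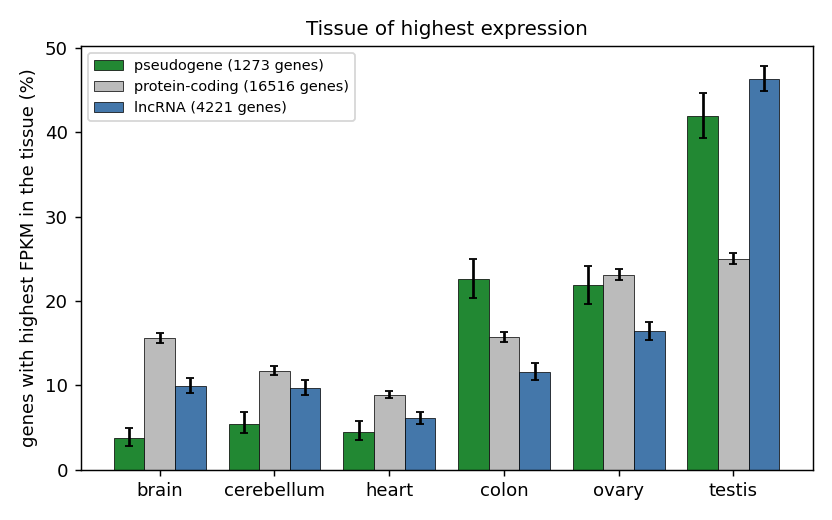
Percentage of genes (vertical axis) with their highest mean FPKM in each of the 6 tissues (horizontal axis), for 1273 pseudogenes, 16516 protein-coding genes and 4221 lncRNAs with a tissue mean of 1 FPKM or more. FPKM are scaled to total counts and whiskers are 95% Wilson intervals; in testis the bars of pseudogenes (41.9%) and lncRNAs (46.3%) stand above that of protein-coding genes (25.0%).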

We further explored the distribution of tissues in which highest pseudogene expression was observed, and we found that the pseudogenes pronouncedly preferred testis in both human and mouse (Fig. 2l, Additional file 1: Fig. S13), which might be due to the leaky expression caused by extensive chromatin remodeling [39]. In mouse, over 13% of pseudogenes were distributed in the liver and brain. The accuracy of the observations would increase with the larger number of samples. To validate our results, we integrated multiple datasets into our analysis, including Genotype Tissue Expression (GTEx), ENCODE, and an RNA-seq data containing those of about 30 healthy human tissues [40–42]. The results illustrated that human testis was the most distinctive tissue (Fig. 3a, Additional file 1: Fig. S14) with the significantly higher expression level of pseudogenes (35% ) than the other tissues, which might be due to the biological relevance of pseudogene to the testis, alternatively due to accessible chromatin environment of testis [26]. Interestingly, the mouse pseudogenes were preferentially expressed in all brain-related tissues, followed by placenta, liver, and testis, suggesting potential roles of pseudogenes in mouse brain development and evolution (Additional file 1: Figs. S15-S16). As for developmental stage specificity, we observed that pseudogenes showed the higher stage specificity than protein-coding genes and lncRNAs across nearly all tissues in both human and mouse (Fig. 3b, Additional file 1: Fig. S17). Overall, the strong spatiotemporal expression specificity of pseudogenes demonstrated strict transcription regulation programs rather than non-autonomous expression, which provided a new strategy for the development of biomarkers.

**Fig. 3:**
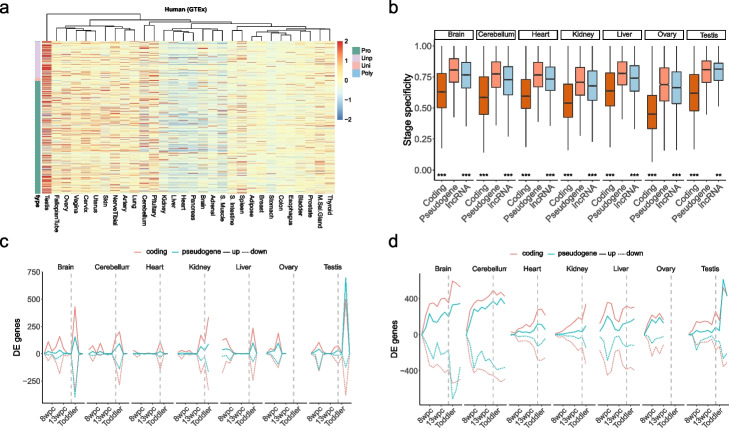
Development stage specificity of pseudogene expression. **a** Heatmap for human pseudogenes expression level based on GTEx data. **b** Developmental stage specificity of pseudogene expression. Protein-coding genes and lncRNAs are compared with pseudogenes separately. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. **c** Number of differentially expressed (DE) protein-coding genes and pseudogenes between adjacent developmental stages. Positive and negative values indicate upregulated and downregulated genes, respectively. To make the trend of pseudogenes clear, the number of protein-coding genes is divided by 10. **d** Number of DEGs in pairwise comparisons, referenced to tissues the 4th week post conception. The number of protein-coding genes is also divided by 10

### DDPs mirror developmental trajectory

To get a comprehensive understanding of pseudogene expression during development, we implemented pairwise differential expression analysis to determine the stage with the greatest differential expression. Remarkably, the periods when pseudogenes showed the greatest differential expression coincided with those periods with the greater transcriptional changes (Fig. 3c), and the periods were related to the establishment of organ identity and organ-specific functions during development [25]. Although compared with differentially expressed (DE) coding genes, fewer DE pseudogenes were detected between neighboring stages, more DE pseudogenes were detected when comparing the older stages with 4 weeks post-conception (Fig. 3d), as observed for protein-coding genes, indicating that gradual and cumulative changes in pseudogene expression were identifiable only after sufficient time.

To prioritize functional candidates, we next investigated DDPs with significant differential expression throughout development based on a regression approach [43]. Although dynamic expression is not essential for a functional transcript, we ratiocinated that it allows functionally relevant pseudogenes to be enriched, as some studies suggested [44–46]. Further, we identified 2741 and 2283 DDPs in human and mouse, respectively (Fig. 4a), and the proportion of DDPs (18%) was similar between the two. The comparable proportion of DDPs to that of developmentally dynamic lncRNAs (16–38%) [26] demonstrated equivalent functional importance of pseudogenes to that of lncRNAs, which has been largely ignored. The majority of the DDPs were processed pseudogenes, accounting for 56.8% (1558) human DDPs and 77.0% (1758) mouse DDPs. Representative IGV views of DDPs were displayed in Fig. 4b, a processed pseudogene *A930017M01Rik* exhibited gradually increased expression abundance during brain development while another unprocessed pseudogene *Cyp4f41-ps* were only expressed at early stages. We showed a non-dynamic pseudogene *4632415L05Rik* as control, which was broadly expressed among all stages investigated. We also analyzed the expression correlation between DDPs and their parent coding genes (Additional file 1: Fig. S18) and found that the median positive and negative correlation coefficient (*R*) was 0.33 and −0.08, respectively. To avoid any potential mis-mapping, we excluded 254 DDPs with a high correlation coefficient (*R* ≥ 0.6) from further analyses.

**Fig. 4:**
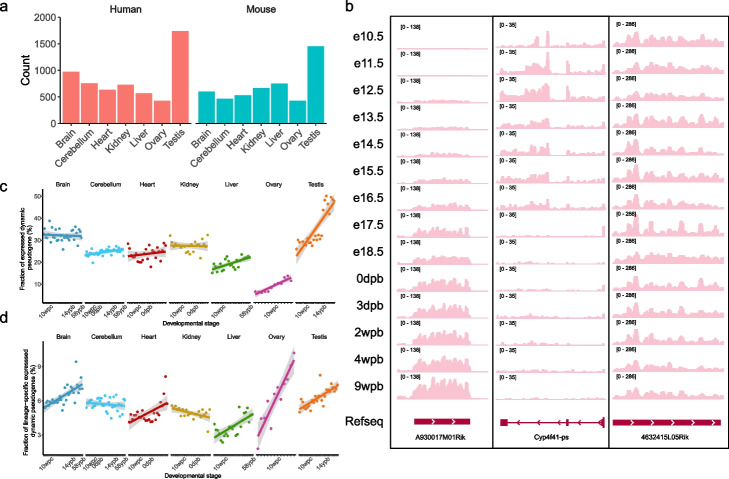
Expression patterns of dynamic pseudogenes. **a** Number of dynamic pseudogenes in human and mouse. **b** Representative IGV views of expression level of two DDPs in brain, *A930017M01Rik* and *Cyp4f41-ps*, and a non-dynamic one as control, *4632415L05Rik*. “e,” “dpb,” and “wpb” means embryonic day, day post-birth, and week post-birth, respectively. **c** Proportion of expressed dynamic pseudogenes during tissue development. **d** Proportion of lineage-specific expressed dynamic pseudogenes

The transcriptomes exhibited strong similarity among different tissues at the earliest stages, and then showed increasing molecular and morphological differences with development [26, 47]. In agreement with such differences in development programs, the number of expressed DDPs was gradually increased in most tissues (Fig. 4c). Moreover, the proportion of recently evolved pseudogenes that might confer lineage-specific innovation was increased with time (Fig. 4d), which was consistent with one previous study of protein-coding genes [48]. Taken together, the expression of pseudogenes recapitulated gene expression programs during tissue development, suggesting that they might play roles in timing of gene expression.

### DDPs represent an additional regulatory layer

Considering the potential role of DDPs in organ development, we then characterized these DDPs and investigated their functional clues. We found that the transcripts of DDPs were longer than those of non-dynamic pseudogenes (Fig. 5a, Additional file 1: Fig. S19), suggesting natural selection against premature polyadenylation signals to harbor more function RNA domains. By contrast, there was no difference in parent coding genes between DDPs and non-dynamic pseudogenes (Additional file 1: Fig. S20), suggesting longer length of DDPs was not conferred by their parent coding genes. Given that transcription factors (TFs) can cooperate with epigenetic modifications to remodel local chromatin state [49] and direct organ development, we further determined whether there was interplay between TFs and DDPs. As expected, significantly more abundant and diverse TFs bound to the promoters of DDPs than to those of non-dynamic ones and to randomly shuffled intergenic regions (Fig. 5b, Additional file 1: Figs. S21-S22), indicating a more complex transcriptional regulation. An expository locus was a DDP, *1700031M16Rik*, which showed a remarkable enrichment of TF binding sites at it proximal promoter region (Additional file 1: Fig. S23). Surprisingly, we observed that DDPs detected by Iso-seq showed more diverse TFs binding than other DDPs. Moreover, DDPs were covered by more chromHMM epigenetic signals (median 6) than non-dynamic ones (median 4) (Wilcoxon test, *P* < 2 × 10^−16^) (Fig. 5c), but they were overlapped less with quiescent state (15_Quies) (Additional file 1: Fig. S24), suggesting that diverse epigenetic states contributed to the dynamic expression of DDPs as well. To further validate the active transcription of DDPs, we intersected transcription start sites (TSSs) with ChIP-seq data including histone 3 lysine 27 acetylation (H3K27ac) and DNase I hypersensitivity sites (DHS). More H3K27ac and DHS signals were enriched at TSSs of DDPs than at TSSs of non-dynamic pseudogenes and randomly shuffled regions (Fig. 5d, e), suggesting that the DDPs possessed actively regulatory enhancers or promoters. Besides, the TSSs of DDPs were closer to m6A modification signals (Fig. 5f), and the transcripts of DDPs carried more RNA-binding proteins (Fig. 5g), alluding to the involvement of DDPs, especially Iso-seq detected DDPs, in post-transcription regulation or acting as scaffolds for RNA-binding proteins. We also observed the DDPs were more conserved than non-dynamic ones and exhibited a remarkable increase in the proportion of evolutionarily old pseudogenes (Spearman correlation rho = 0.94, *P* < 2 × 10^−16^) (Additional file 1: Figs. S25-S26), indicating that it took time, albeit short, for pseudogenes to acquire dynamic expression and to interact with more genes, thus integrating into pre-existing networks after birth [50, 51]. Overall, the above patterns across multiple regulatory layers provided functional evidences for DDPs.

**Fig. 5:**
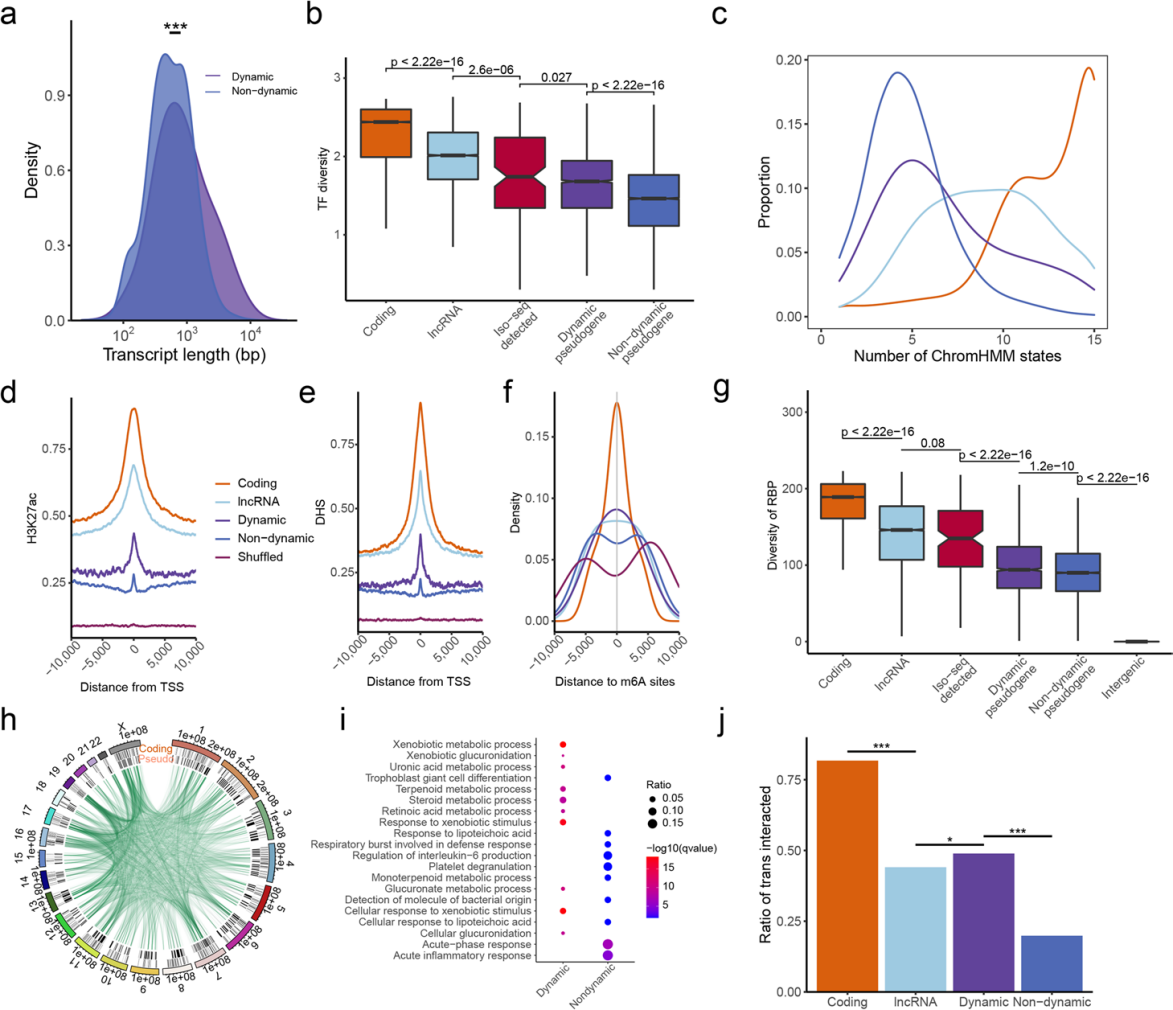
Regulatory layer of dynamic pseudogenes. **a** Distribution of transcript length for dynamic and non-dynamic human pseudogenes. **b** Diversity of TF binding sites overlapping the promoters of protein-coding genes, lncRNAs, Iso-seq detected dynamic pseudogenes, dynamic pseudogenes, non-dynamic pseudogenes, and randomly shuffled intergenic regions in mouse. **c** Number of chromHMM states overlapping protein-coding genes, dynamic pseudogenes, and non-dynamic pseudogenes. **d**, **e** Roadmap ChIP-seq signal of H3K27ac and DNase I hypersensitivity (DHS) at 10-kb intervals surrounding TSSs, respectively. **f** Density distribution of the distance from m6A modification sites to TSSs. **g** Number of RNA-binding proteins (RBPs) overlapping the promoter regions. **h** Circos plot showing genome-wide pseudogene–protein-coding gene contacts based on their pairwise-interacting RNAs. The first track (shown by coding) indicates protein-coding genes, and second track (shown by pseudo) represents pseudogenes. Green line, interaction between protein-coding genes and non-dynamic pseudogenes; grey line, interaction between protein-coding genes and dynamic pseudogenes. **i** GO enrichment (biological processes) of protein-coding genes significantly correlated with dynamic and non-dynamic pseudogenes. **j** Proportions of four types of genes interacting with mRNAs

We further mined two metrics to elucidate the function of these dynamic pseudogenes. First, we constructed a co-expression network between pseudogenes and protein-coding genes, via which functional associations or regulatory relationships could be inferred. The network connectivity relied on several factors such as increased functional interaction and expression abundance. Due to the accessible chromatin context and disproportionate RNA expression in adult testis [52], we excluded testis samples in this analysis. At strict *P* < 0.01 and absolute Pearson correlation coefficient *R* > 0.90, a total of 10,623 co-expression pairs were identified between 1268 coding genes and 463 pseudogenes (Fig. 5h, Additional file 4: Table S3). As expected, transcripts of DDPs were connected with more mRNAs than non-dynamic ones (Additional file 1: Fig. S27). The DDPs were significantly enriched in the metabolic process, meiotic process, and DNA modification, while non-dynamic pseudogenes were enriched in the inflammatory response and regulation of immune cells (Fig. 5i, Additional file 5: Table S4, Additional file 6: Table S5), indicating different functional properties between them.

Since the potential spurious co-expression might be generated, we then took advantage of RNA in situ conformation sequencing (RIC-seq) data to directly detect RNA–RNA interactions in vivo [53]. We observed that 1093 RNAs with *trans* interactions were from dynamic loci, accounting for 48.9% of all DDPs, which was significantly higher than that of non-dynamic ones (2377, 19.9%) (Fig. 5j) (Fisher’s exact test, *P* < 2.2 × 10^−16^). The DDPs possessed markedly more interacted mRNAs (an average of 7), compared with non-dynamic pseudogenes (average, 3), suggesting again that DDPs were involved in extensive and intricate transcription regulation. Three of the top 5 *trans* interacted RNAs from pseudogenes (connectivity > 90) were dynamic, including *AC004980.7*, *SUZ12P*, and *GUSBP1*. *GUSBP1* had large structural variation in HepG2, and its copy number variation was observed in 14% of colorectal cancer patient cohort [54, 55]. Besides, the hazard ratios of copy number variation within *GUSBP1* fluctuated over time and exhibited a significant association only early after diagnosis (first ~3 years), indicating that *GUSBP1* was a potential early-relapse biomarker.

### DDPs are more likely to be translated

In sporadic cases, several translated pseudogenes were identified from human by proteomics data [56–59] and their evolutionary constraints were observed [60]. We speculated that some pseudogenes might have the ability to generate “pseudoproteins,” but few pseudoproteins were actually detected due to the limited coverage and resolution of proteomic mass spectrometry (MS). The ribosome-profiling technique with high sensitivity made up for the shortage of MS method. One previous study evaluated the translation of pseudogenes with ribo-seq data and identified 426 and 81 expressed pseudogenes with their translated peptides longer than 10 and 100 aa, respectively [61]. This work might underestimate the number of expressed pseudogenes since only a limited number of cell lines were investigated. To gain a deep insight into pseudogene translation, we combined in silico prediction and public ribo-seq data to assess their coding capability. First, we subjected 15,244 human pseudogenes to CPC2 [62] and CPAT [63], and a pseudogene with at least one transcript passing the above two filters was treated as a translated candidate. To ascertain our results, we set protein-coding genes and lncRNAs as a positive or negative control, respectively. As expected, about 94% of protein-coding genes were identified as translated candidates, whereas only 6% of lncRNAs were identified (Fig. 6a), indicating that the non-coding dataset was well-annotated and that some lncRNAs were able to encode functional peptides [64]. Meanwhile, we found that 3645 (24%) pseudogenes were identified as potential translated candidates. The higher translation potential of pseudogenes than lncRNAs (Fisher’s exact test, *P* < 2.2 × 10^−16^) could be retained from their parent protein-coding genes. If a pseudogene harbored an open reading frame generating proteins or peptides, it would be occupied by the ribosome and captured by ribosome-profiling experiments when the tested samples were large enough. Accordingly, we collected public ribo-seq data to validate these translated candidates. The mapping specificity of Ribo-seq short reads to pseudogenes could be exemplified by two loci, *AL589987.1* (DDP) and *NDUFB4P8* (non-dynamic), to which 18 and 15 unique mapped reads (MAPQ > 30) were aligned, respectively (Additional file 1: Figs. S28-S29). Among those potentially translated pseudogenes, 2941 of them exhibited the FPKM ≥ 1.

**Fig. 6:**
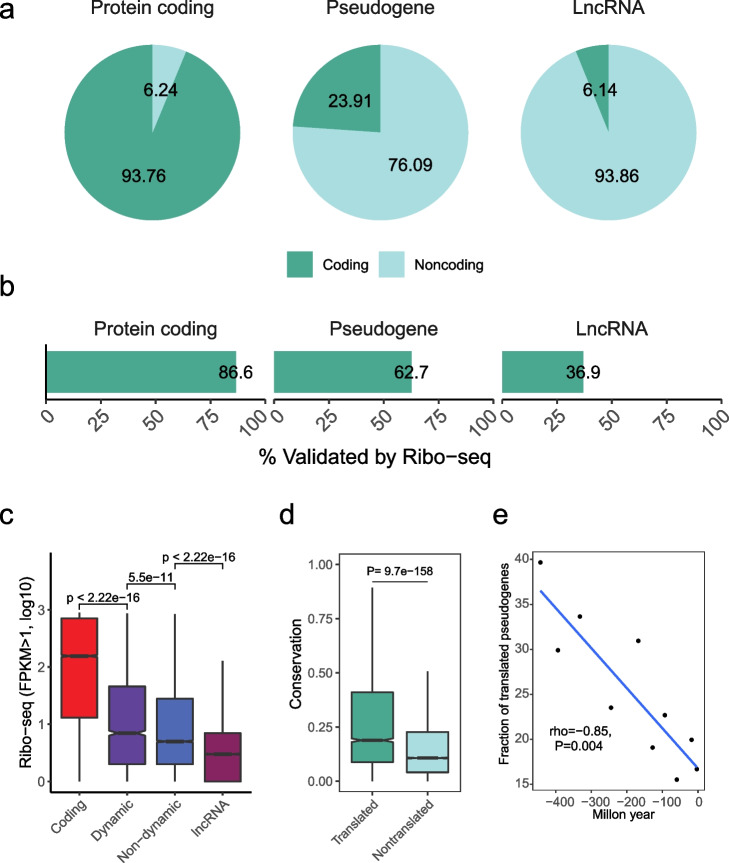
Coding potential of pseudogenes. **a** Proportion of translated RNA candidates of protein-coding genes, pseudogenes, and lncRNAs predicted by CPC2 and CPAT. **b** Proportion of translated RNA candidates validated by ribo-seq data. **c** Translation level of protein-coding genes, (non-)dynamic pseudogenes, and lncRNAs in Ribo-seq data. **d** Sequence conservation of translated and non-translated pseudogenes. **e** Proportion of translated pseudogenes with different evolutionary ages

To further screen the actively translated pseudogenes instead of randomly co-purified with the ribosome, we collected 24,724,526 transcripts with actively translated open reading frames (ORF) detected by RibORF [61], which used Ribo-seq data and combines alignment of ribosomal A-sites, characteristic 3-nt periodicity, and uniformity across codons. The pseudogenes with FPKM ≥ 1 in ribo-seq data and harbored at least one ORF were considered to be translated. Among the 2941 pseudogenes with FPKM ≥ 1, 2286 of them contained at least one active ORF (Fig. 6b) (Additional file 7: Table S6), accounting for 15% of all pseudogenes, notably surpassing previous estimates (4, 155, 140, and 272 pseudogenes reported to be translated, respectively in 4 different studies) [35, 57, 61, 65]. Besides, GENCODE annotated four translated pseudogenes using MS data (*AC113404.3*, *PMS2P2*, *AC092128.1*, and *CYP2G1P*) and a recent study generated a quantitative proteome across 29 human tissues and detected peptide evidence of four pseudogenes (*WASH9P*, *GPX1*, *GBA3*, and *PNLIPRP2*) [41]. Among the 8 translated pseudogenes with peptide evidence, 4 (50%) of them were determined as translated in our analysis (*AC113404.3*, *GPX1*, *GBA3*, and *PNLIPRP2*).

However, one previous study has revealed that translation per se cannot ensure functionality based on the comparison between synonymous and nonsynonymous changes [60]. To address this issue, we investigated the relationship between translation and expression dynamics since the DDPs were enriched with functional features. The DDPs were covered by significantly more ribosome fragments than non-dynamic ones (Fig. 6c), and non-dynamic pseudogenes still contained more reads than lncRNAs, demonstrating that a number of translated pseudogenes might have function. Next, we compared the sequence conservation of pseudogenes and found that the translated pseudogenes validated by ribo-seq were more conserved than others (Fig. 6d). Moreover, we observed a remarkable increase in the proportion of translated pseudogenes in older groups (Fig. 6e), suggesting a gradual acquisition of coding capability for pseudogenes and subsequent functional constraints on the preservation of old translated ones in the genome.

### DDPs conduce to cancer transcriptome alterations

To survey the association between pseudogenes and disease-associated regions, we overlapped pseudogenes with 141,418 unique disease-associated SNPs from the GWAS Catalog [66]. Pseudogene transcripts contained 3538 SNPs (0.07/kb). Of them, 2762 SNPs (0.18/kb) were located in their promoter regions, and the enrichment of SNPs suggested that these SNPs could play regulatory roles in their expression. In addition, relative to 65% of protein-coding genes overlapped with SNPs, 15.1% of DDPs harbored at least one SNP, which were significantly higher than non-dynamic ones (4.6%) (Fisher’s exact test, *P* < 2.2 × 10^−16^).

Motivated by this data, we extended our scope to cancer. We found that compared with ubiquitously expressed pseudogenes (20%), more cancer type-specific pseudogenes (35%) were DDPs (Fig. 7a, Additional file 1: Figs. S30-S31) (See Methods). These cancer type-specific pseudogenes might have specific functions and stand for novel elements unique to a certain type of cancer type [19]. Such type-specific pseudogene enrichment supported the notion that tissue development and tumorigenesis were intertwined [67]. Considering that some cancer type-specific pseudogenes might only represent biological features unique to a certain type of cancer type rather than play pivotal roles in cancerogenesis [20], we subsequently explored the differentially expressed pseudogenes between cancer samples and benign ones. A total of 173 to 2182 differentially expressed pseudogenes were identified from 17 cancer types, accounting for 9.2 to 32% of all differentially expressed (DE) genes (Fig. 7b), indicating the prominent contribution of pseudogenes to cancer transcriptome changes. Among these DE pseudogenes, more upregulated pseudogenes were detected than downregulated ones, and the upregulated ones have the potential to be used as therapeutic targets. An example of upregulated DDPs was *ABCC13*, which exhibited remarkably a higher expression level in colorectal cancer than in normal adjacent tissue (Additional file 1: Fig. S32). Interestingly, we also observed that the cancer types with identical organ origin showed similar pseudogene expression changes such as colon adenocarcinoma (COAD) and rectum adenocarcinoma (READ) (Fig. 7c). Such molecular features could be exploited to develop surrogate markers for cancer early screening and detection. We observed a high overlapping between DDPs and DE pseudogenes in 16 out of 17 cancer types (Fig. 7d). These results indicated that a rigorous investigation of dynamic pseudogenes identified in this study will provide informative insights into human disease and cancer biology in the future.

**Fig. 7:**
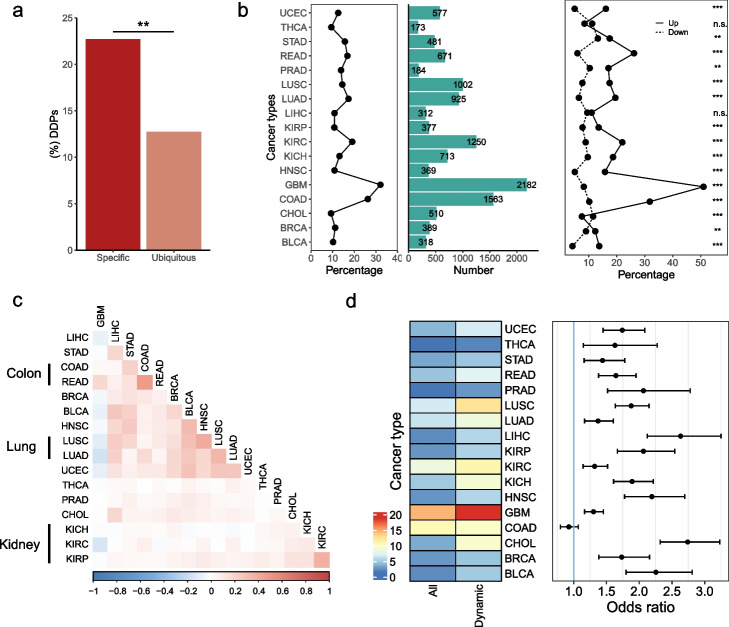
Differentially expressed pseudogenes in various cancer types. **a** Proportion of DDPs in cancer type-specific and ubiquitously expressed pseudogenes. **b** Proportion of differentially expressed (DE) pseudogenes in 17 cancer types. The left and middle panels represent the proportion and number of DE pseudogenes, respectively. The right panel indicates the proportion of up- and downregulated pseudogenes, respectively. **c** Correlation coefficient in pseudogene expression changes between cancer types. The order is based on hierarchical clustering. **d** The left heat map shows the proportion of differentially expressed pseudogenes in all pseudogenes and DDPs. The right panel represents the odds ratios in each cancer type. *P* < 0.01 except for COAD in two-sided Fisher’s exact tests

## Discussion

Much work has been done on non-coding RNAs, including long non-coding RNAs and circular RNAs [68–71], while the investigation on pseudogenes is still in its infancy. Here, we identified and characterized an expanded landscape of pseudogene transcription by adopting a hybrid sequencing method and integrating large-scale public transcriptome data. The unprecedented developmental stage span and depth enabled the sensitive detection of pseudogene transcription. The transcribed pseudogene proportion in our results far outnumbered that in current pseudogene databases (10% and 5% in human and mouse, respectively) [27, 35]. Such a difference might be attributed to strong tissue and stage specificities of pseudogenes, and the difference may increase with the growing number of samples and cell types studied. Likewise, we found that over 19% of pseudogenes could encode peptides, which eclipses previous reports. With the increased resolution, sensitivity, and sample size (including more tissues and developmental stages) in the future, MS technique could be used to systematically determine the translation ability and products of pseudogenes. Considering that some translated pseudogenes have been re-annotated as functional protein-coding genes (e.g., *PGK2*, *NANOGP8*, and *POU5F1B*) [18], we speculated that although not all translated pseudogenes carried functions, some of them might encode parent-independent functional proteins and contributed to phenotypic innovation.

Multiple evidence supported functions of pseudogenes including high conservation, robust expression, tissue and stage specificity, developmental dynamics, enriched TF binding, active regulation at promoters, proximity to m6A modification, frequent *trans* interactions, and involvement in cancer transcriptome changes (Additional file 8: Table S7). In addition, many pseudogenes regarded as functional candidates in this study have been previously experimentally verified to be related to important biological processes [72]. The unexpectedly high abundance of transcribed and translated pseudogenes we nominated highlighted that they might serve as a “gene or protein repository” and further investigations are needed to determine their effects on human biology and disease. We anticipate that the full-length PacBio sequencing data and sample-matched Illumina data of six major tissues in both sexes generated in this study would facilitate further functional studies.

Theoretical terms are the foundation for the development of scientific theories. Since the term “pseudogene” was introduced, this overhasty classification was assumed as “similar but defective” copies that were not able to be transcribed or translated. However, the emergence of high-throughput data and advanced experiment methods shed the light on the expression and function of pseudogenes, thus challenging the conventional opinion [18]. Moreover, unexpressed pseudogenes could contain cis-regulatory elements, and they might act as important regulators in human biology and health [1]. Therefore, one study has proposed the term “exapted pseudogene” to represent the functional renewal of a pseudogene and to eliminate this controversy. In this study, we put forward “awake paralogs” as an alternative description of expressed processed and unprocessed pseudogenes since the descriptive term should not make any functional inference without functional or biological validation. Meanwhile, the “asleep paralogs” (unexpressed pseudogenes) could serve as a “gene repository,” and they might wake up and confer fitness to the organism due to the changes in environment or genetic background in the future.

## Conclusions

Here, we analyzed the evolution and expression of mammalian pseudogenes within a developmental framework and provided a comprehensive expression profile of pseudogene transcriptomes by integrating PacBio long-read sequencing and large-scale RNA-seq data. We also identified the DDPs with enrichment of functional features, provided proof-of-principle evidence that DDPs contributed to organ development and might represent a new regulatory layer, and associated these DDPs with putative functions (i.e., metabolic process and DNA modification). Future studies combining experiments and emerging sequencing technologies will further uncover the regulatory profiles of these DDPs and elucidate their phenotypic consequences and underlying molecular mechanisms.

## Methods

### Pipeline for dating pseudogene age

The human and mouse pseudogene annotations, including their coordinates and biotypes (processed, unprocessed, unitary, and polymorphic pseudogene) generated and manually curated by GENCODE project [27], were downloaded from ENSEMBL compara [35]. We dated human and mouse pseudogenes based on synteny-based method [28]. First, we excluded the Y chromosome-located pseudogenes since the Y chromosome was largely invaded by transposable elements, and we also excluded the pseudogenes with more than 70% exonic regions covered by repeats. Afterwards, a total of 14,136 (92.7%) pseudogenes in human and 13,685 (96.8%) in mouse were retained for further analysis. We identified reciprocal best region of pseudogene’s each exon in other species based on whole genome alignment files generated by UCSC Genome Browser [73] and assigned phylogenetic distribution according to the most ancient exon following a parsimony rule. The divergence time was estimated from TimeTree [74]. Computational codes for dating age of pseuodgenes were uploaded to github. The parent coding genes of pseudogenes were obtained from Pseudogene.org [75]. Genome browser for *METTL21EP* was obtained from UCSC. For gene traffic analysis, we assumed that each chromosome would generate pseudogenes in proportion to the number of protein-coding genes on this chromosome and that chromosomes received pseudogenes in proportion to the size of the chromosome. We then calculated the difference between observed and expected number of pseudogenes on autosomes and X chromosome, and we conducted statistics analysis using Fisher’s exact test.

### Illumina sample preparation

Total RNAs from mouse (C57BL/6J) adult brain, cerebellum, heart, colon, and gonad in both sexes were extracted and were subsequently treated with Ribo-off rRNA Depletion Kit to remove ribosome RNA (rRNA). Then the VAHTS TM Stranded mRNA-seq Library Prep Kit for Illumina was used for strand-specific library construction. Afterwards, the library was sequenced on the Illumina Nova platform.

### Expression analysis

Developmental transcriptome data of human and mouse were downloaded from EBI ArrayExpress under accession number E-MTAB-6814 and E-MTAB-6798, respectively, which covered the developmental stages from organogenesis to adulthood including six major tissues (brain, heart, cerebellum, liver, kidney, and gonad in both sexes) [25]. For human data, we applied STAR (v2.6.1) [76], which is accurate in distinguishing similar paralogs [21] (Additional file 1: Figs. S33-S35), for mapping reads and featureCounts (v2.0.0) for quantifying mapped reads, respectively [77]. We combined our PacBio annotation with ENSEMBL reference annotation to quantify mouse data. Considering the high sequence similarity between pseudogenes and their parent coding cognates, we only retained uniquely mapped reads for quantification to achieve an unbiased analysis. We determined the gene expression level using FPKM (reads per kilobase million), and introduced tau value to estimate the tissue specificity of genes [78]. The tau value was calculated in the following formula:

$$\textrm{tau}=\frac{\sum_{i=1}^n\left(1-{y}_i\right)}{n-1};{y}_i=\frac{x_i}{\underset{1\le i\le n}{\max}\left({x}_i\right)}$$

where *x*_*i*_ indicates the expression level of gene *x* in tissue *i*. Likewise, the same calculation formula was applied to developmental stage specificity. Both and tissue and stage specificity tau values ranged from 0 (broad expression) to 1 (highly specific expression).

### PacBio sequencing

The RNAs were extracted from adult mouse brain, cerebellum, heart, colon, and gonad in both sexes, and somatic tissues were pooled into one sample in each sex. The samples were used to prepare cDNA library using P Clontech SMARTer PCR cDNA Synthesis Kit and PrimeSTAR GXL DNA Polymerase, followed by library construction by using SMRTbellTM Template prep and sequencing on the Pacific Biosciences Sequel I platform. Specifically, we sequenced high-quality RNA from somatic and gonad tissues of two sexes of the mouse on a Sequel I platform, including 4 RNA libraries (6 Pacbio flow-cells), and produced 1,946,228 raw reads.

### PacBio data processing

The raw data were subjected to SmrtLink Pipeline ccs (v5.0.0) for self-correction to obtain full-length circular consensus sequencing (CCS) reads based on PacBio recommended pipeline. We applied the SmrtLink Pipeline Cluster subprogram to cluster the full-length non-chimeric sequences into full-length transcripts (longer than 300bp) and retained 899,237 full-length transcripts supported by at least one full-length non-chimeric sequence through Isoseq 3 [79]. The LoRDEC program (v0.7) [80] was leveraged to correct the full-length transcripts based on the results of Illumina RNA-seq to improve the accuracy of the third generation transcripts. After being corrected by LoRDEC using next-generation RNA-seq data, the third generation transcripts were mapped to reference genome (Ensembl 98) through minimap2 (version, 2.17-r954-dirty) [81]. Then the redundant transcripts model (GFF3 format) for each high-quality non-chimeric CCS read from minimap2 output were collapsed using the Python script (collapse_isoforms_by_sam.py) from cDNA_cupcake ((https://github.com/Magdoll/cDNA_Cupcake) to generate a non-redundant set of transcript model (termed as Iso set). Gffcompare (GFF Utilities, v0.11.2) [82] was used to compare each isoform in Iso set with existing mouse Ensembl gene models (termed as reference set). Among the 49,914 full-length transcripts, 332 were derived from pseudogene loci. 

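In the deposited annotation, 15 Iso-seq loci carried a pseudogene of Table S2, and they held 20 Iso-seq transcripts. Another 202 Iso-seq loci were not paired with any ENSEMBL gene in the authors' map. Iso-seq transcripts with a single exon made up 7.16% of all Iso-seq transcripts. The annotation holds one name per transcript and no number of supporting reads, so the reads behind each transcript are not given here.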

The genes annotated in the reference set but not overlapped with Iso-seq annotation at the same strand were merged with Iso-seq annotation to form the final annotation. The pseudogene transcripts were identified and classified as those assigned the name of reference pseudogenes by Gffcompare.

### Identification and characterization of DDPs

In each tissue, DDPs were identified using an R package masigPro, which was designed for time-course transcriptome data [43]. In general, the CPM (counts per million) was used to calculate a goodness-of-fit (R^2^) metric. We ran maSigPro using the log-transformed time after conception with a degree = 3. A pseudogene with R^2^ >0.3 in a tissue was defined as DDP in this tissue. The pseudogenes exhibiting developmentally dynamics in at least one tissue were finally classified as DDPs. The lists of DDPs in each tissue in human and mouse are provided in Additional file 9: Table S8, Additional file 10: Table S9, Additional file 11: Table S10, Additional file 12: Table S11, Additional file 13: Table S12, Additional file 14: Table S13 and Additional file 15: Table S14. DESeq2 (v1.30.1) was applied for differential expression analysis [83].

We characterized the DDPs using different metrics. The length of pseudogenes and parent coding genes was measured through non-redundent exonic regions. Promoter regions were defined as the regions 2kb upstream to 1kb downstream of the transcription start sites (TSSs). To enable comparison between protein-coding genes and pseudogenes, their TSSs were defined as the starting coordinate of the first exon of each gene. The intergenic regions (matched length, 3kb) were randomly selected as negative control. The transcription factor (TF) binding information was retrieved from GTRD, a database collecting more than 5000 ChIP-seq experiment data of human and mouse TFs [84]. Bedtools intersect was utilized to detect the overlapping of TF binding sites and promoter regions [85]. Diversity of TFs in a region was defined as the number of types of different TFs. Number and diversity of TFs were used for evaluating transcriptional complexity.

Epigenetic data from Roadmap Epigenomics Project were obtained from the data portal (http://egg2.wustl.edu/roadmap/). A total of 127 consolidated epigenomes were included in this work. A promoter with more than 1 base pair overlapping with a chromHMM state was defined as annotated by this state. The whole genome sequences were plotted as background. We intersected the gene body regions with H3k27ac and DHS (DNase hypersensitivity) data. The distribution profile of H3K27ac and DHS peaks relative to transcription start site (TSS) was generated by deepTools [86]. The random regions were acquired from randomly shuffled intergenic regions without any overlapping with known gene regions. The N6-methyladenosine methylome data were obtained from REPIC, a publicly available dataset with 10 million peaks called from m6A-seq and MeRIP-seq data [87]. We retrieved RNA-binding proteins (RBPs) data of human and mouse from oRNAment [88]. Post-transcription complexity was determined based on the number and enrichment of m6A and RBPs. For RIC-seq (RNA in situ conformation sequencing) data, we calculated the interaction pairs including mRNA-mRNA, mRNA-dynamic pseudogene, and mRNA-non-dynamic pseudogene. Poly(A) signals were obtained from PolyASite [89]. GO analysis was performed using clusterProfiler [90].

### Identification of disease- and cancer-related pseudogenes

A detailed list of GWAS SNPs was obtained from the National Human Genome Research Institute’s (NHGRI) GWAS catalog [66]. And unique SNPs were retained for further analysis. Gene expression datasets were generated by TCGA project for cancer-associated analysis. A total of 33 cancer types were included in this work. Gene expression profile (raw read count files) was downloaded by the R package TCGAbiolinks [91]. Next, we excluded the protein-coding genes and pseudogenes with zero read in all samples. The genes defined as cancer type-specific needed to meet two criteria: (1) the ratio of the gene expression level in a certain cancer type to the sum of that in all 33 cancer types was more than 15%; (2) the ratio of gene expression level in any of the rest 32 cancer types to the sum of that in all 33 cancer types was less than 5%. In contrast, the genes defined as ubiquitous pseudogenes met two criteria: (1) the ratio of the gene expression level in a certain cancer type to the sum of that in all 33 cancer types was more than less than 30%, and (2) the ratio of gene expression level in each of top 5 cancer types to the sum of that in all 33 cancer types was more than 5%. To avoid the dominance of tumor or normal tissues in differential expression analysis by DESeq2, only 17 cancer types with more than 5 normal and 5 tumor samples were retained. Colorectal cancer and adjacent samples for IGV were obtained from Li et al. [92].

### Coding potential assessment of pseudogene transcripts

The coding potential of pseudogenes was assessed by using CPC2 (0.1) [62] and CPAT (v.1.2.4) [63]. CPC2 is a fast coding potential calculator based on sequence intrinsic features. CPAT uses an alignment-free logistic regression model to recognize coding potential based on sequence features, and recommended cutoff (> 0.364) was used to identify the pseudogene transcripts with coding potential. We downloaded Ribo-seq data and ORF information from RPFdb [93] collecting the most comprehensive ribosome-profiling data to verify the coding potential of all candidates. The maximum FPKM of a given gene among all Ribo-seq samples was defined as its FPKM value and a pseudogene candidate with FPKM >1 was validated as a translated one.

## Supplementary Information

Additional file 1: Figure S1. Number of processed pseudogenes with different evolutionary ages. Figure S2. Expression pattern of Iso-seq detected pseudogene *Gm13857* and *4632415L05Rik*. Figure S3. The distribution of expression correlation coefficient between pseudogenes and parent coding genes. Figure S4. The distribution of expression correlation coefficient between expressed pseudogenes and parent coding genes. Figure S5. The expression level between pseudogenes and parent coding genes. Figure S6. Principle component analysis (PCA) based on mouse pseudogenes using developmental transcriptome data. Figure S7. Principle component analysis (PCA) based on mouse pseudogenes using our RNA-seq data. Figure S8. Percentage of sex-biased and unbiased pseudogene, lncRNA, and protein-coding gene in each tissue. Figure S9. PCA on the 1:1 orthologous protein-coding genes between human and mouse. Figure S10. Fraction of transcribed pseudogenes with different origination mechanisms under a range of FPKM cutoffs in human and mouse. Figure S11. Expression level ratio between pseudogene parent coding genes and non-pseudogene-generating coding genes. Figure S12. Tissue specificity of mouse pseudogene expression. Figure S13. Distribution of the organ in which maximum expression is observed for mouse pseudogenes. Figure S14. Heatmap for human pseudogenes expression using a dataset covering 32 human adult tissues. Figure S15. Heatmap for mouse pseudogenes expression using ENCODE data. Figure S16. Number of pseudogenes show higher expression level in each tissues. Figure S17. Developmental stage-specificity of pseudogene expression in mouse. Figure S18. The distribution of expression correlation coefficient between expressed pseudogenes and parent coding genes. Figure S19. Distribution of transcript length for dynamic and non-dynamic mouse pseudogenes. Figure S20. Distribution of transcript length for parent coding genes of dynamic and non-dynamic pseudogenes. Figure S21. Number and types of TFs overlapping the promoters of protein-coding genes, dynamic pseudogenes, non-dynamic pseudogenes, and randomly shuffled intergenic regions in human genome. Figure S22. Diversity of TFs overlapping the promoters of protein-coding genes, Iso-seq detected dynamic pseudogenes, dynamic pseudogenes, non-dynamic pseudogenes, and randomly shuffled intergenic regions in mouse genome. Figure S23. Poly(A) signal and transcription factors binding sites of a genomic locus *1700031M16Rik*. Figure S24. Proportion of state annotated overlapped with promoter of each type of genes annotated with each epigenetic state, summed across all epigenomes. Figure S25. Conservation score of dynamic and nondynamic pseudogenes. Figure S26. Fraction of dynamic loci for human and mouse pseudogenes of different evolutionary ages. Figure S27. Number of co-expressed pair of dynamic and non-dynamic pseudogenes. Figure S28. Coverage plot and raw alignments from Ribo-seq reads (SRR837789) for a process pseudogene *AL589987.1* (chrX:140,091,874-140,092,692). Figure S29. Coverage plot and raw alignments from Ribo-seq reads (SRR837789) for a process pseudogene *NDUFB4P8* (chr1:1,378,666-1,379,032). Figure S30. Expression pattern of cancer type-specific pseudogenes across 32 cancer types. Figure S31. Expression pattern of ubiquitously expressed pseudogenes. Figure S32. Expression level of *ABCC13* in colorectal cancer (CRC) and adjacent tissues. Figure S33. Distribution of sequence identity between pseudogene and parent gene pairs. Figure S34. Identity of reads derived from pseudogene loci. Figure S35. Number of mismatch of reads derived from *4632415L05Rik*.

Additional file 2: Table S1. The generation and enter of pseudogenes on X chromosome and autosomes.

Additional file 3: Table S2. The list for pseudogenes that were detected by PacBio sequencing.

Additional file 4: Table S3. Co-expression pair between pseudogenes and coding genes.

Additional file 5: Table S4. GO enrichment for coding genes co-expressed with dynamic pseudogenes.

Additional file 6: Table S5. GO enrichment for coding genes co-expressed with non-dynamic pseudogenes.

Additional file 7: Table S6. The detailed information of pseudogene ORF.

Additional file 8: Table S7. Number of expressed pseudogenes, Iso-seq detected pseudogenes, and DDPs.

Additional file 9: Table S8. DDPs among different tissues in human.

Additional file 10: Table S9. DDPs among different tissues in mouse.

Additional file 11: Table S10. Expression level of human DDPs in developmental transcriptome.

Additional file 12: Table S11. Expression level of human DDPs in GTEx project.

Additional file 13: Table S12. Expression level of human DDPs in a dataset of 32 human adult tissues.

Additional file 14: Table S13. Expression level of mouse DDPs in developmental transcriptome.

Additional file 15: Table S14. Expression level of mouse DDPs in ENCODE project.

Additional file 16. Review history.

## Data Availability

All PacBio and RNA-seq data generated by this study is deposited in the Gene Expression Omnibus (GEO) under accession GSE176018 [94]. The public data used in this article were downloaded from the original published papers. Developmental transcriptome for human (E-MTAB-6814) and mouse (E-MTAB-6798) were downloaded from EMBL-EBI [95]. RNA-seq data of 32 adult human tissues were downloaded from EMBL-EBI (E-MTAB-2836) [96]. RNA-seq of adult mouse tissues generated by ENCODE were downloaded from EMBL-EBI (E-GEOD-36025) [97]. All scripts used in this manuscript have been deposited in Github repository (GNU General Public Licence v3.0) [98] and Zenodo [99].

# Supplementary material for: Evolution and function of developmentally dynamic pseudogenes in mammals
**Source:** Genome Biol. 2022 Nov 8;23:235. doi: 10.1186/s13059-022-02802-y
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Number of processed pseudogenes with different evolutionary ages. Figure S2. Expression pattern of Iso-seq detected pseudogene Gm13857 and 4632415L05Rik. Figure S3. The distribution of expression correlation coefficient between pseudogenes and parent coding genes. Figure S4. The distribution of expression correlation coefficient between expressed pseudogenes and parent coding genes. Figure S5. The expression level between pseudogenes and parent coding genes. Figure S6. Principle component analysis (PCA) based on mouse pseudogenes using developmental transcriptome data. Figure S7. Principle component analysis (PCA) based on mouse pseudogenes using our RNA-seq data. Figure S8. Percentage of sex-biased and unbiased pseudogene, lncRNA, and protein-coding gene in each tissue. Figure S9. PCA on the 1:1 orthologous protein-coding genes between human and mouse. Figure S10. Fraction of transcribed pseudogenes with different origination mechanisms under a range of FPKM cutoffs in human and mouse. Figure S11. Expression level ratio between pseudogene parent coding genes and non-pseudogene-generating coding genes. Figure S12. Tissue specificity of mouse pseudogene expression. Figure S13. Distribution of the organ in which maximum expression is observed for mouse pseudogenes. Figure S14. Heatmap for human pseudogenes expression using a dataset covering 32 human adult tissues. Figure S15. Heatmap for mouse pseudogenes expression using ENCODE data. Figure S16. Number of pseudogenes show higher expression level in each tissues. Figure S17. Developmental stage-specificity of pseudogene expression in mouse. Figure S18. The distribution of expression correlation coefficient between expressed pseudogenes and parent coding genes. Figure S19. Distribution of transcript length for dynamic and non-dynamic mouse pseudogenes. Figure S20. Distribution of transcript length for parent coding genes of dynamic and non-dynamic pseudogenes. Figure S21. Number and types

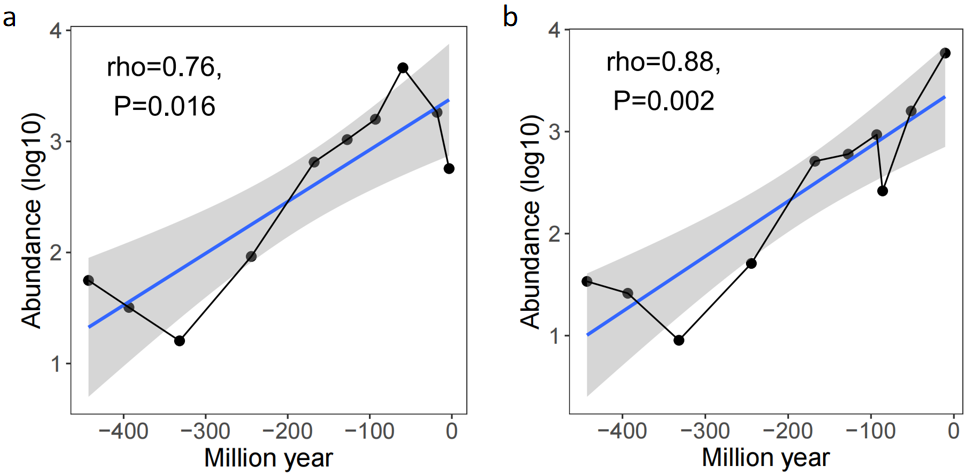

Figure S1. Number of processed pseudogenes with different evolutionary ages. (a) for human; (b) for mouse.

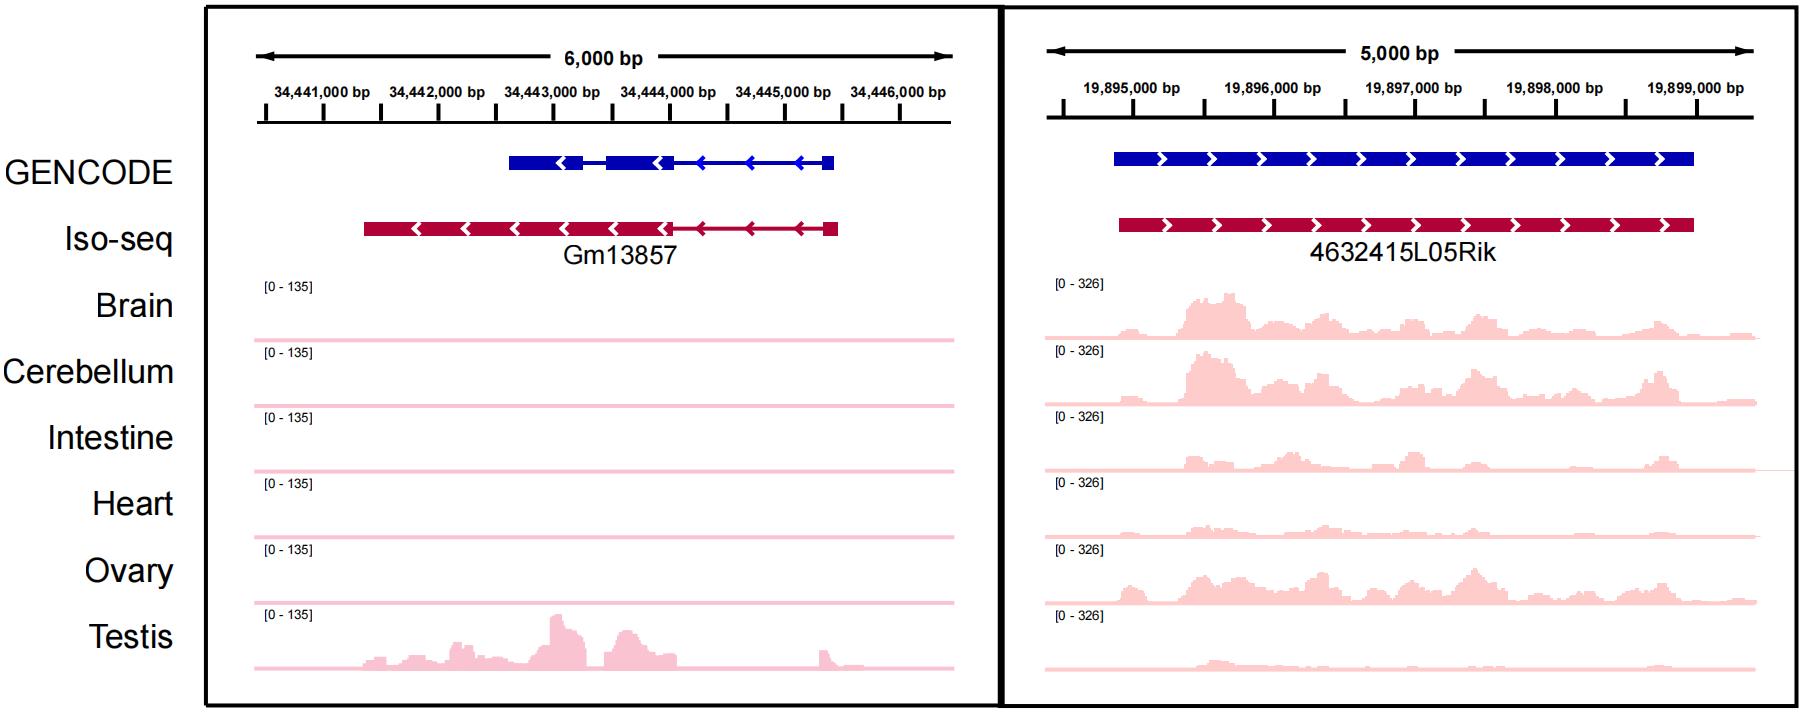

Figure S2. Expression pattern of Iso-seq detected pseudogene *Gm13857* and *4632415L05Rik*.

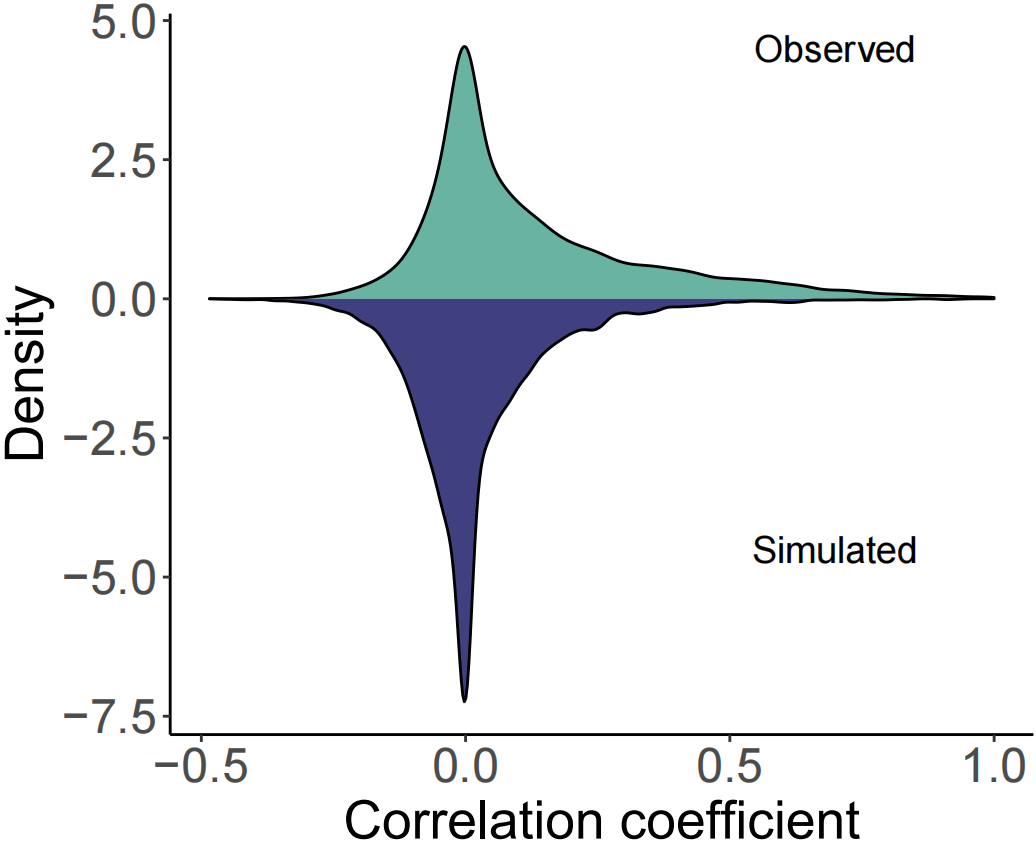

Figure S3. The distribution of expression correlation coefficient between pseudogenes and parent coding genes. The panel above 0 is observed values and below 0 is simulated values. The median observed positive and negative correlation coefficient (R) is 0.12 and -0.05, respectively. The median simulated positive and negative R is 0.06 and -0.06, respectively.

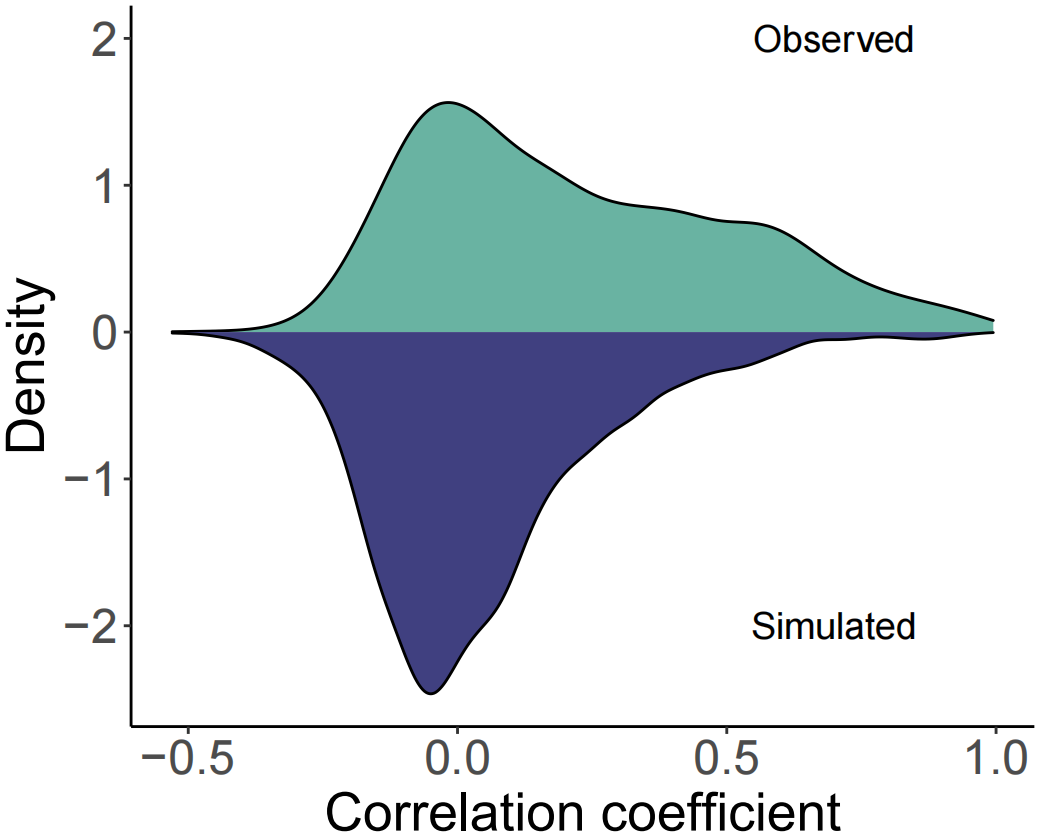

Figure S4. The distribution of expression correlation coefficient between expressed pseudogenes and parent coding genes. The panel above 0 is observed values and below 0 is simulated values. The median observed positive and negative correlation coefficient (R) is 0.31 and -0.08, respectively. The median simulated positive and negative R is 0.15 and -0.09, respectively.

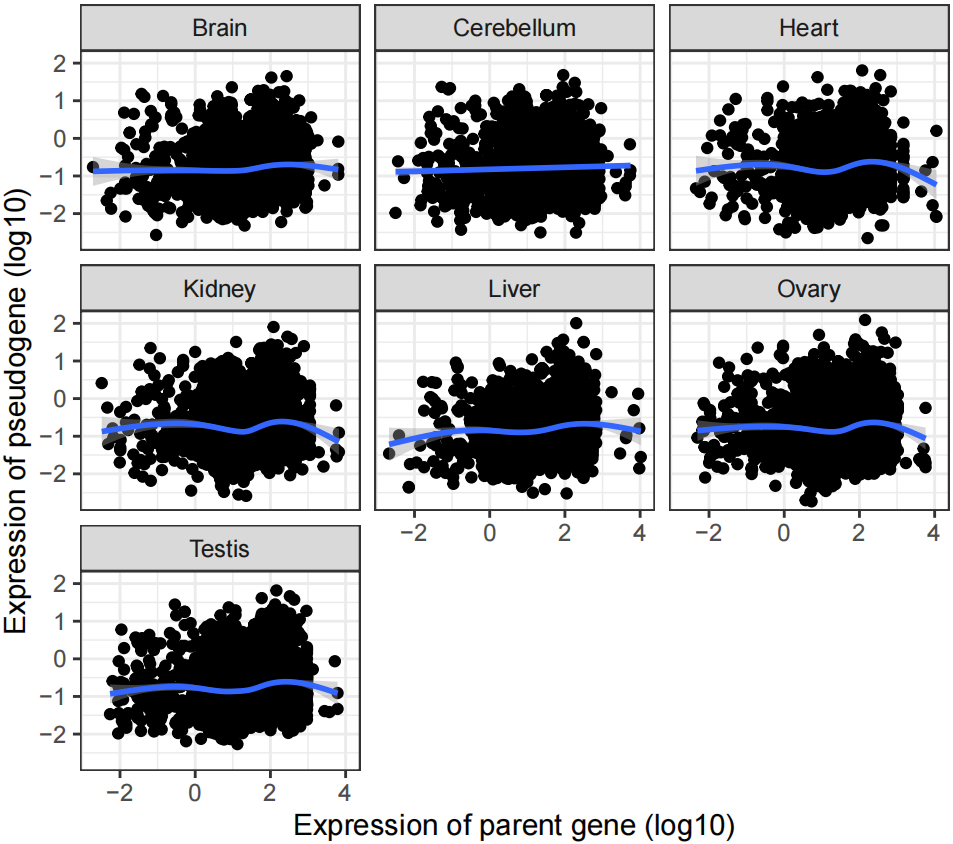

Figure S5. The expression level between pseudogenes and parent coding genes. Each point indicates a gene pair.

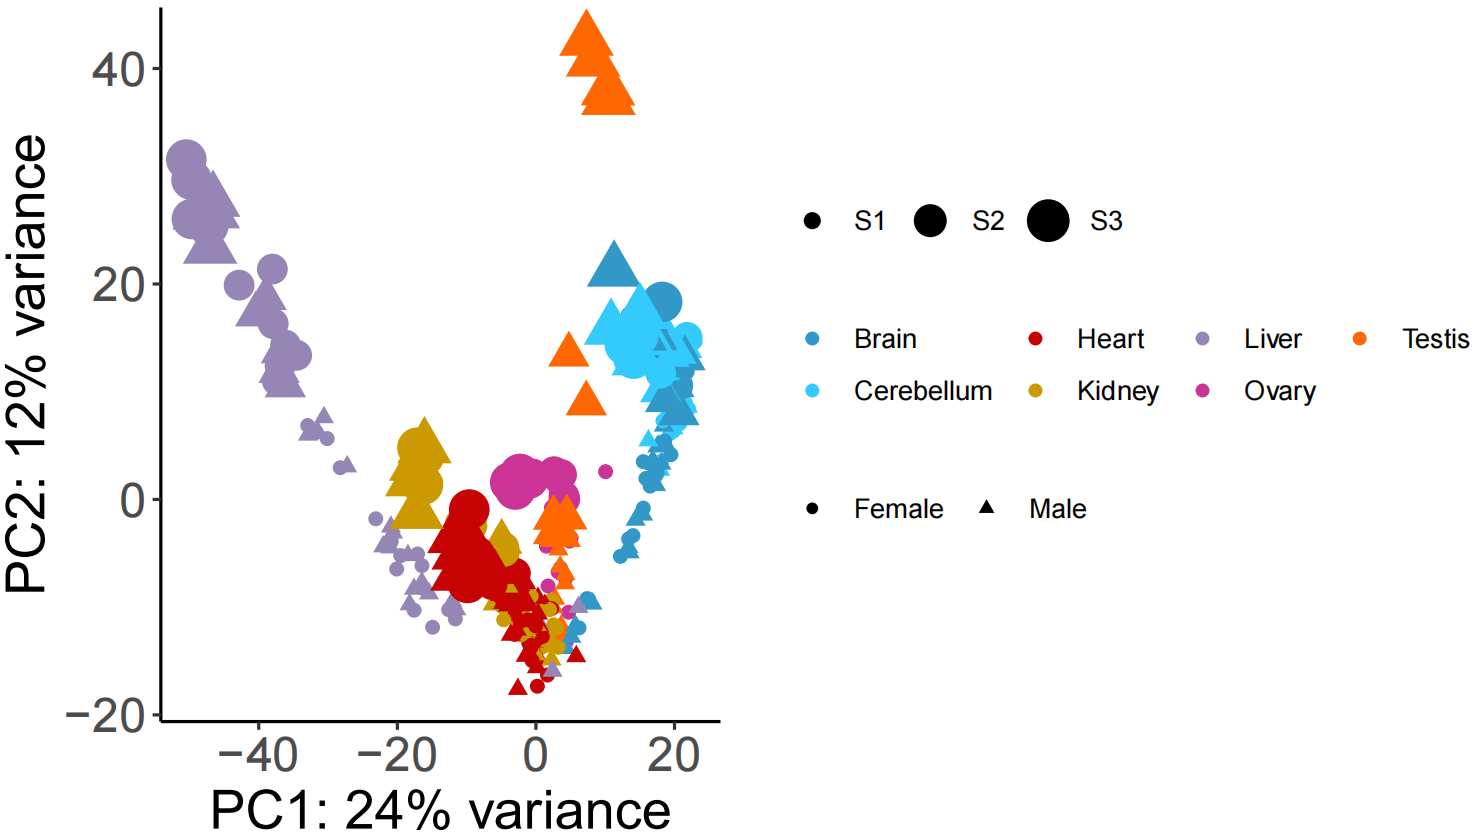

Figure S6. Principle component analysis (PCA) based on mouse pseudogenes using developmental transcriptome data.

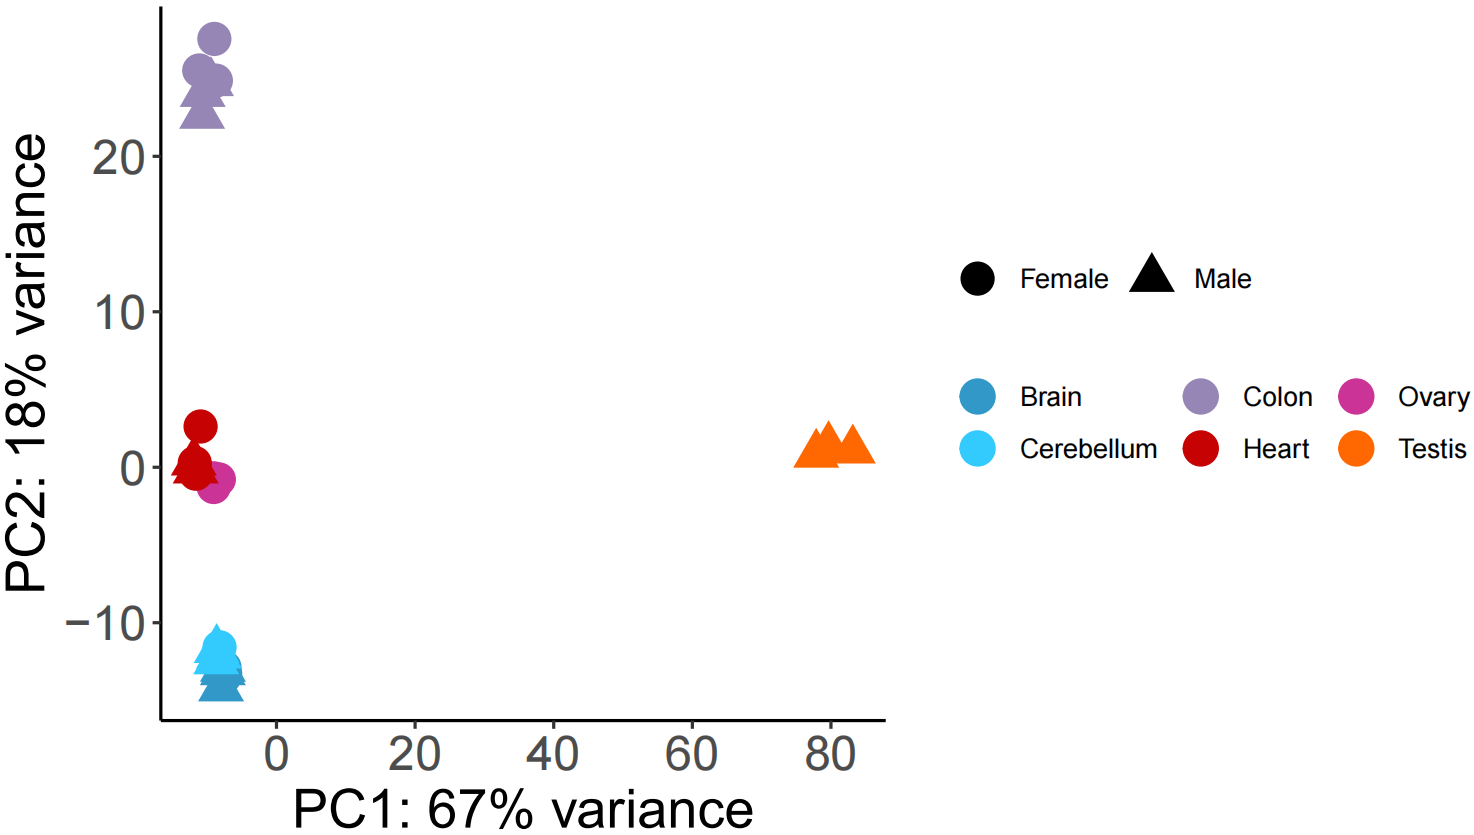

Figure S7. Principle component analysis (PCA) based on mouse pseudogenes using our RNA-seq data.

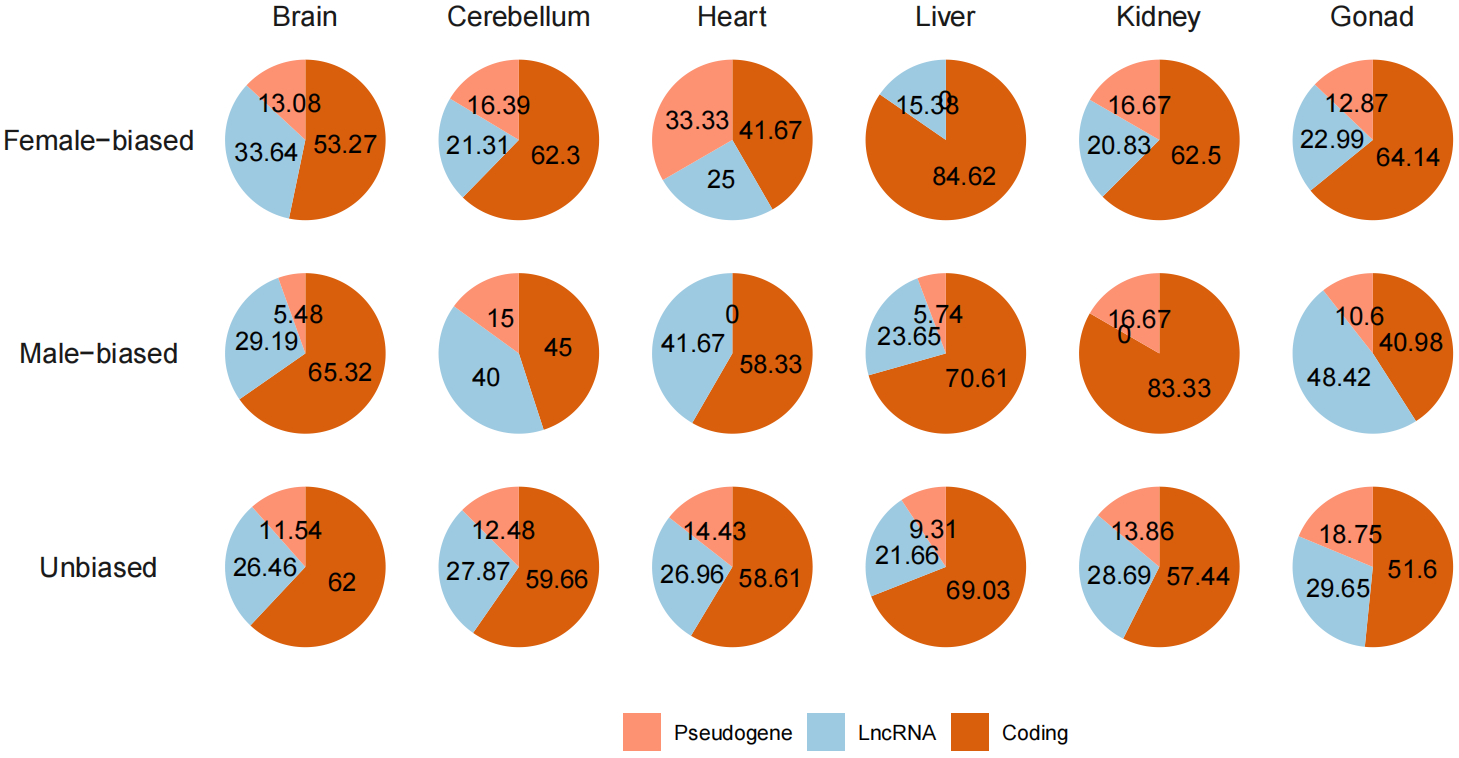

Figure S8. Percentage of sex-biased and unbiased pseudogene, lncRNA, and protein-coding gene in each tissue.

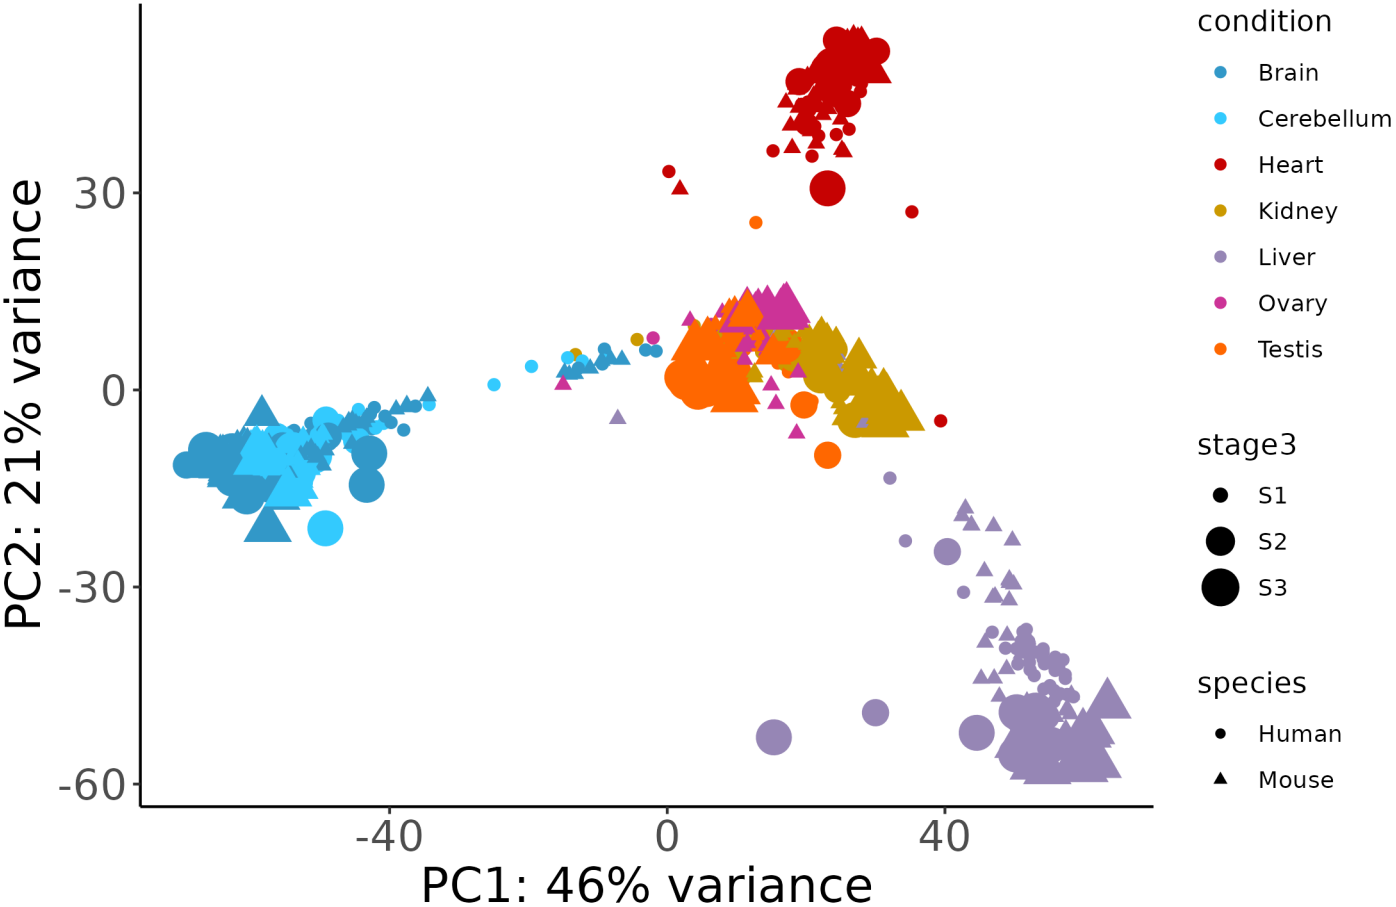

Figure S9. PCA on the 1:1 orthologous protein-coding genes between human and mouse.

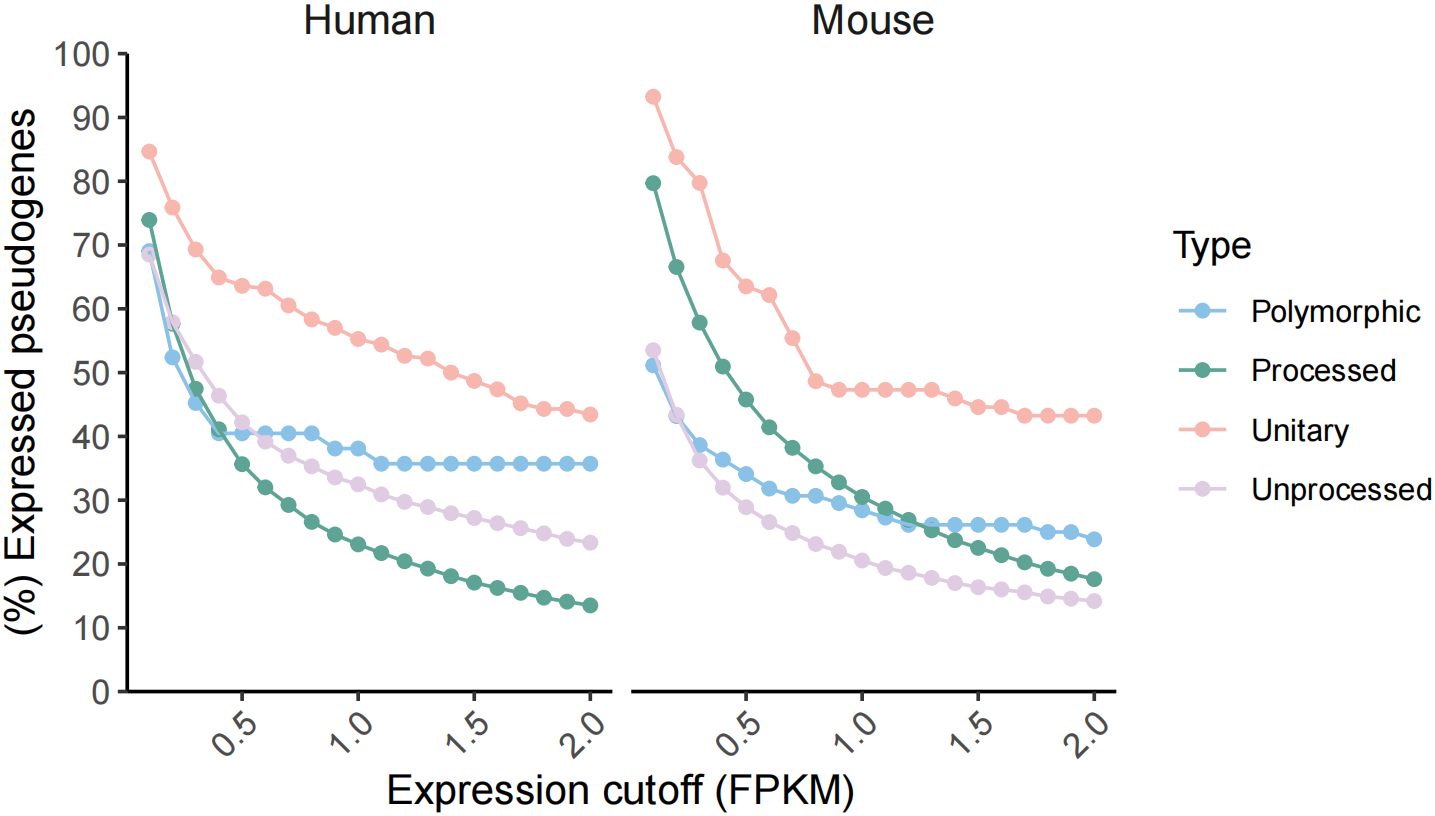

Figure S10. Fraction of transcribed pseudogenes with differnt origination mechanisms under a range of FPKM cutoffs in human and mouse.

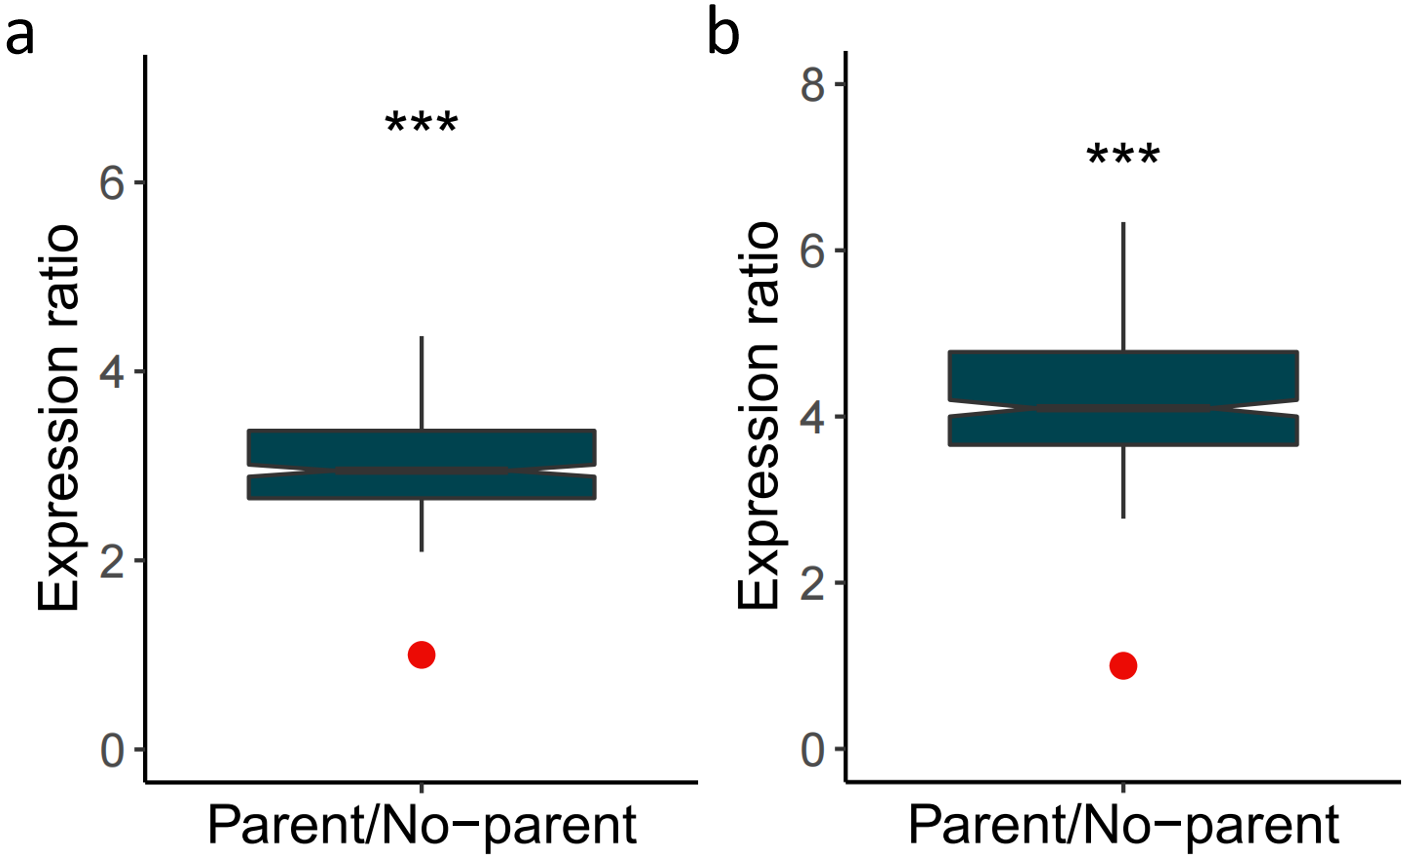

Figure S11. Expression level ratio between pseudogene parent coding genes and non-pseudogene-generating coding genes. In each sample, we separatly calculated the expression level of pseudogene-generating coding genes and non-pseudogene-generating coding genes. Then we computed the ratio between them. Red point represents the ratio =1 under the assumption of equal expression level between the two types of coding genes. (a) for all pseudogenes, (b) only for processed pseudogenes.

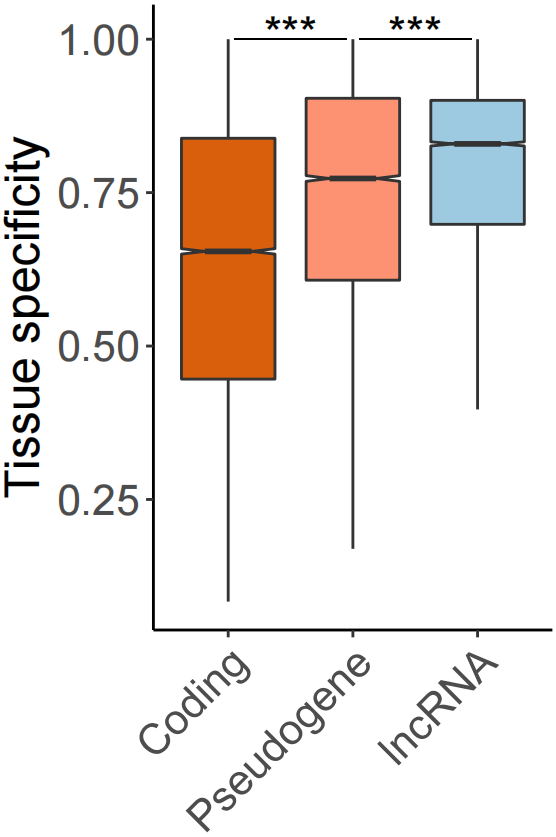

Figure S12. Tissue specificity of mouse pseudogene expression.

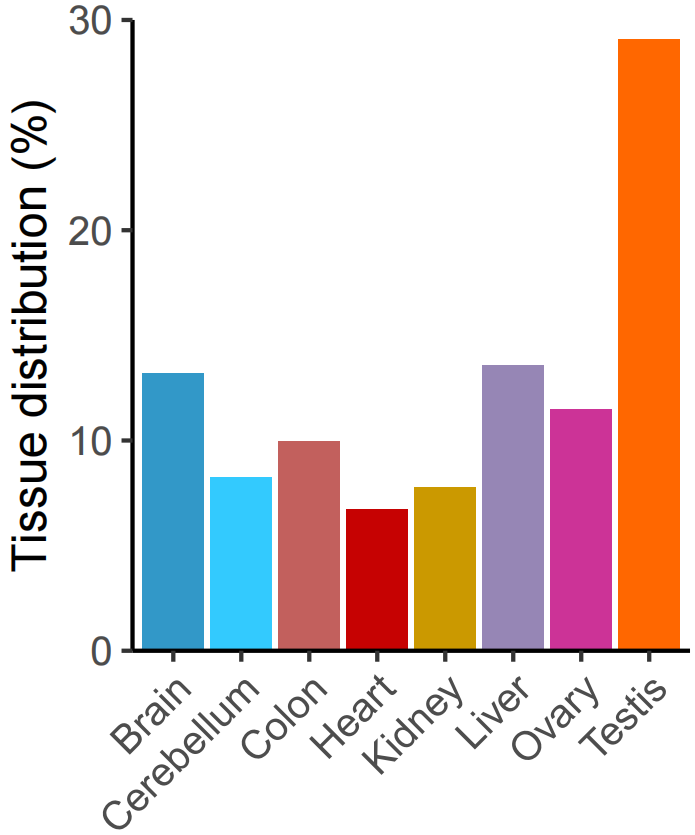

Figure S13. Distribution of the organ in which maximum expression is observed for mouse pseudogenes.

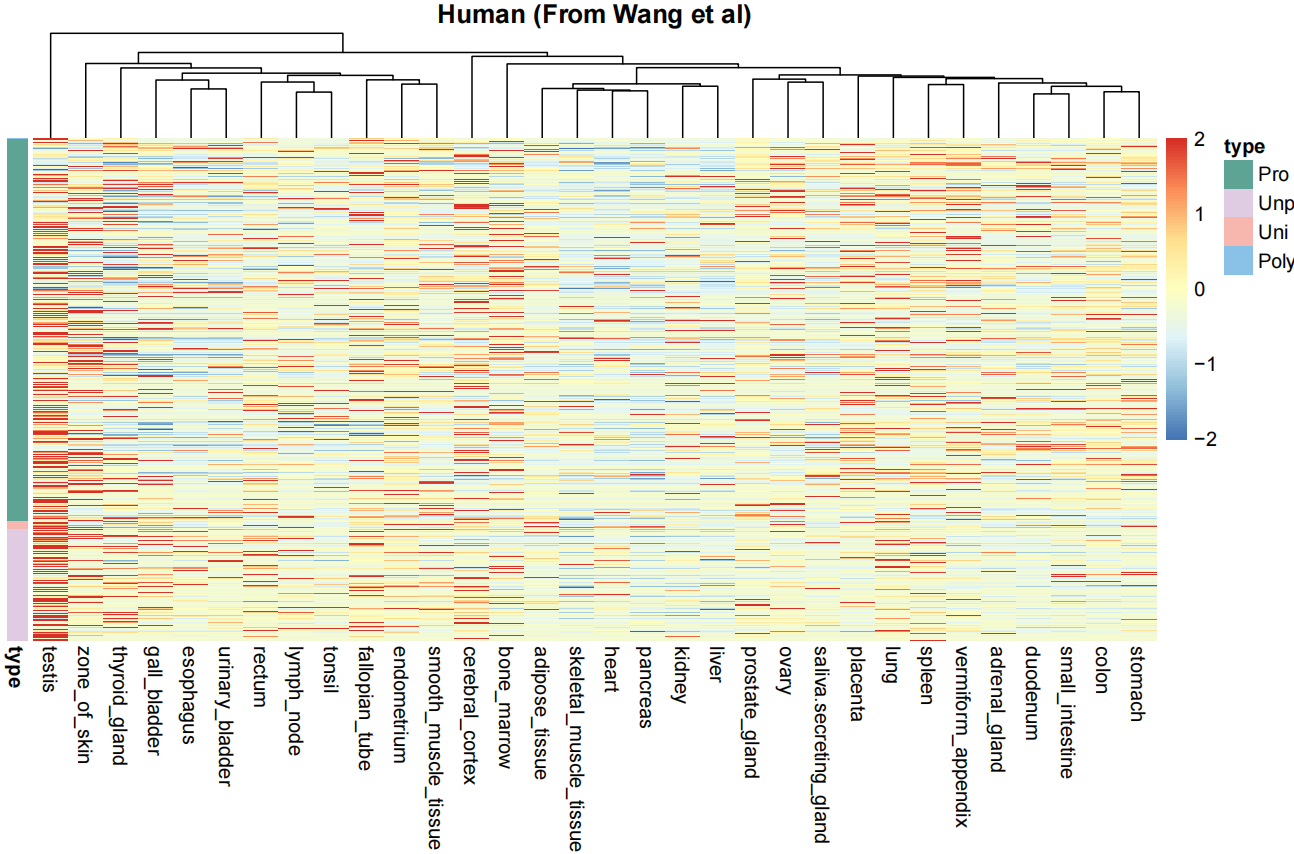

Figure S14. Heatmap for human pseudogenes expression using a dataset covering 32 human adult tissues.

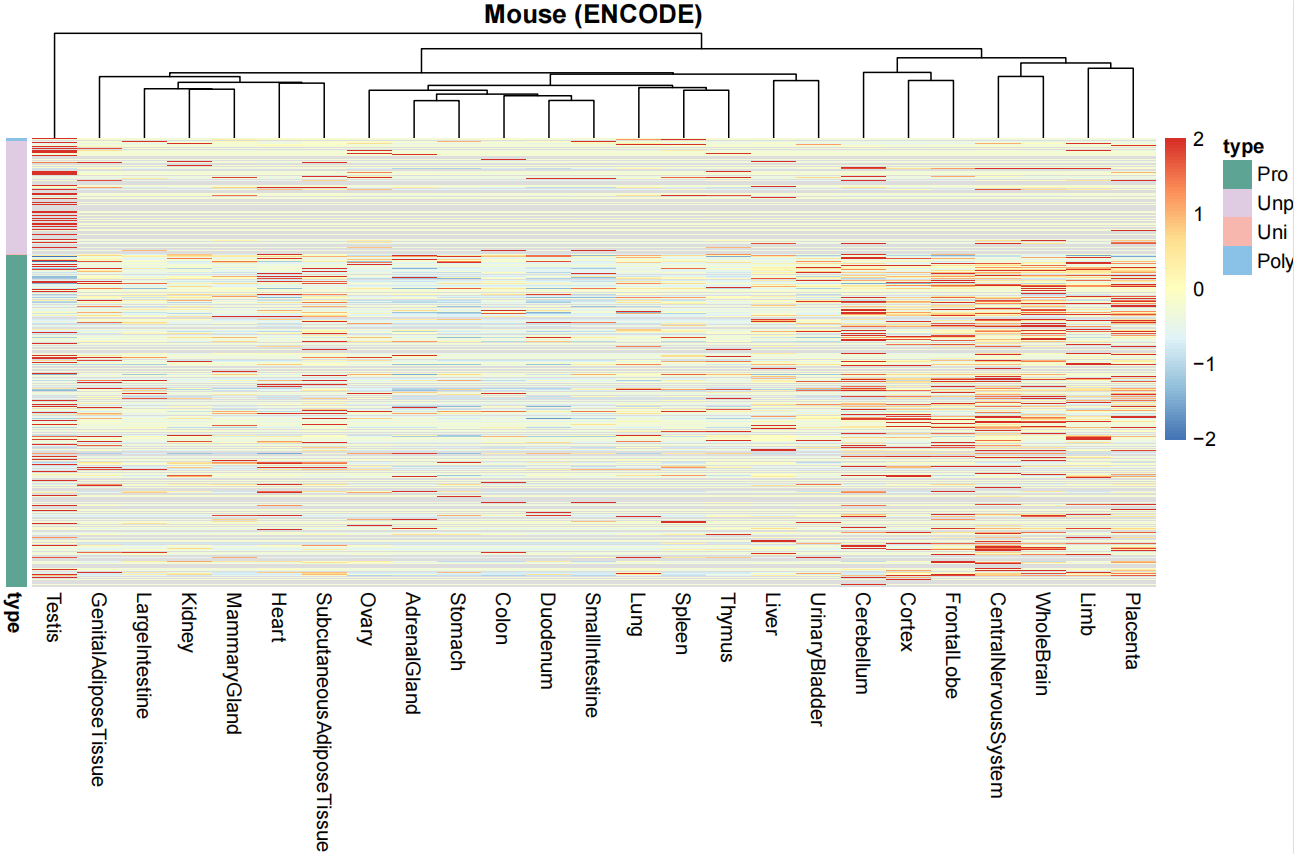

Figure S15. Heatmap for mouse pseudogenes expression using ENCODE data.

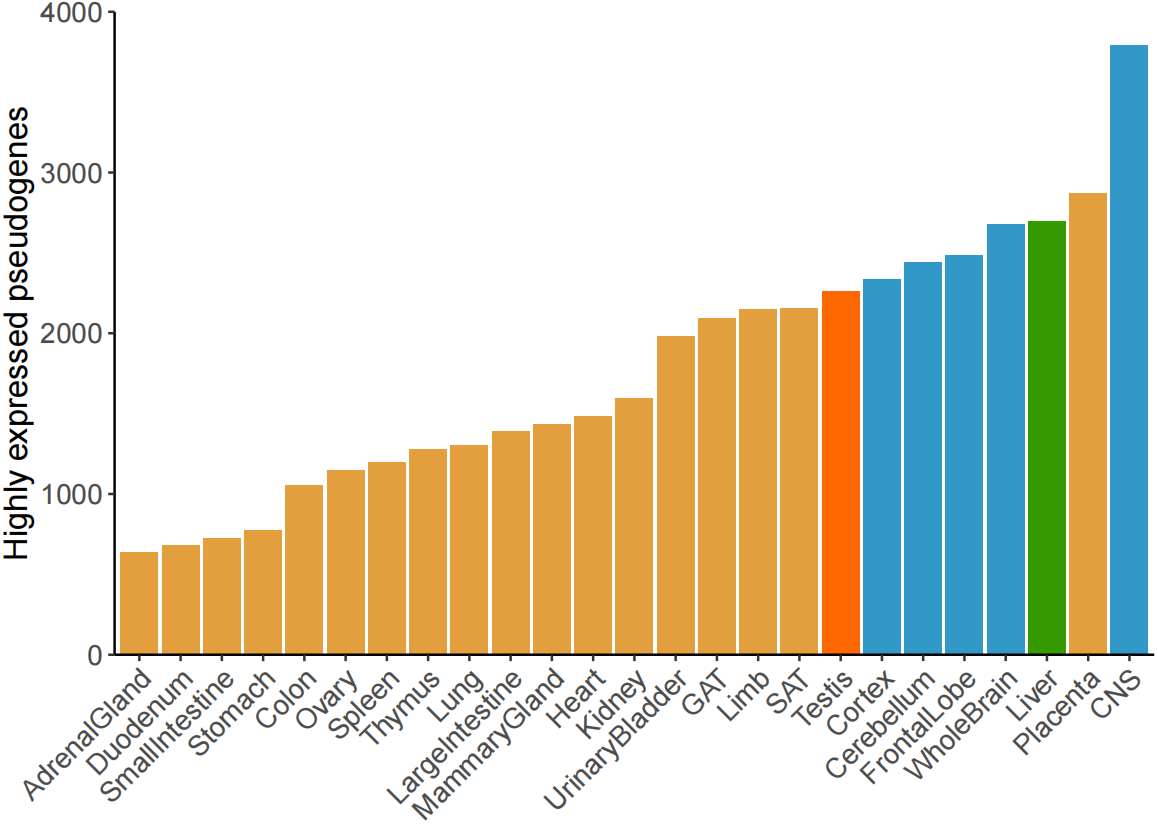

Figure S16. Number of pseudogenes show higher expression level in each tissues.

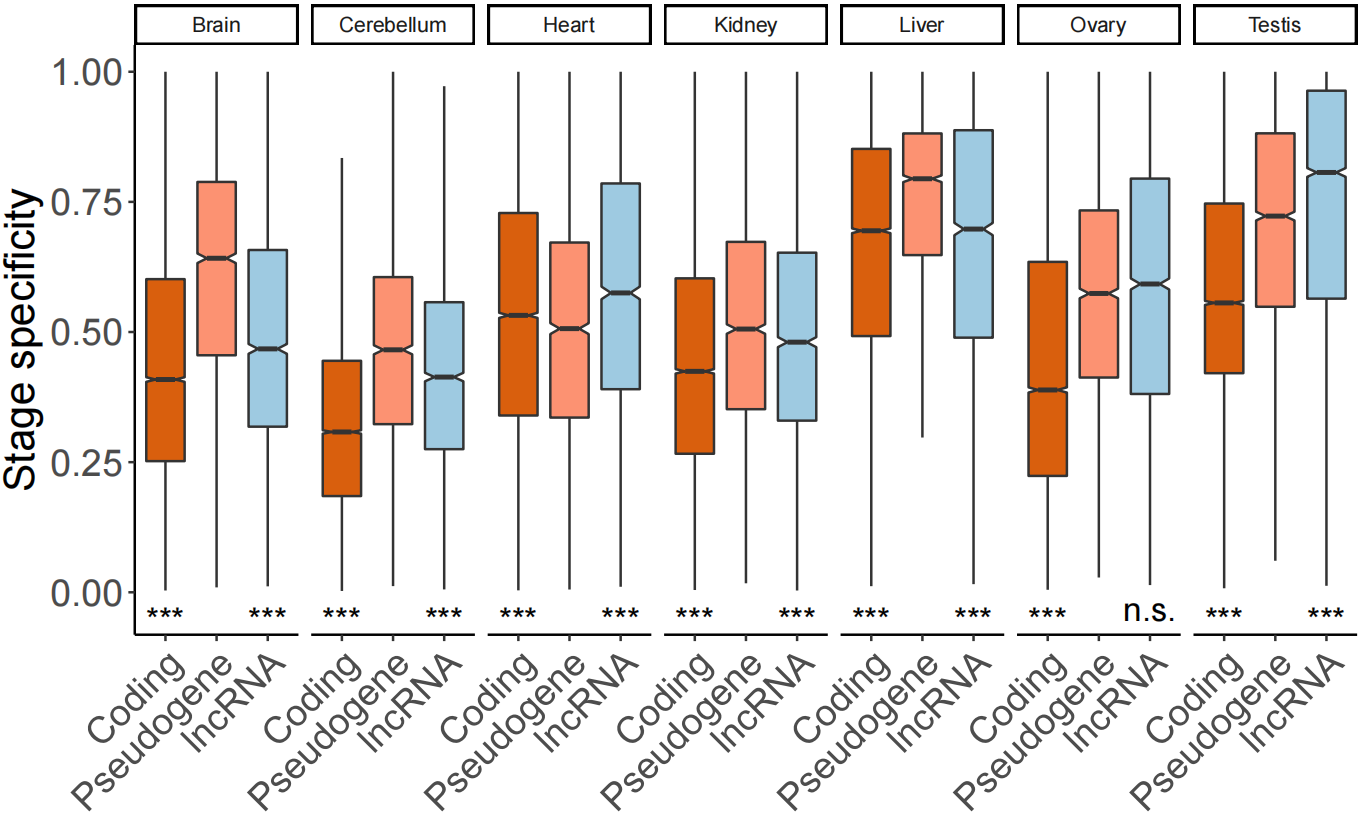

Figure S17. Developmental stage-specificity of pseudogene expression in mouse.

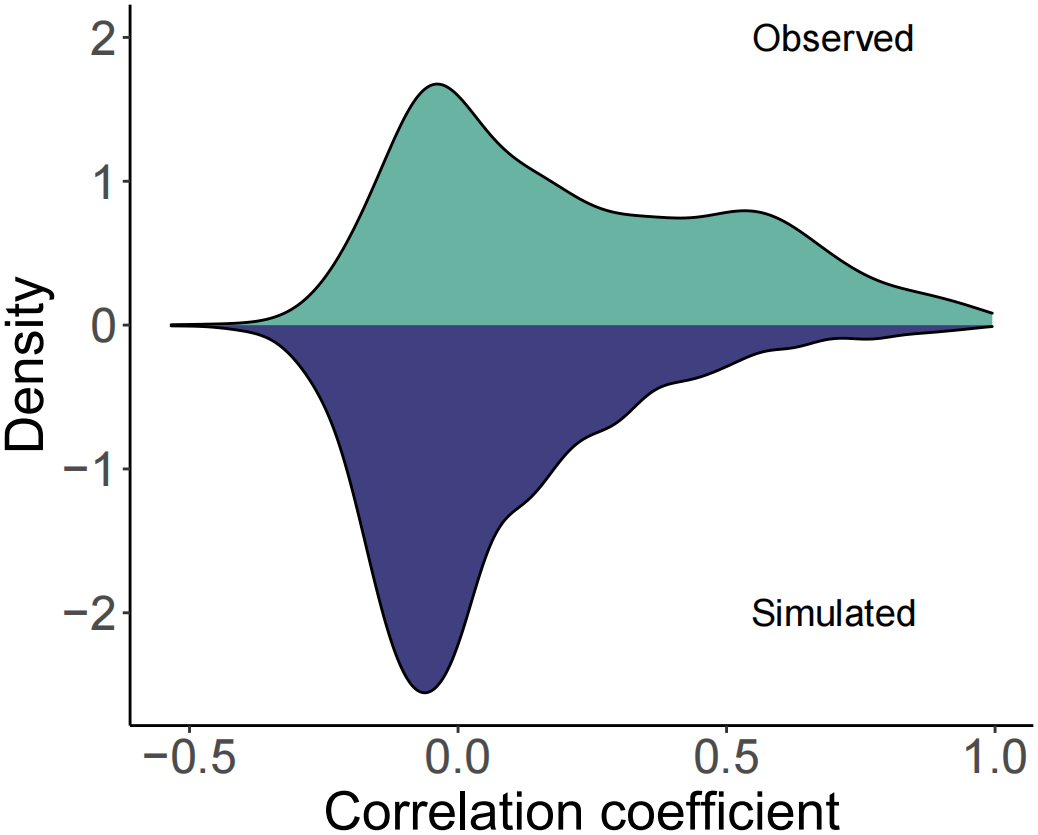

Figure S18. The distribution of expression correlation coefficient between expressed pseudogenes and parent coding genes. The panel above 0 is observed values and below 0 is simulated values. The median observed positive and negative correlation coefficient (R) is 0.33 and -0.08, respectively. The median simulated positive and negative R is 0.17 and -0.09, respectively.

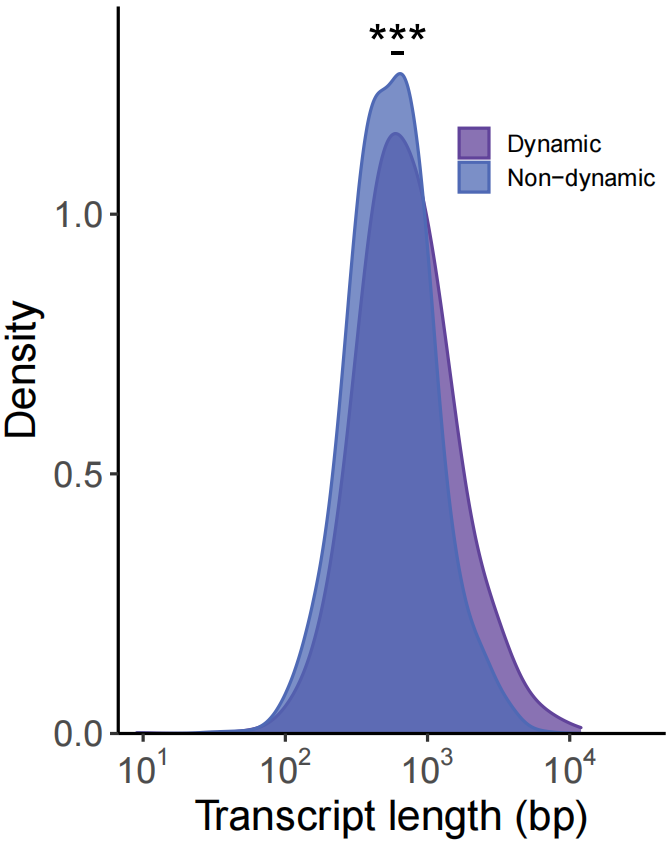

Figure S19. Distribution of transcript length for dynamic and non-dynamic mouse pseudogenes.

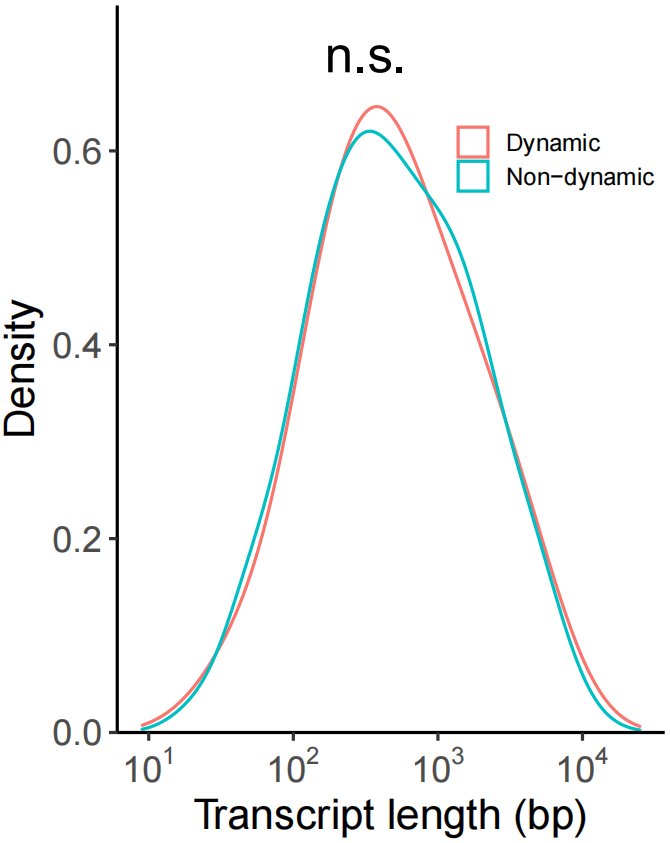

Figure S20. Distribution of transcript length for parent coding genes of dynamic and non-dynamic pseudogenes.

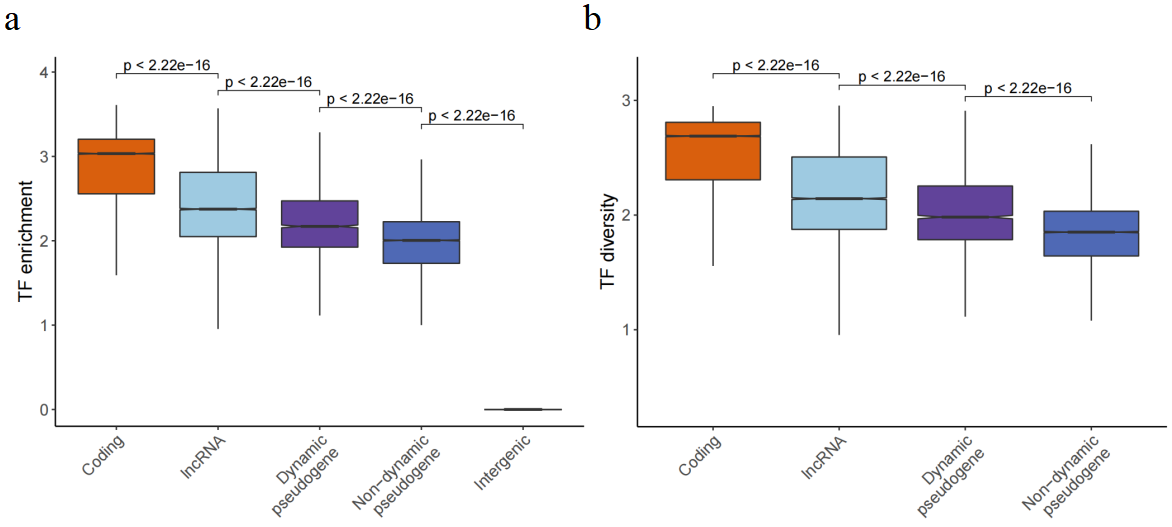

Figure S21. Number and types of TFs overlapping the promoters of protein-coding genes, dynamic pseudogenes, non-dynamic pseudogenes, and randomly shuffled intergenic regions in human genome.

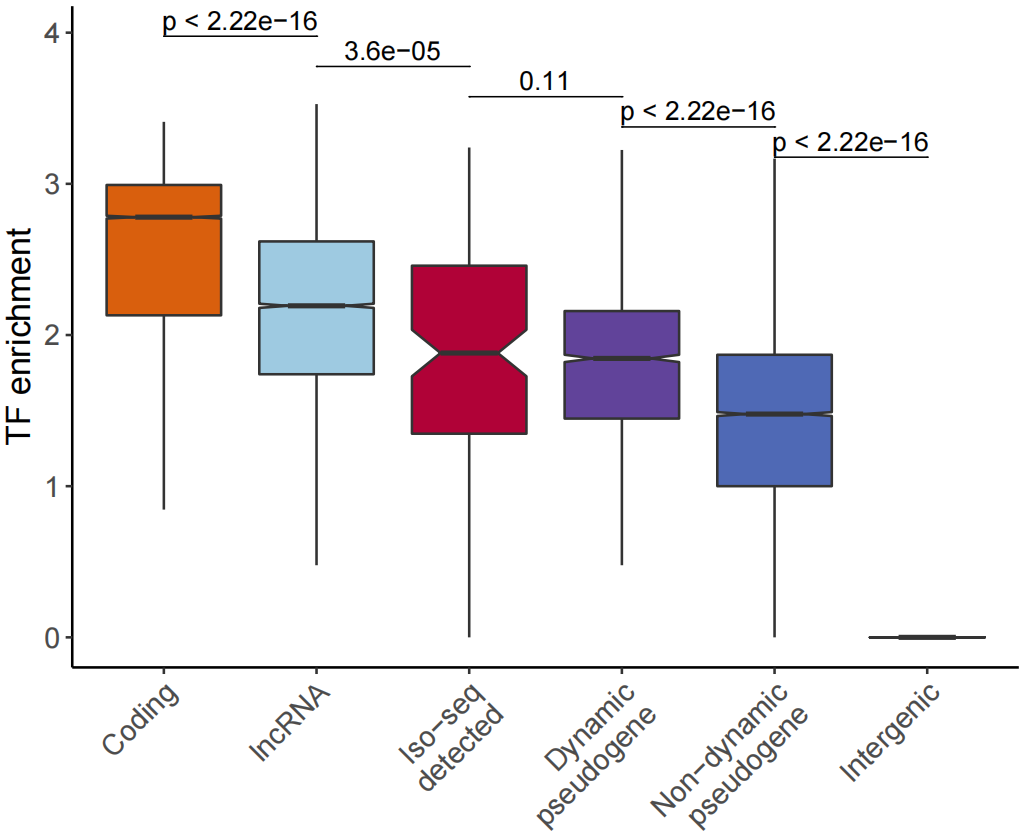

Figure S22. Diversity of TFs overlapping the promoters of protein-coding genes, Iso-seq detected dynamic pseudogenes, dynamic pseudogenes, non-dynamic pseudogenes, and randomly shuffled intergenic regions in mouse genome.

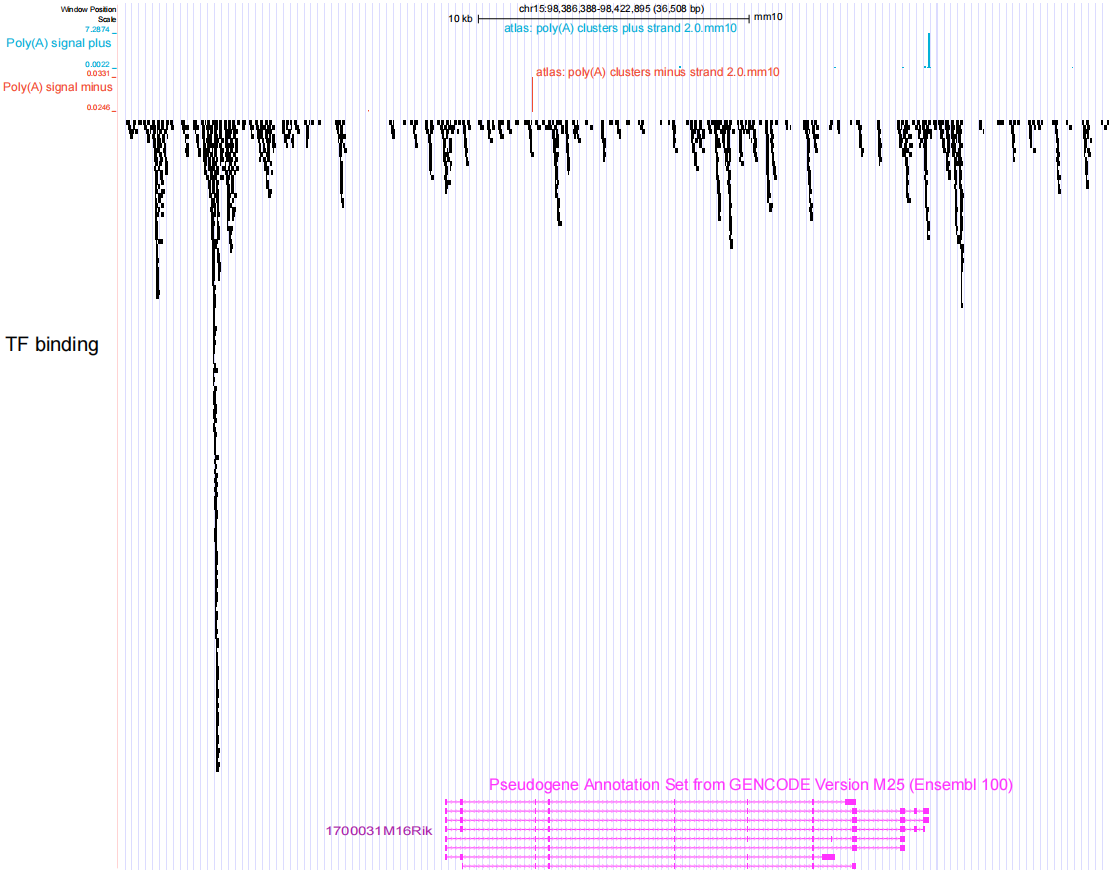

Figure S23. Poly(A) signal and transcription factors binding sites of a genomic locus *1700031M16Rik*. Poly (A) signal on plus and minus strand was shown in blue and red color, respectively. Information about transcription factor (TF) binding sites were integrated from Gene Transcription Regulation Database (see methods).

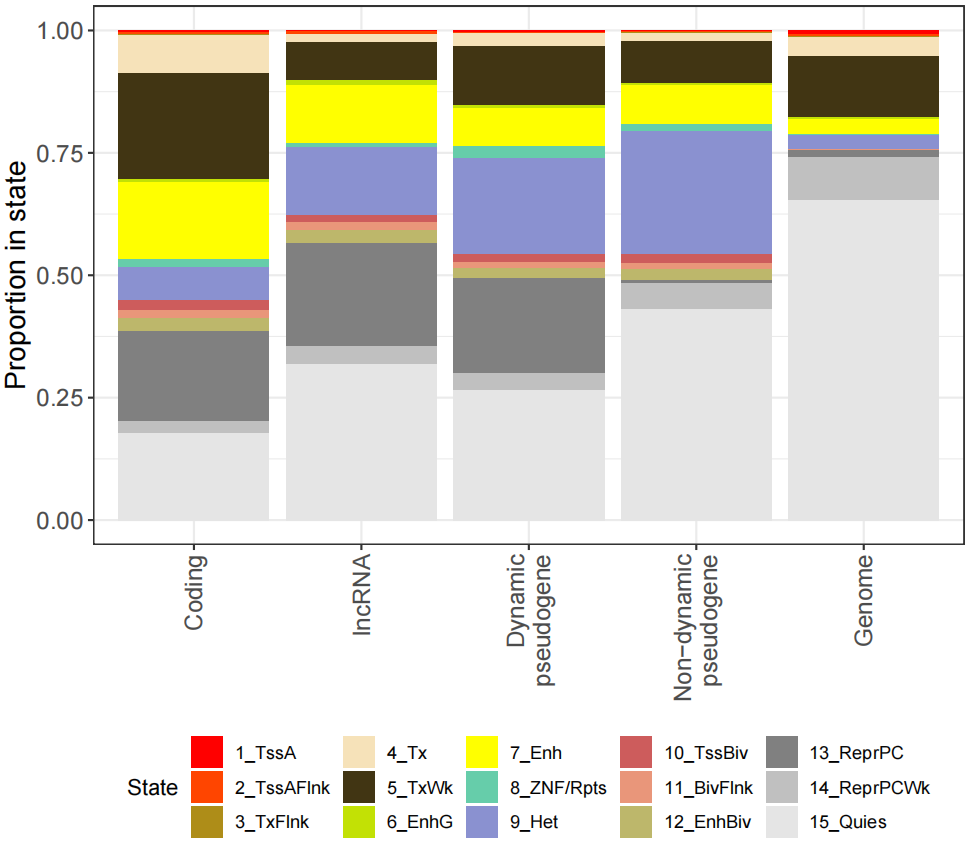

Figure S24. Proportion of state annotated overlapped with promoter of each type of genes annotated with each epigenetic state, summed across all epigenomes.

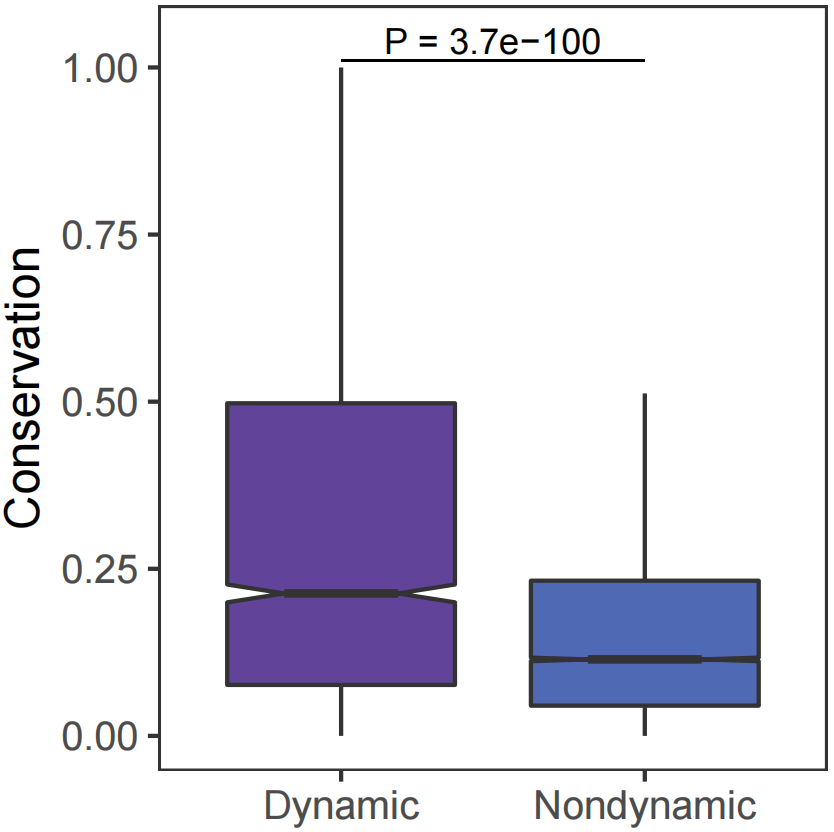

Figure S25. Conservation score of dynamic and nondynamic pseudogenes.

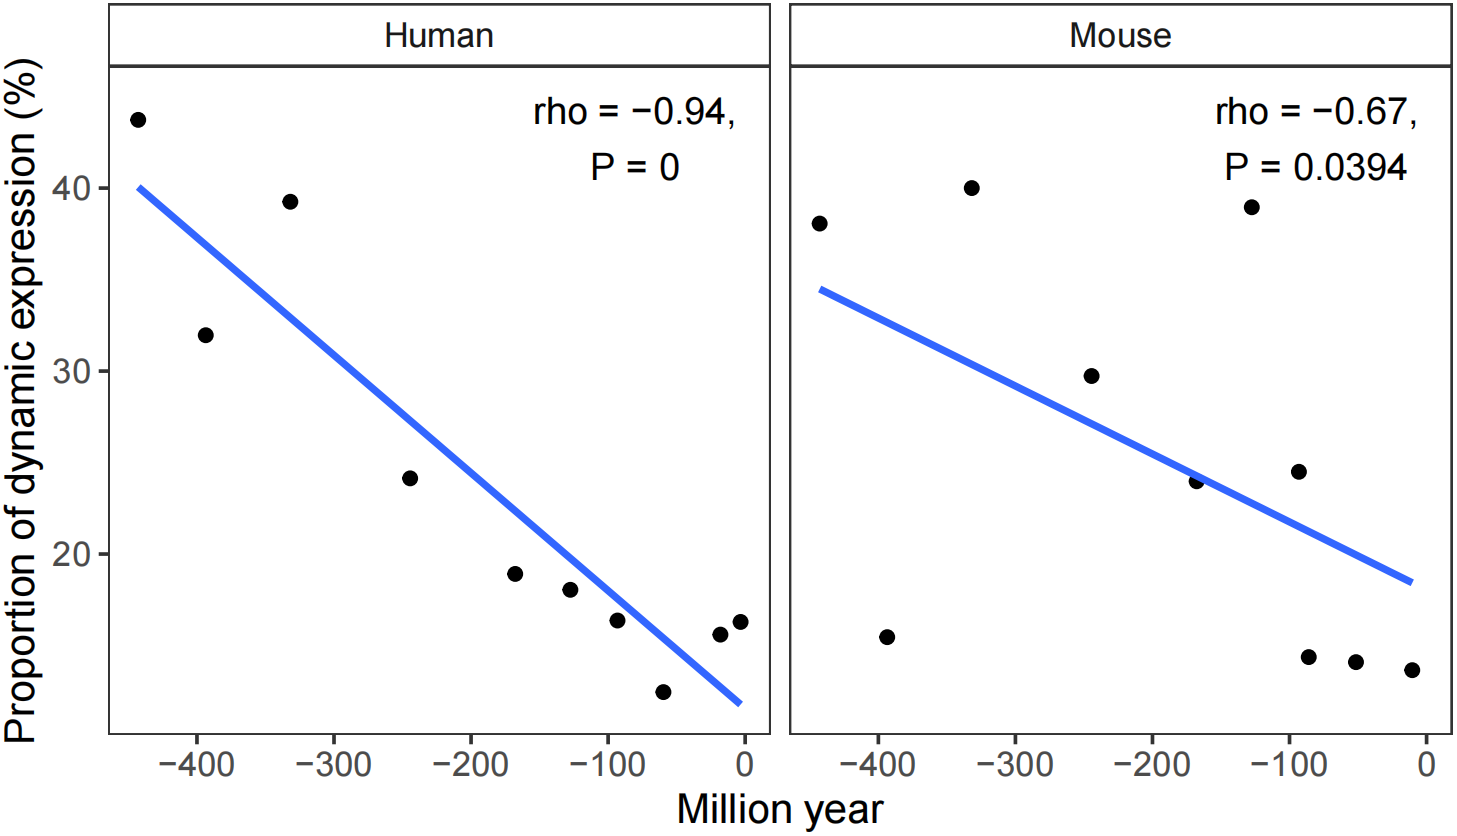

Figure S26. Fraction of dynamic loci for human and mouse pseudogenes of different evolutionary ages.

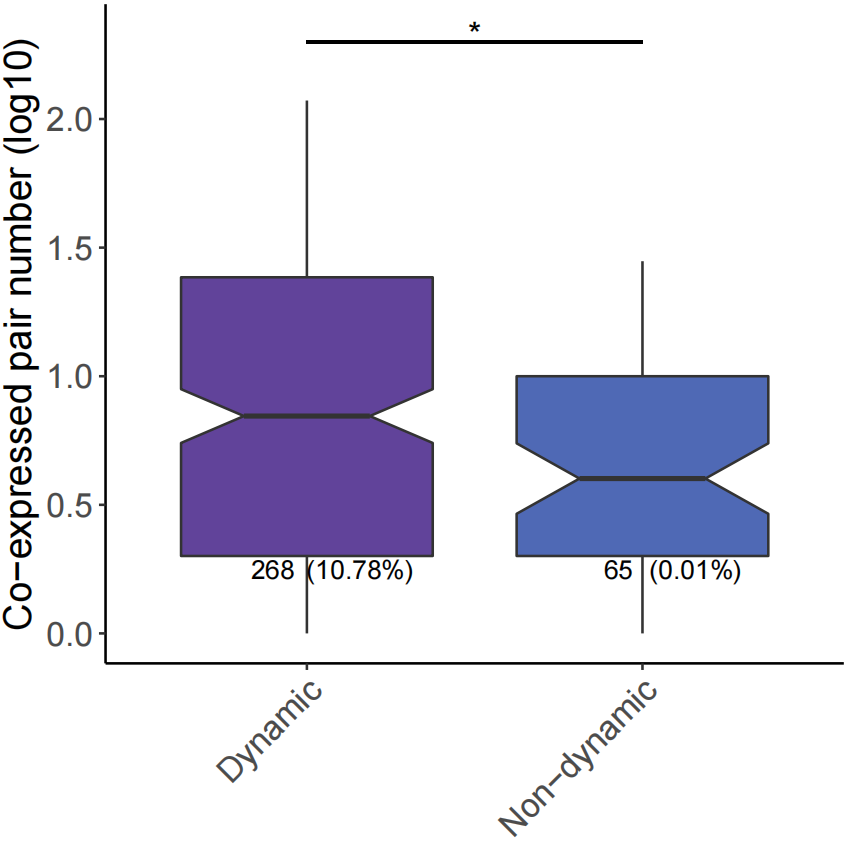

Figure S27. Number of co-expressed pair of dynamic and non-dynamic pseudogenes. The number and percentage in dynamic group represent the number and proportion of dynamic pseudogenes co-expressed with mRNAs, respectively. Likewise, the number and percentage in non-dynamic group represent the number and proportion of non-dynamic pseudogenes co-expressed with mRNAs, respectively.

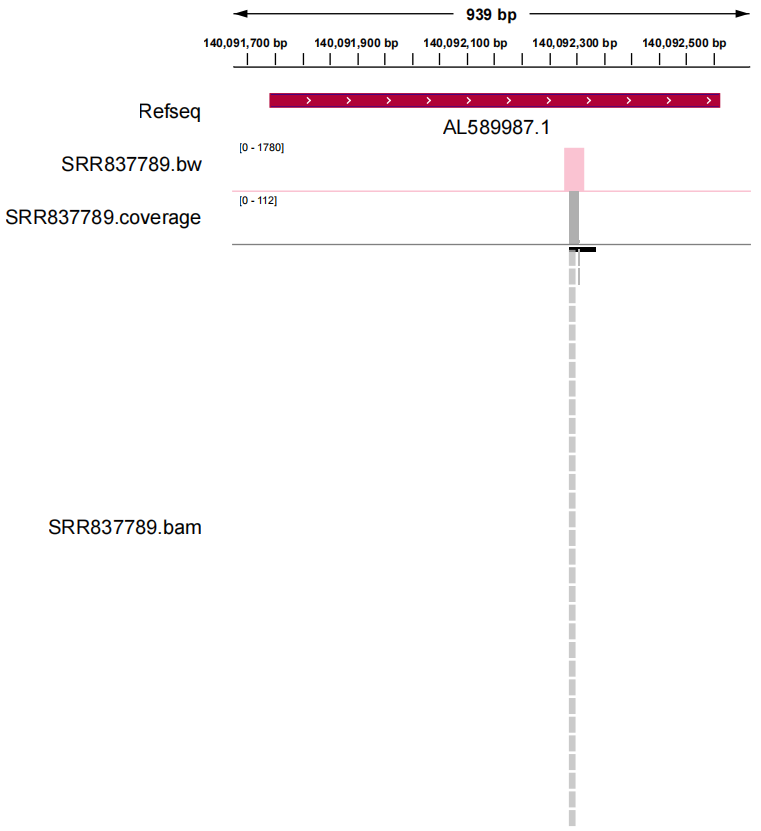

Figure S28. Coverage plot and raw alignments from Ribo-seq reads (SRR837789) for a process pseudogene *AL589987.1* (chrX:140,091,874-140,092,692). A total of 111 unique mapped Ribo-seq reads (MAPQ > 30) were aligned to the locus.

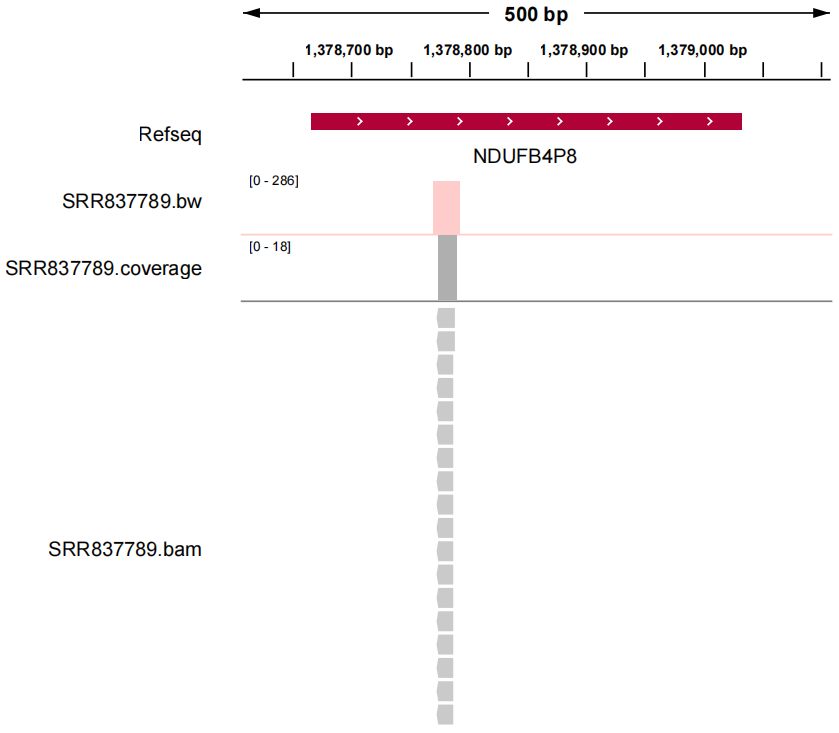
Figure S29. Coverage plot and raw alignments from Ribo-seq reads (SRR837789) for a process pseudogene *NDUFB4P8* (chr1:1,378,666-1,379,032). A total of 18 unique mapped Ribo-seq reads (MAPQ > 30) were aligned to the locus.

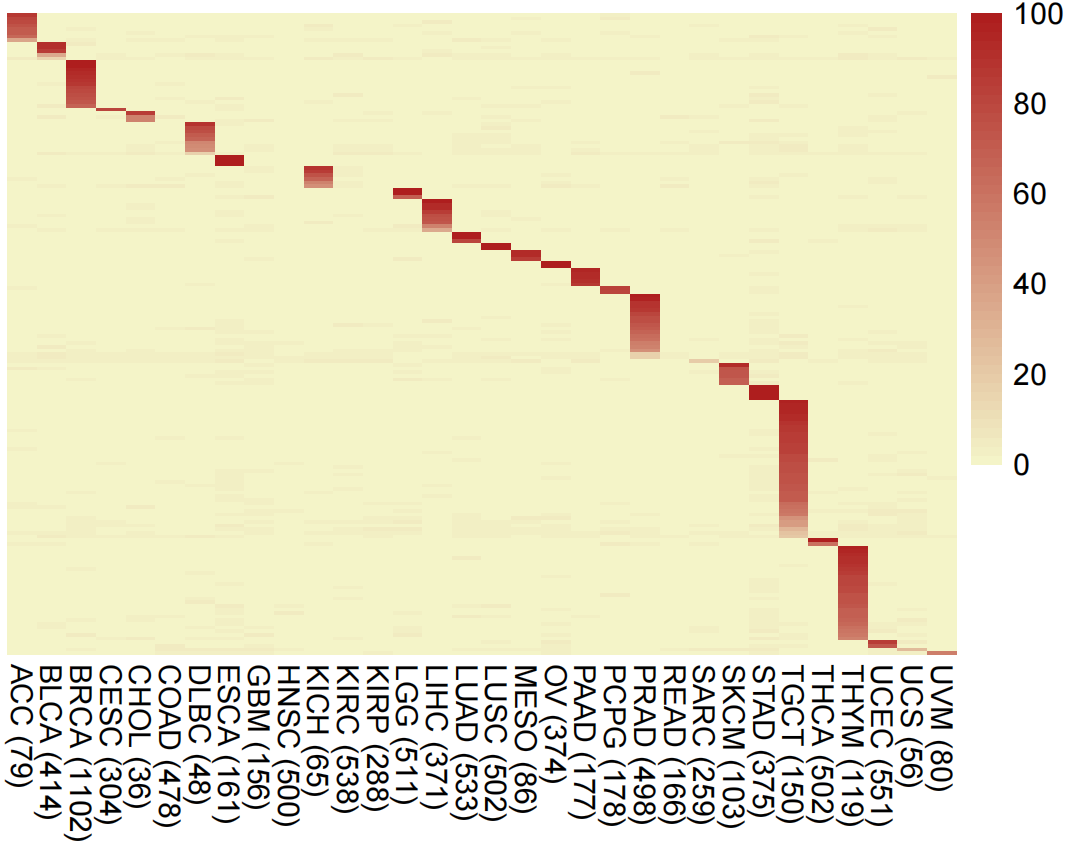

Figure S30. Expression pattern of cancer type-specific pseudogenes across 32 cancer types. The columns represent different cancer types, with the number of samples in bracket.

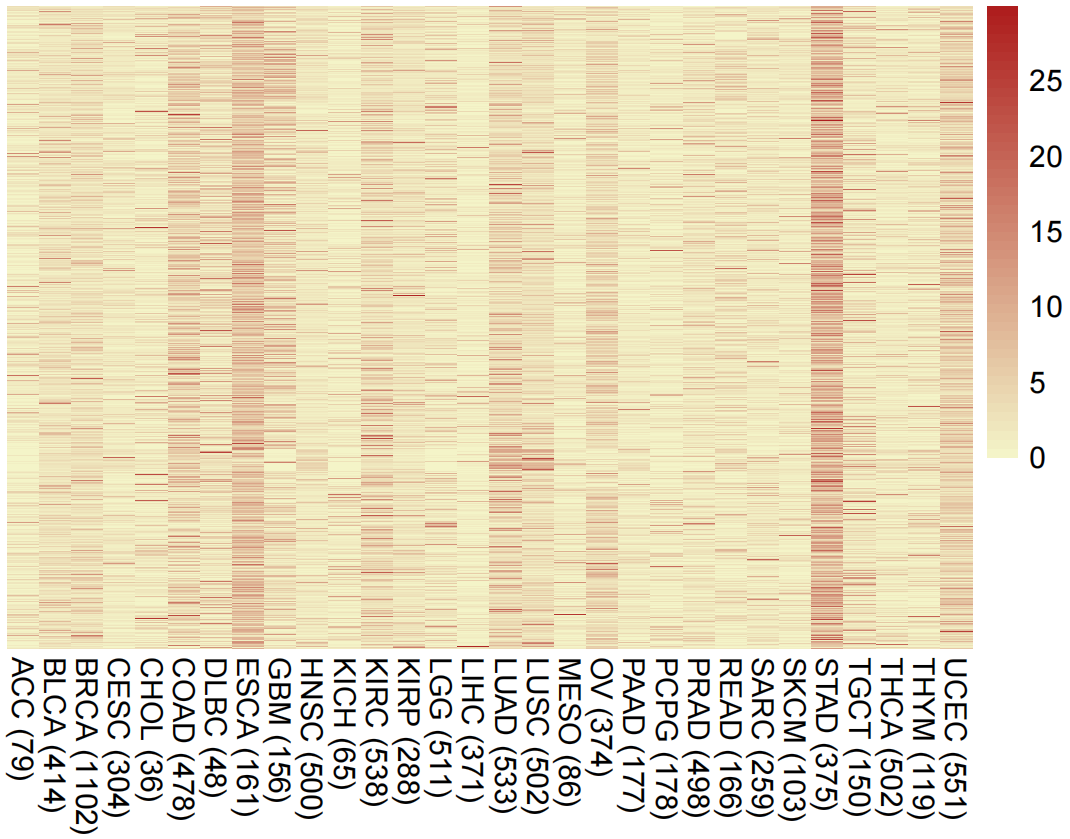

Figure S31. Expression pattern of ubiquitously expressed pseudogenes. The columns represent different cancer types, with the number of samples in bracket.

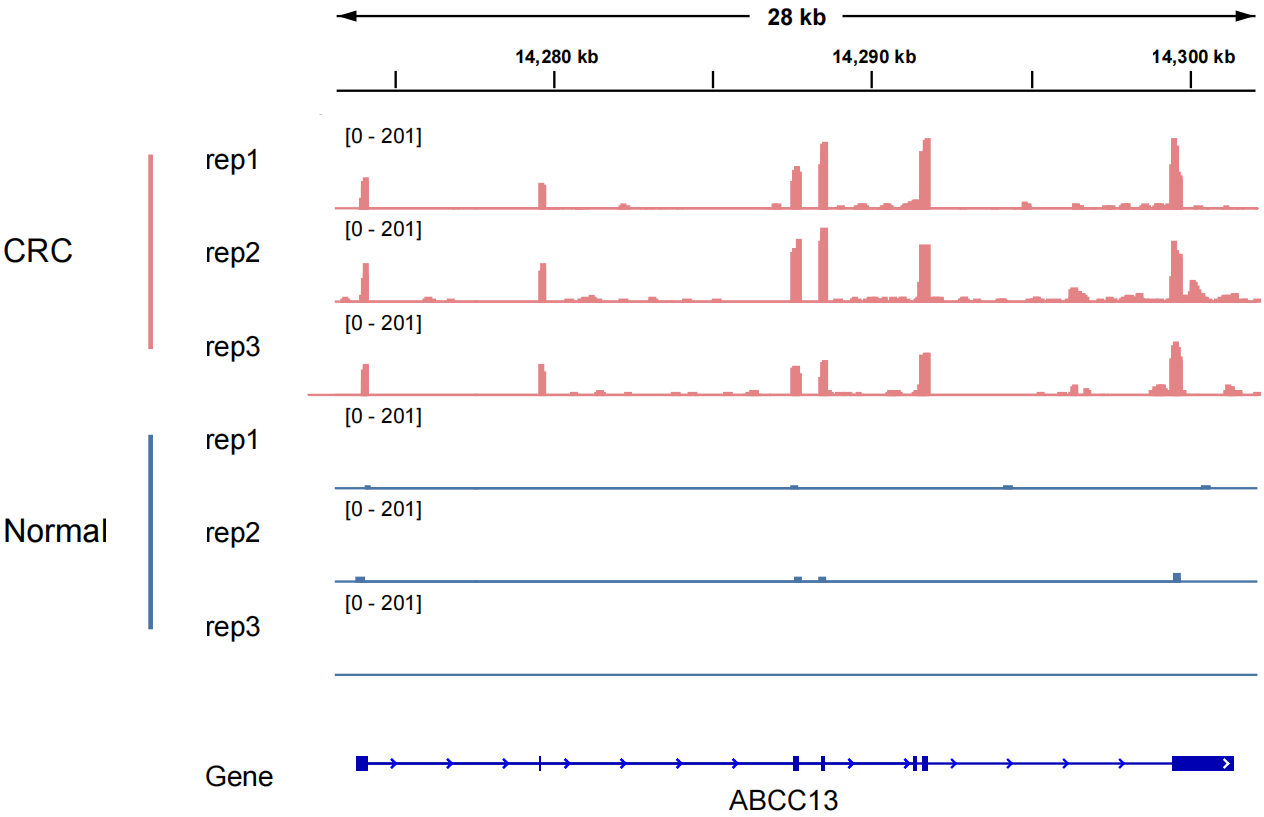

Figure S32. Expression level of *ABCC13* in colorectal cancer (CRC) and adjacent tissues.

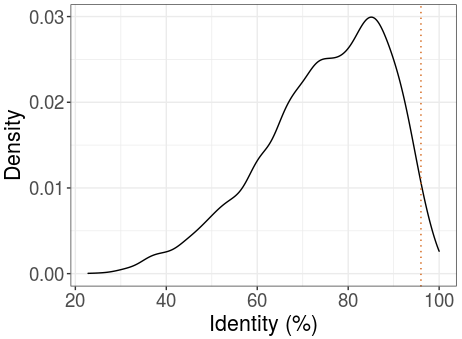

Figure S33. Distribution of sequence identity between pseudogene and parent gene pairs. The red line indicates 96% sequence identity.

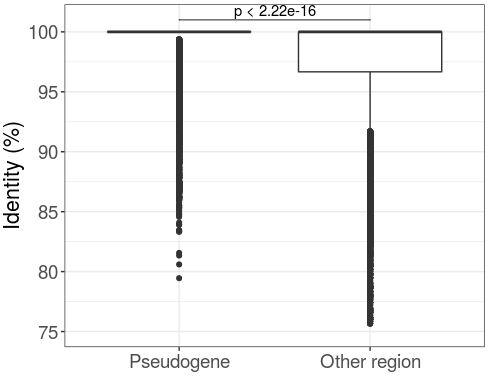

Figure S34. Identity of reads derived from pseudogene loci. The BLAST program was used to calculate the reads identity at pseudogene and other regions.

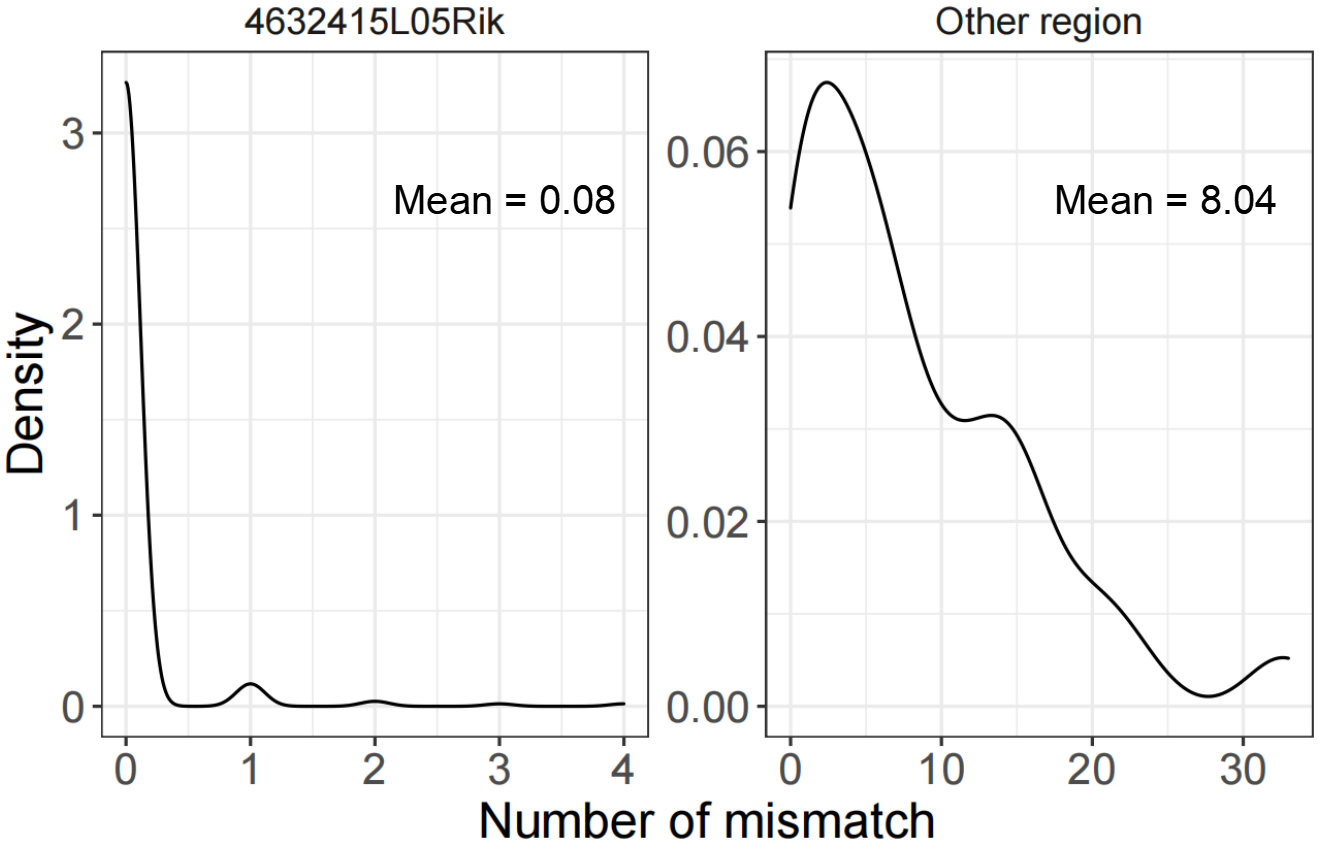

Figure S35. Number of mismatch of reads derived from 4632415L05Rik. The mean number of mismatch of reads at 4632415L05Rik is 0.08 while the mean number of mismatch at other regions (second-best hit) is 8.04.

How the deposited data were processed for this re-analysis (not part of the article)

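The data are 29 RNA-seq libraries of adult C57BL/6J mice, in 10 groups of one tissue and sex (brain, cerebellum, heart and colon in both sexes, ovary and testis). Each group had 3 libraries except male heart, which had 2. Each library's tissue, sex and replicate number were taken from its labels, and they were checked with 16 genes of known sex or tissue. Iso-seq, run on 6 flow cells, entered only through the annotation made from it.

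For each gene, the authors deposited whole-number counts of reads, without normalization, and these were used as deposited. The Methods name STAR and featureCounts in the sentence on human data, and for mouse they state that the PacBio annotation was combined with the ENSEMBL annotation and that only uniquely mapped reads were retained. The strand setting of the counting is not given in the paper's text. All 29 count columns were used, 0 other columns of per-sample values were present, and libraries were not pooled by the authors. The deposited annotation on GRCm38.p6 holds transcript models with coordinates. The authors made it from Iso-seq transcripts that were corrected with the RNA-seq reads, mapped with minimap2 and collapsed with cDNA_Cupcake. By the Methods, they added the ENSEMBL genes that no Iso-seq transcript overlapped on the same strand. The annotation nevertheless keeps 16 pseudogenes of Table S2 as ENSEMBL genes that share exon bases with an Iso-seq transcript on the same strand. A deposited map pairs ENSEMBL genes with Iso-seq loci, and its exact rule is not stated. GENCODE release M21, on the same genome build, served as the reference for gene names, biotypes and overlaps.

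Pseudogenes were the 13414 genes with a processed, unprocessed, unitary or polymorphic pseudogene biotype (10298, 2954, 74 and 88 genes), and 15 of them were counted under an Iso-seq locus that carries a pseudogene of Table S2. Another 268 pseudogenes had other biotypes. Of these, 3 are among the 177 of Table S2 and were kept where that set is used, and the rest entered only alternative settings. They were compared with 21652 protein-coding genes and 9956 lncRNAs. The copies of Tables S3, S6 and S8 to S13 used here were shortened, so no test of gene sets was run on them.

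FPKM was computed from the deposited counts as CPM (counts scaled to the total count of the library) per kilobase of the union of a gene's exons. Tissue means were taken over the libraries of both sexes, which gave 6 tissues, and the highest tissue mean was the expression level of a gene. Tau was computed from the tissue means in FPKM by the formula in the Methods, for genes with a highest tissue mean of at least 1 FPKM. Shares are given with 95% Wilson intervals, which cover counting error only. Where a gene had no count, the limit was set at 3 counts of the library. Medians were compared with two-sided permutation tests (100000 resamples), single values of 3 libraries against the others with exact permutation tests over every choice of 3 libraries, and shares with Fisher's exact test.

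Differences between groups were tested with edgeR's quasi-likelihood test on counts, in one fit over all 29 libraries with a mean for each group. The paper's text does not state which libraries come from one animal, and this fit takes them as independent. TMM normalization and edgeR's filter on low counts by group were used, which left 29911 genes, 2180 of them pseudogenes. P-values were adjusted by Benjamini-Hochberg over all genes tested, and genes were called at an adjusted P under 0.05. The comparisons were testis against the mean of the other groups, testis against ovary, male against female in brain, cerebellum, heart and colon, and the interaction of sex with tissue over those 4 tissues. The fit was tested on simulated counts in which 200 genes were changed, drawn from genes of all kinds above a minimum mean count. Recovery of pseudogenes alone was not measured, so the rates do not carry over to pseudogenes with few reads. The fit recovered 75%, 80% and 70% of the genes changed 4-fold and 35%, 36% and 37% of those changed 2-fold for testis against ovary, sex in brain and sex in heart, with 8.33%, 4.13% and 2.73% false calls.

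The rule for the genes named was fixed before the data were examined. It covers the mouse pseudogenes the paper names, the genes of the label check, up to 3 pseudogenes in each direction with the smallest adjusted P in each comparison among those whose libraries do not overlap, the 3 pseudogenes of Table S2 with the highest tissue mean and the 3 with the most Iso-seq transcripts. *Xist* is the only gene of the label check given by name. The 5 genes of the interaction and the marker genes given by name fall outside this rule and were named after their values were seen, and genes beside or overlapping a pseudogene are named by their position. The alternatives were also set before the data were examined, apart from 7. Those added later are all GENCODE transcripts and GENCODE transcripts of at least 300 bases for the comparison of lengths, pseudogenes of all biotypes for the comparison with Iso-seq, the adjustment over pseudogenes alone for the interaction, the first digit of the library code as a block within each sex, for testis against the other tissues and for the interaction, and leaving out each library in turn for the interaction. The alternatives cover DESeq2, other size factors, other filters, the libraries in the fit, a block for the replicate number, a log2 fold change of at least 1, other FPKM cutoffs, lengths and library sizes, and leaving out each library in turn.

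Total counts per library ranged from 11742417 to 36194255. Pseudogenes took at most 0.775% of a library, Iso-seq loci 75.9% to 85.5%, and mitochondrial genes 0.787% to 13.6%. The lowest totals were those of colon, where a count of 3 stands for a higher FPKM than in the other tissues.

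To weigh the results set apart for a closer look, lists of marker genes were written for cardiomyocytes, atrial cardiomyocytes, fibroblasts, endothelial cells, macrophages, B cells, T cells, smooth muscle cells, adipocytes, red blood cells, lung epithelium, neurons, oligodendrocytes, choroid plexus, cerebellar granule cells, colon epithelium, plasma cells and the interferon response. Each gene's log2(CPM + 0.5) in a library was compared with the mean of the other libraries of the tissue, and the median of a list was set among 10000 random lists of the same size matched on mean expression. These percentiles describe the libraries at hand. Where genes of a list are said to reach 1 CPM, this is their mean over the libraries compared with.

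The public developmental, human, Ribo-seq, epigenomic and cancer data used elsewhere in the paper are not analysed here. Software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and bedtools 2.31.1.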

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

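The tests of explanations in this part were set before the values they measure were seen, apart from the counts of interferon genes by tissue, the block for the library code and the fits of the interaction and the colon lists without single libraries, which were chosen after. A gap to the nearest library, divided by the range of the tissue, was compared with Dixon's critical value (0.625 for 6 libraries and 0.71 for 5). In 73 groups of libraries tested this way, 13 passed, where 3.65 would pass by chance. Of these 13, 7 were of female heart replicate 3 and 3 of female cerebellum replicate 3, and values of one library are not independent of one another.

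Female heart replicate 3 stood apart from the other heart libraries of both sexes. It had 382 pseudogenes at 1 FPKM or more, against 169 to 184 in the others (Dixon ratio 0.93). Its 10 most abundant genes took 17.8% of the counts, against 26.2% to 28.4% (ratio 0.796), and its TMM factor was 1.12, against 0.604 to 0.711 (ratio 0.791). Single pseudogenes and the locus that carries 4 genes were also higher there. The locus of *3110039I08Rik*, *Gm8707*, *Gm28119* and *Gm49317* was at 2.01 FPKM against 0.627 to 0.936 (ratio 0.776), *Thap6* at 3.09 FPKM against 1.61 to 1.92 (ratio 0.791), *Clec7a* at 9.85 FPKM against 2.53 to 4.14 (ratio 0.779) and *Gm12250* at 4.41 FPKM against 1.97 to 2.32 (ratio 0.857).

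Several explanations of this library were tested with marker lists, as the median log2 difference of a list from the other heart libraries. No gene stands in more than 1 list. In the other heart libraries, all genes of the cardiomyocyte, fibroblast, endothelial, macrophage and red blood cell lists reach 1 CPM, as do 5 of 6 smooth muscle genes, 13 of 14 interferon genes and 3 of 8 neuron genes. Blood in the sample is argued against by the red blood cell list, which differed by -1.89 (0 of 6 genes higher; *Hbb-bs* at 3155 CPM against 6408 to 21041). The cardiomyocyte list differed by -1.74 (0 of 10 higher; *Myl2* at 4853 CPM against 14454 to 27622). Fewer cardiomyocytes with all other cell types raised alike is argued against as well, since the fibroblast (0.58, 8 of 8 higher, percentile 99.99), macrophage (0.35, 7 of 8, 99.4), endothelial (-0.53, 0 of 8, 41.8) and smooth muscle lists (2.10, 5 of 6, 100) spread over 2.63, more than the mean SD of 0.725 within a list. What stays open is other tissue in the sample. The adipocyte list differed by 10.00 (6 of 6 genes higher; *Cfd* at 1784 CPM against 0.569 to 5.33), and 2 of its 6 genes reach 1 CPM in the other heart libraries. The atrial list differed by 6.16 (6 of 6 higher; *Nppa* at 2069 CPM against 50.2 to 106), and 5 of its 6 genes reach 1 CPM elsewhere in heart. A candidate explanation is therefore that this sample held adipose and atrial tissue that the other heart samples held little of. Both lists lay above all 10000 random lists. Lymphoid cells were also higher, with differences of 3.42 for B cells (8 of 8; *Ms4a1* at 38.7 CPM against 0.953 to 2.52) and 2.24 for T cells (7 of 7 measured; *Cd2* at 10.2 CPM against 0.356 to 1.91). Both lists have 7 genes that reach 1 CPM in the other heart libraries. The lung list differed by 7.02 in the 4 of 6 genes measured, but *Sftpc*, its most abundant gene, reached only 26.7 CPM (0 to 0.168 elsewhere) and 0 of its genes reach 1 CPM in the other hearts, so a small share of lung cannot be told apart from other sources of these transcripts at this level. The neuron list differed by 0.07 (3 genes measured) and the interferon list by 0.35 (12 of 13 higher, percentile 96.4). With TMM library sizes, the library had 330 pseudogenes at 1 FPKM or more and the other hearts 257 to 297. It was still the highest, but its gap no longer passed, so the part of the gap that comes from the few genes taking most counts in the other hearts cannot be told apart from the part that comes from other tissue. A difference between animals remains open and was not tested.

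In female cerebellum replicate 3, mitochondrial genes took 5.17% of the counts, against 2.46% to 3.25% in the other cerebellum libraries (ratio 0.708). *Thap6* was at 1.91 FPKM against 1.24 to 1.46 (ratio 0.67) and *Dynlt1-ps1* at 24.4 FPKM against 14.6 to 18.1 (ratio 0.638). Blood is argued against by the red blood cell list (-0.57, 0 of 6 genes higher; *Hbb-bs* at 732 CPM against 739 to 1668). The choroid plexus list differed by 0.24 (6 of 7 higher, percentile 97.3), within the central 95% of random lists. Another cerebellum library stood higher on this list (by 0.66, against 0.26 measured the same way), and *Ttr*, at 2956 CPM, lay within the 981 to 3698 CPM of the others. No value rules it out, so more choroid plexus in this sample cannot be told apart from the spread of the other samples at this level. All genes of the lists used for cerebellum reach 1 CPM in the other cerebellum libraries. The other lists differed by 0.27 for oligodendrocytes (4 of 6 higher, percentile 99.2; *Mbp* at 3556 CPM against 1546 to 5830), 0.08 for granule cells (3 of 6, 84.6), -0.04 for neurons (4 of 8, 68.5), -0.18 for endothelial cells (1 of 8, 22.6) and -0.40 for macrophages (3 of 8, 0.47). The oligodendrocyte and macrophage lists lay outside the central 95% of random lists, above and below it, so another mix of these cells is not excluded. Another cerebellum library stood higher on the oligodendrocyte list (by 0.63, against 0.15 measured the same way). The source of the difference stays open.

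Male brain replicate 2 had a total count of 36194255, against 24403774 to 28509973 in the other brain libraries (ratio 0.652). Every measure in FPKM or CPM divides by this total. It is a difference in depth, and no biological explanation was tested.

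In colon, female replicate 2 stood above the others for *Mx2* (10.4 FPKM against 0.762 to 3.89, ratio 0.675) and *Gm12250* (93.1 FPKM against 4.11 to 23.1, ratio 0.786). These were also the 2 pseudogenes called between the sexes in colon, both lower in males. The log2 differences were -2.84 (standard error 0.41, adjusted P = 0.000615) and -3.17 (standard error 0.51, adjusted P = 0.00179, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Mx2*, a polymorphic pseudogene, lies on chromosome 16 from 97535308 to 97560900 and *Gm12250*, a processed one, on chromosome 11 from 58187739 to 58189012. One library as the whole cause is argued against, because both remained under 0.05 without it, with adjusted P of 0.00994 for *Mx2* and 0.043 for *Gm12250* and log2 differences of -2.13 and -2.05. Over the alternatives, the adjusted P ranged from 2.95e-10 to 0.0255 for *Mx2* and from 1.36e-07 to 0.06 for *Gm12250*. More lymphocytes in the female colons is argued against by the B cell list (-2.02 between the sexes, 0 of 8 genes higher in females) and the T cell list (-0.48, 2 of 8), whose levels were highest in male colon replicate 1 (4.79 and 1.16 above the other colon libraries). Without that library the lists differed by -0.60 and 0.09, so the lower T cell list rests on it. What stays open is an interferon response. The interferon list, written without these pseudogenes, was higher in female colon by 1.77 (14 of 14 genes, above all random lists; *Ifit1* at 619 CPM against 76.3 to 95.3 in males), and 13 of its 14 genes reach 1 CPM in male colon. Without female colon replicate 2 the list was higher by 1.35, the lowest value without 1 library. Every female library lay above every male library (exact permutation test, two-sided, P = 0.1, the smallest that 20 choices allow). A candidate explanation is that the female colons had an interferon response. With sex and any difference in housing, infection or day of sampling not separable here, a difference between the sexes is one reading among several. The other lists differed by -0.47 for plasma cells (percentile 0.21), -0.67 for macrophages (below all random lists), 0.36 for colon epithelium (59.8) and -0.20 for smooth muscle cells (0.59). All genes of these lists and of the B and T cell lists reach a mean of 1 CPM in male colon. This does not hold in every male library, since *Pax5* of the B cell list ranged from 0.0661 to 37.8 CPM.

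The sex effect differed between brain, cerebellum, heart and colon for 5 of 29911 genes, and for 0 of 2180 pseudogenes (87 at an unadjusted P under 0.05), in edgeR's test of the interaction with Benjamini-Hochberg adjustment. The 5 genes, named after their values were seen, were *Ifit1bl1* (adjusted P = 0.00943), *Ifit2* (0.0311), *Ifi44* (0.0452), the locus of *Islr* and *Islr2* (0.0452) and the locus of *Jakmip1* and *Gm1043* (0.0452). In colon, the log2 difference of males from females was -3.94 for *Ifit1bl1*, -3.22 for *Ifit2* and -3.62 for *Ifi44*, and in the other 3 tissues it lay between -0.76 and 0.61. Much of the size of these differences comes from female colon replicate 2, without which they were -2.69, -2.22 and -2.94. For *Islr* and *Islr2*, it was 1.74 in colon and 0.41 in brain, and in the opposite direction in cerebellum (-1.10) and heart (-0.70). The locus of *Jakmip1* and *Gm1043* held 0 and 1 counts in the male heart libraries, so no fold change is given for it, against 0.32 to 1.54 CPM in the female ones. Of the 14 genes of the interferon list, 8 were called between the sexes in colon and 0 in brain, cerebellum and heart, with 14 lower in males in colon and 11, 10 and 12 in the others. The 3 interferon genes go with the interferon list of colon (difference 1.77), which leaves an interferon response as a hypothesis found and tested on the same libraries. The highest female heart library of *Jakmip1* and *Gm1043* was replicate 3, in which other tissue, such as the adipose tissue weighed above (10.00), could add to it, but the other 2 female hearts, at 0.32 and 0.66 CPM, also lay above the males. With the first digit of the library code as a block within each sex, 2 of the 5 genes remained, *Ifit1bl1* (adjusted P = 0.00681) and *Ifit2* (0.0271). The adjusted P was then 0.067 for *Ifi44*, 0.147 for *Islr* and *Islr2* and 0.158 for *Jakmip1* and *Gm1043*, so these 3 calls depend on taking the libraries as independent. The calls of the interaction also depend on single libraries. Over 21 fits without 1 library, from 0 to 14 genes were called, and *Ifit1bl1* was among them in 19, *Ifit2* in 9, *Ifi44* in 5, *Islr* and *Islr2* in 3 and *Jakmip1* and *Gm1043* in 3. Without female colon replicate 2, 4 genes were called, of which *Ifit1bl1* (adjusted P = 0.00129) and *Ifit2* (0.0129) belong to the 5, and the adjusted P of *Ifi44* was 0.141. Without male colon replicate 1 or 2, 0 genes were called. The difference in colon itself stayed under an adjusted P of 0.05 in each of these fits for *Ifit1bl1*, *Ifit2* and *Ifi44*.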

How the results depend on the processing

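No test in this part was chosen only after its result was seen, except for the 7 alternatives named as added later in the processing summary. Values were recomputed for 19 results, and 367 of these values left out 1 library. In all, 448 values kept their direction and their side of the threshold, or stayed within the spread of the value reported. Of these, 33 are of the distance of testis on principal component 1, which lies near the most that it can be (3.22 of 3.23) and so says nothing about stability. The 448 also hold the values of *4933401B06Rik*, whose size comes from the fit. Of the values outside the 448, 14 moved, 23 gained and 1 lost significance, and 1 changed direction.

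For testis against the other tissues, 1049 pseudogenes were called. Without the filter on low counts the number was 2748, 1016 of them shared, because 8582 in place of 2180 pseudogenes were tested. Under the other alternatives it lay from 795 (DESeq2, 742 shared) upward to 1055, and from 885 to 1275 across the 29 fits that each left out 1 library. For testis against ovary, where 1071 were called, DESeq2 gave 713 (690 shared) and no filter gave 1643 (1024 shared). The cause of the change with DESeq2 was not tested. With library size only, 60.6% of the 1200 called were higher in testis, against 74.3% of the 1071, as the median of all genes moved from 0.15 to -0.38. Leaving out 1 library gave 887 to 1016.

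Between the sexes, 0 pseudogenes were called in brain (74 at an unadjusted P under 0.05) and cerebellum (73) under each of the 9 alternatives and each of the 6 fits without 1 library. In heart, 0 were called (130 at an unadjusted P under 0.05), DESeq2 gave 1, and the fits without female heart replicates 1, 2 and 3 gave 3, 2 and 0. Fits without a male heart library are not given, since 1 would remain. In colon, where 2 were called, the number was 10 with DESeq2 (5 higher, 5 lower), 4 with at least 10 counts in every library of a group and 1 with only the colon libraries, where fewer libraries estimate the spread, and from 2 to 3 across the fits without 1 library. The cause of the change with DESeq2 was not tested. DESeq2 gave no adjusted P for 1516 pseudogenes in brain, 1608 in heart and 1851 in colon, and these are in no count. For the interaction of sex and tissue, 0 pseudogenes were called with either adjustment (87 at an unadjusted P under 0.05), and 0 in each of the 21 fits without 1 library of these tissues. Of all genes, where 5 were called, these fits called from 0 (without male colon replicate 1 or 2) to 14 (without female colon replicate 1).

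Libraries with the same replicate number do not deviate together. Over 36 pairs of groups with 3 shared numbers, 0 had every correlation of deviations above 0.1, and the median correlation was -0.00197 for the same and 0.00236 for different numbers. With a replicate block in the fit, 1020 pseudogenes were called for testis against other tissues, 1014 for testis against ovary, 2 in colon and 0 in brain, cerebellum and heart. The paper's text does not state which libraries come from one animal. The library codes share first digits across tissues in an order other than that of the replicate numbers, and what these digits mean is not stated. Among libraries of one sex and different tissues, the median correlation of deviations was 0.00809 over 50 pairs with the same first digit. It was -0.00136 over 85 pairs with different ones, and 4 and 2 pairs were above 0.1. Female brain replicate 2, ovary replicate 3 and female heart replicate 3, whose codes have 1 digit, were not in these pairs. The 4 pairs were all of female libraries with first digit 4 (0.135 to 0.223), whose other pairs lay from -0.0990 to 0.0931. With the first digit as a block within each sex, 1023 pseudogenes were called for testis against other tissues, 1018 of them shared, and 0 for the interaction of sex and tissue (42 at an unadjusted P under 0.05). Of all genes, 2 in place of 5 were called for the interaction.

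For *4933401B06Rik*, the log2 difference lay between 10.88 and 11.55 over 5 alternatives and between 11.39 and 11.45 without 1 library. With 0 counts outside testis, its size comes from the fit, so these ranges say nothing about stability. The adjusted P of the count tests was at most 0.0347 over these alternatives. For *Gm13857*, the log2 difference was 9.42 with DESeq2, whose adjusted P of 0.0699 no longer passed, while the other 4 alternatives did. It lay from 9.61 to 10.11 without 1 library. The cause of the weaker P was not tested. For *4632415L05Rik*, the difference of brain and ovary from the other tissues lay from 0.77 to 1.52 over 6 alternatives and from 0.78 to 0.98 without 1 library.

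The difference in transcript length kept its direction under 5 alternatives (0.39 to 0.62 on the log10 scale). The number of pseudogenes detected by Iso-seq was 27 by the authors' map and 161 without exon overlap with protein-coding genes. The difference in median FPKM between these and other pseudogenes lay from 0.778 to 4.75 FPKM over 7 alternatives and from 3.62 to 4.14 FPKM without 1 library. The share of pseudogenes at 2 FPKM was 4.96%. It was 16.8% at 0.5 FPKM, 9.49% at 1 FPKM, 8.25% by the highest single library and 1.10% by the mean over all libraries, and 4.85% to 5.13% without 1 library. Adding a minimum of 10 counts removed 0 of these pseudogenes, so it is no test. The excess of unitary pseudogenes lay from 14.0 to 27.9 percentage points over 3 alternatives and from 23.1 to 27.0 points without 1 library.

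The difference in tau from protein-coding genes lay from 0.125 to 0.414 over 6 alternatives and from 0.190 to 0.216 without 1 library. The difference from lncRNAs, 0.0232, was the least stable result. It was -0.0118 at 0.1 FPKM, opposite in direction (P = 0.0389 by permutation). It passed the threshold at 5 FPKM (0.108), on the log2(FPKM + 1) scale (0.0561), without testis (0.0321), with TMM library sizes (0.0403) and between matched genes (0.0277). It lay from 0.0145 (without ovary replicate 2) to 0.0371 (without ovary replicate 1), with P from 0.00172 to 0.255, and 11 of 29 such fits stayed above the threshold. The cause was not tested. For the share of pseudogenes highest in testis, the excess over protein-coding genes lay from 9.73 to 36.7 points over 6 alternatives and from 15.8 to 18.5 points without 1 library.

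Pseudogenes held at most 0.775% of the counts of a library, and 2180 of 13414 entered the count test, so the counts of calls cover these.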

Differences from the paper's values

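No test was chosen for this part after its result was seen. The paper's expression values rest on its libraries together with public developmental libraries, which are not analysed here.

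The paper gives a median of 8.5 FPKM for the pseudogenes detected by Iso-seq, and 3.81 FPKM was found here. None of the alternatives set before the data were examined closed the gap, and the highest of them, with at least 10 counts over all libraries, gave 5.00 FPKM. For the other pseudogenes the paper gives a median of 0.33 FPKM, and 0.0363 FPKM was found here. With pseudogenes of at least 10 counts over all libraries, the median was 0.393 FPKM, the alternative closest to the paper's value. The other alternatives gave at most 0.119 FPKM (highest single library) and did not close the gap.

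The paper gives 17% of mouse pseudogenes at 2 FPKM or more, and 4.96% was found here. A cutoff of 0.5 FPKM gave 16.8%, and none of the other alternatives closed the gap. In Table S7, the paper counts 3141 processed pseudogenes at 1 FPKM or more, and 972 were found here. For unprocessed pseudogenes, the paper counts 662 and 265 were found, and for polymorphic ones the paper counts 25 and 11 were found. None of the alternatives closed these gaps, and the highest counts, at 0.5 FPKM, were 1797, 410 and 16.

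The paper gives 332 full-length transcripts from pseudogene loci, and 20 Iso-seq transcripts at loci with a pseudogene of Table S2 were found in the deposited annotation. No alternative was set for this count.

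For the tissue of highest expression, the paper also gives a share for liver, which was not sequenced here. The shares thus run over unlike sets of tissues, and an alternative that meets the paper's value does not explain a gap. In the shares of pseudogenes by the tissue of highest expression, the paper shows about 13% for brain in Fig. S13, read by eye, and 3.77% was found here, a gap that none of the alternatives closed. For ovary, the paper shows about 11% in Fig. S13, read by eye, and 21.8% was found here, while TMM library sizes gave 11.9% and a cutoff of 5 FPKM also closed the gap. For colon, the paper shows about 10% in Fig. S13, read by eye, and 22.5% was found here, and 9.38% at 5 FPKM, the only alternative that closed the gap. For cerebellum, the paper shows about 8.2% in Fig. S13, read by eye, and 5.42% was found here. At 0.1 FPKM the share was 8.39%, near the paper's value. It was 5.47% at 5 FPKM (Wilson interval 3.29% to 8.97%) and 5.77% with the counts on protein-coding genes as library size. Both stayed near 5.42%, so neither is taken to close the gap. TMM library sizes (5.16%) and the longest transcript as gene length (5.43%) did not close it either. With the median over libraries, the share lay within the 5.16% to 8.39% spanned by the alternatives, and no conclusion is drawn from it.

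The paper ranks the tissue specificity of pseudogenes below that of lncRNAs. The median tau found here was 0.880 for pseudogenes and 0.857 for lncRNAs, and a cutoff of 0.1 FPKM gave the paper's direction, with a difference of -0.0118. The paper places *4632415L05Rik* higher in brain and ovary than in other tissues. Here both were lower than cerebellum, by log2 differences of -0.33 and -0.63, and higher than heart, colon and testis.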

Other observations

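The tests of length and the counts of other splits of the libraries were chosen only after the result was seen. The tests of exon overlap with protein-coding genes, of expression level for tau and of TMM library sizes for the tissue of highest expression use alternatives set in advance, but were taken up as tests of explanations after their values were seen.

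The number of pseudogenes at 1 FPKM or more was highest in testis libraries. Deeper testis libraries as the whole cause are argued against, since testis was still highest with every library thinned to 11742417 counts. The mean per testis library was then 698 ± 31.7 (SD, n = 3), up from 669 as counted, against at most 637 in the others. FPKM is scaled to the total count, so thinning could hardly lower the number and is a weak test. Library composition is argued against as well, with a mean of 746 ± 42.0 per testis library (SD, n = 3) with TMM library sizes against at most 561. The share of pseudogenes highest in testis exceeded that of protein-coding genes by 19.0 points with TMM library sizes, against 17.0 with total counts. Tissue itself, with its permissive transcription as the paper proposes, stays open and was not tested apart from these.

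In the count test of testis against the other tissues, 40 choices of 3 libraries, the real one included, were fitted as groups of 3 against 26, and 1 of the 40, the real one, called as many pseudogenes as testis. It called 730 and the next, which held 2 testis libraries and 1 male heart library, called 333. The other choices all mixed tissues, so they do not show whether another whole tissue would be called as often. Between testis and ovary, 1071 of 2180 pseudogenes were called at an adjusted P under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 796 higher and 275 lower in testis. Adjusted over the list alone, 1020 were called. Over all 2180 tested, whether called or not, the libraries did not overlap for 1220 (56.0%), 841 higher and 379 lower in testis, where chance gives 10% of genes for 3 libraries against 3. With the 6 gonad libraries alone, the real split called 931 pseudogenes and the 9 others called 0, so 1 of 10 splits was as large, and 10 splits cannot give a smaller share. The smallest adjusted P were of *1700001J11Rik*, *BC106175* and *Gm12260* (log2 difference 10.76, standard error 0.52) among those higher. Among those lower they were of *Clec7a* (-4.59, standard error 0.37), *4632415L05Rik* (-1.97, standard error 0.17) and *Zfp862-ps* (-1.97, standard error 0.20). *Zfp862-ps* shares exon bases with *Gm7887*, so its counts are uncertain.

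Between the sexes, 0 of 2180 pseudogenes were called in brain, cerebellum and heart, where 74, 73 and 130 had an unadjusted P under 0.05, and 2 in colon, where 123 did. Of all 29911 genes, 11, 9, 19 and 97 were called in brain, cerebellum, heart and colon. In brain and in cerebellum, 10 of 10 splits of the 6 libraries called as many pseudogenes as the sexes, namely 0. Of the 9 other splits, 1 called 200 genes of all kinds in brain and 1 called 116 in cerebellum, more than the 11 and 8 of the real splits, and the other 8 called 0 in each tissue. In colon, 1 of 10 splits called as many as the real one, which called 1 pseudogene and 38 genes with these 6 libraries alone, while the others called 0 pseudogenes (123 had an unadjusted P under 0.05 between the sexes in the fit of all libraries) and at most 1 gene. The sexes of the gonads differ by organ as well, so testis against ovary is not a test of sex alone.

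Of the pseudogenes in Table S2, 17 had no count in any library. The test of shared exon bases (11 of 17 against 7 of 160, Fisher's exact test, P = 3.18e-09) is consistent with reads left uncounted where exons of different genes overlap on one strand. The remaining 6 shared no exon bases, and other causes, such as expression below the depth of RNA-seq or reads that map to several places, stay open. Reads of protein-coding genes at shared exons are argued against as the whole cause of the higher FPKM of the pseudogenes detected by Iso-seq, because 161 of the 177 share no exon bases with a protein-coding gene on the same strand, and among pseudogenes without such overlap the difference was 4.62 FPKM (permutation test over genes, two-sided, P = 1e-05). The 18 of the 177 that share exon bases with any gene on the same strand had a median of 0 FPKM. Leaving out overlaps could thus hardly lower the difference, and its rise to 4.62 FPKM is no evidence by itself. Exons shared on the opposite strand, and the 16 pseudogenes left out, are not covered by this.

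Of the expressed pseudogenes, 22.5% were highest in colon, more than in any somatic tissue besides it. Pooled over its libraries, colon held 94579575 counts, fewer than brain, cerebellum and heart but more than ovary (71011166) and testis (90144851). After every tissue was thinned to the same total, 22.5% were highest in colon (95% Wilson interval 20.3% to 24.9%), against 22.7% before. The thinned share of protein-coding genes was 15.8%. A total below that of brain, cerebellum and heart is thus argued against as the whole cause. Thinning lowered the colon counts as well, so it cannot decide whether noise at low counts raises the share. At 5 FPKM the share was 9.38%, below the 15.4% of protein-coding genes, so the excess was not seen at that cutoff. What raises the share at 1 FPKM stays open, and no biological explanation was tested.

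The higher tau of pseudogenes than of protein-coding genes is not accounted for by their lower expression alone, as the difference between genes matched on expression was 0.154 against 0.201 for all. Short transcripts annotated beside the longest one do not account for the longer Iso-seq transcripts over all genes, because with only the longest transcript of each gene the difference on the log10 scale was 0.62, against 0.57 for all transcripts. In that comparison the ENSEMBL transcripts belong to other genes than the Iso-seq ones, so which genes are compared stays open as a cause. In genes with transcripts of both kinds, where the difference was 0.39, such short transcripts remain a candidate explanation. Within a gene, the longest Iso-seq transcript was 0.953 of the length of the longest annotated one at the median, and longer at 25.4% of loci.

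The paper also names mouse pseudogenes in analyses of public data. In the adult libraries, *A930017M01Rik* was at 2.89 ± 0.454 FPKM in brain (SD, n = 6) and 2.87 ± 0.575 FPKM in cerebellum (SD, n = 6), and at most 0.291 FPKM in any library of the other tissues. It shares exon bases with *Sybu*, so these counts are uncertain. *Cyp4f41-ps* was at 1.67 ± 0.315 FPKM in testis (SD, n = 3), from 1.33 to 1.96, and at most 0.591 FPKM in any other library.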
